# Trem2 deficiency differentially affects phenotype and transcriptome of human APOE3 and APOE4 mice

**DOI:** 10.1186/s13024-020-00394-4

**Published:** 2020-07-23

**Authors:** Nicholas F. Fitz, Cody M. Wolfe, Brittany E. Playso, Richard J. Biedrzycki, Yi Lu, Kyong Nyon Nam, Iliya Lefterov, Radosveta Koldamova

**Keywords:** *Trem2*, APOE, Transcriptomics, Microglia, Neuroinflammation, Alzheimer’s disease, Amyloid plaques, Neurodegeneration, APP transgenic mice, RNA-sequencing

## Abstract

**Background:**

Alzheimer’s Disease (AD) is a neurodegenerative disorder influenced by aging and genetic risk factors. The inheritance of *APOE*ε4 and variants of Triggering Receptor Expressed on Myeloid cells 2 (*TREM2*) are major genetic risk factors for AD. Recent studies showed that APOE binds to TREM2, thus raising the possibility of an APOE-TREM2 interaction that can modulate AD pathology.

**Methods:**

The aim of this study was to investigate this interaction using complex AD model mice - a crossbreed of Trem2^ko^ and APP/PSEN1dE9 mice expressing human APOE3 or APOE4 isoforms (APP/E3 and APP/E4 respectively), and their WT littermates (E3 and E4), and evaluate cognition, steady-state amyloid load, plaque compaction, plaque growth rate, glial response, and brain transcriptome.

**Results:**

In both, APP/E3 and APP/E4 mice, *Trem2* deletion reduced plaque compaction but did not significantly affect steady-state plaque load. Importantly, the lack of TREM2 increased plaque growth that negatively correlated to the diminished microglia barrier, an effect most pronounced at earlier stages of amyloid deposition. We also found that *Trem2* deficiency significantly decreased plaque-associated APOE protein in APP/E4 but not in APP/E3 mice in agreement with RNA-seq data. Interestingly, we observed a significant decrease of *Apoe* mRNA expression in plaque-associated microglia of APP/E4/Trem2^ko^ vs APP/E4 mice. The absence of TREM2, worsened cognitive performance in APP transgenic mice but not their WT littermates.

Gene expression analysis identified *Trem2* signature - a cluster of highly connected immune response genes, commonly downregulated as a result of *Trem2* deletion in all genotypes including APP and WT littermates. Furthermore, we identified sets of genes that were affected in TREM2- and APOE isoform-dependent manner. Among them were *Clec7a* and *Csf1r* upregulated in APP/E4 vs APP/E3 mice, a result further validated by in situ hybridization analysis. In contrast, *Tyrobp* and several genes involved in the C1Q complement cascade had a higher expression level in APP/E3 versus their APP/E4 counterparts.

**Conclusions:**

Our data demonstrate that lack of *Trem2* differentially impacts the phenotype and brain transcriptome of APP mice expressing human APOE isoforms. The changes probably reflect the different effect of APOE isoforms on amyloid deposition.

## Background

The inheritance of ε4 allele of apolipoprotein E (APOE) is the major genetic risk factor for late-onset Alzheimer’s disease (AD) [1, 2]. APOE is an apolipoprotein which, in the central nervous system, is secreted by glia; it facilitates the transport of cholesterol and phospholipids between cells [3, 4]. GWAS have identified TREM2 missense variants that are related to AD risk, with the largest risk conferred by the loss of function R47H variant [5–8]. TREM2 is a receptor of the innate immune system, expressed in mononuclear phagocytes, including microglia in brain [9]. The proteolytic cleavage of TREM2 generates soluble TREM2, which can be detected in CSF and has been proposed as a biomarker and shown to be increased in AD [10, 11]. Recent data showed that APOE can bind to TREM2, thus raising the possibility of an APOE-TREM2 interaction affecting TREM2 signaling [12–14]. Interestingly, Jendersen et al. showed that while all three human isoforms of APOE bind TREM2, APOE4 exhibits diminished interaction when compared to APOE2 and APOE3 [15].

In AD, microglia are important for the phagocytosis of debris, clearance of Aβ, release of pro-inflammatory cytokines, and development of a plaque-associated barrier [16]. Recently, Keren-Shaul et al. identified a subset of microglia named “disease-associated microglia” (DAM) that accumulate in AD and other neurodegenerative diseases [17]. DAM are characterized by the upregulation of genes involved in lysosomal, phagocytic, and lipid metabolism pathways, including genes known as AD risk factors, such as *APOE* and *TREM2* [18]. Simultaneously with the upregulation of DAM, Keren-Shaul et al. detected a significant downregulation of the so-called “homeostatic microglial” genes [17]. Furthermore, genetic ablation of *Trem2* suppressed mouse *Apoe* expression and restored homeostatic microglial function in AD-model mice [19]. This implicates TREM2 in the maintenance of the microglial response to amyloid pathology, further connecting APOE, TREM2, microglia function, and amyloid pathology. Loss of functional TREM2 in mice has been shown to increase plaque seeding, reduce plaque-associated microglia barrier, reduced plaque compaction, reduce the level of APOE in APP mice, and increased dystrophic neurites surrounding plaques [20–24]. The effect of TREM2 on amyloid deposition in AD mice is controversial, however, with some studies showing the lack of TREM2 increasing [25, 26] and others decreasing the amyloid load [19, 22]. Interestingly though, increased soluble TREM2 has been shown to increase microglia survival, reduce amyloid plaque load, increase microglia clustering and phagocytic activity in AD model mice [27, 28].

While APOE and TREM2 are two major genetic risk factors for LOAD, surprisingly little is known about the interplay between these two, regarding amyloid deposition, microglial phenotype or transcriptomic profile. In this study, we hypothesized that *Trem2* deletion would have a differential effect on the phenotype and transcriptome of APP and WT mice expressing human APOE3 and APOE4.

## Methods

### Experimental model and subject details

#### Animals

This study adhered to the guidelines outlined in the Guide for the Care and Use of Laboratory Animals from the United States Department of Health and Human Services and was approved by the University of Pittsburgh Institutional Animal Care and Use Committee. APP/PS1dE9 (B6.Cg-Tg (APPswe, PSEN1dE9)85Dbo/J) and *Trem2*^em2ADiuj^/J mice were purchased from The Jackson Laboratory (USA) and human *APOE3 (B6.129P2-Apoe*^tm3(APOE*3)Mae^*N8) and APOE4 (B6.129P2-Apoe*^tm3(APOE*4)Mae^*N8)* targeted replacement mice from Taconic (USA) [29]. APP/PS1dE9 mice express mutant familial variants of human amyloid precursor protein (APP) with Swedish mutation, and human presenilin 1 carrying the exon-9-deleted variant (PSEN1dE9). All purchased mice were on a C57BL/6 genetic background and crossbred for at least 10 generations in our laboratory.

APP/PS1dE9 mice were bred to human APOE3^+/+^ or APOE4^+/+^ targeted replacement mice [3, 30] to generate APP/PS1dE9/APOE3^+/+^ (referred to as APP/E3, APP/PS1dE9/APOE4^+/+^ (APP/E4), APOE3^+/+^ (E3), APOE4^+/+^ (E4) mice expressing human *APOE* isoforms and wild-type *Trem2*. Trem2^−/−^ mice were bred to human APP/PS1dE9/APOE3^+/+^ or APP/PS1dE9/APOE4^+/+^ targeted replacement mice to generate APP/PS1dE9/APOE3^+/+^/Trem2^−/−^ (referred to as APP/E3/Trem2^ko^), APP/PS1dE9/APOE4^+/+^/Trem2^−/−^ (APP/E4/Trem2^ko^), APOE3^+/+^/Trem2^−/−^ (E3/Trem2^ko^); and APOE4^+/+^/Trem2^−/−^ (E4/Trem2^ko^) mice. All *APOE3* or *APOE4* mice were littermates and fed normal mouse chow diet ad libitum. Mice had water accessible at all times and were kept on a 12-h light-dark cycle. Male and female mice from each genotype were used for this study at an average age of 6.5 months.

### Method details

#### Behavioral testing

Novel object recognition (NOR) was performed as previously described [31] with minor modifications. The NOR task assesses recognition memory and is based on the spontaneous tendency of mice to explore a novel object over a familiar one. Mice were placed in individual containers before any testing then returned to their housing cages after the daily testing was completed. Each mouse was handled for 3 min. for three successive days before testing to reduce anxiety. The NOR task was performed over three consecutive days, each pertaining to a unique phase. On Day 1, habituation phase, each animal was allowed to freely explore an open arena (40 cm X 40 cm X 30 cm tall white plastic box) for two 5 min. trials with a 5 min. inter-trial interval. On Day 2, familiarization phase, each animal was returned to the same arena for two 5 min. trials separated by a 5 min. intertrial interval with two identical objects (tower of LEGO® bricks 8 cm X 3.2 cm, built using white, blue, yellow, red, and green bricks) located in opposite diagonal corners of the arena. After a 24-h retention period, the testing phase was initiated on Day 3. The animal was returned into the arena with two objects in the same positions as the previous day, but one object was replaced with a novel object (metal bolt and nut of similar size). Mice were allowed to explore for one 10 min. interval. The exploration of both objects was recorded and scored with ANY-maze software (Stoelting Co., USA). The exploration by the software was defined as the mouse sniffing, climbing on, or interacting while facing an object within 3 cm. Mice were consistently placed into the middle of the arena facing the posterior wall to prevent any object preference. The arena and objects were cleaned with 70% ethanol between animals to prevent any olfactory cues. Animals that failed to have a total exploration time of 10 s for the objects during the novel phase were excluded from the analysis. The total distance traveled by each mouse was recorded during the habituation phase to assess locomotor activity. The percent exploration was determined by dividing the time exploring the novel object by the total time exploring both objects. This calculated value provides an indicator of recognition memory, with less time spent exploring the novel object signifying memory deficits.

Contextual and Cued Fear Conditioning (CCFC) was performed as previously described [31]. CCFC provides a measure of memory in relation to receiving a mild foot shock to a particular environment (context) or stimulus (cue). CCFC testing was initiated 24 h following completion of NOR and was performed for three consecutive days. On Day 1, training phase, mice were placed in a conditioning chamber (Stoelting Co., USA) for 5.5 min. The first 2 min. was silent, allowing the mouse to acclimate to the chamber. This was followed by a 30 s tone (2800 Hz; y 85 dB, conditioned stimulus (CS)) ending in a 2 s foot shock (0.7 mA, unconditioned stimulus (US)) through the floor of the conditioning chamber. The process was repeated one more time (learning phase) and ended with 30 s of reacclimation. On Day 2, contextual phase, mice were placed in the same conditioning chamber for 5 min. with no tone or shock administered, to measure contextual fear conditioning. For the final day, the gray walls of the chamber were covered with black and white striped walls to introduce a novel environment for assessing cued fear conditioning. Mice were placed in the conditioning chamber for 5 min. After the first 2 min. of silence (novel phase), the tone was administered for 3 min. (cued phase). Testing was performed at the same time of the day to ensure 24-h between phases. The chamber was cleaned with 70% ethanol between each animal. Freezing time was defined as the absence of movement except for respiration and recorded using ANY-maze software. Animals that had below 30 s total freezing time during the contextual phase were excluded from the analysis. Freezing time was calculated as percent freezing of the total time in the chamber during each phase of testing. Since freezing behavior is a fear characteristic in rodents, memory deficits were defined as diminished freezing when reintroduced to the context or cue from the training phase.

#### Animal tissue processing

Two days post behavior, mice were anesthetized by intraperitoneal injection using Avertin (250 mg/kg of body weight). Blood was collected from the right ventricle through a cardiac puncture, followed by transcardial perfusion through the left ventricle with 20 mL of cold 0.1 M phosphate buffered saline (PBS), pH 7.4. The brain was removed and divided into hemispheres. One hemisphere was dissected into the cerebellum, subcortical, hippocampus and cortex regions and flash frozen on dry ice. A separate section of the anterior cortex was removed for whole-brain RNA-seq. The other hemisphere was drop fixed in 4% phosphate-buffered paraformaldehyde at 4 °C for 48 h and stored in 30% sucrose until sectioning [3]. Hemibrains were mounted in O.C.T. and cut in the coronal plane at 30 μm sections using a frozen cryotome (Thermo Scientific, USA). Six serial sections were collected with each section 450 μm apart, starting approximately 150 μm caudal to the first appearance of the dentate gyrus; covering an area in the brain from bregma − 1.25 mm and ending at bregma − 3.95 mm. Sections were stored in glycol-based cryoprotectant at − 20 °C until histological staining [3].

#### Chemicals

Methoxy-X34 (X34) 1,4-bis (3-carboxy-4-hydroxyphenylethenyl)-benzene, was provided by William E Klunk, MD, PhD, (University of Pittsburgh). For in vivo labeling of dense plaques, we used Methoxy-X04 (X04) 1,4-bis (4′-hydroxystyryl)-2-methoxybenzene, synthesized in W. Klunk’s lab (University of Pittsburgh). X04 readily crosses the blood-brain barrier [32] and remains bound to plaques for at least 90 days [33]. One mg/mL X04 stock solution was made by dissolving X04 in a vehicle consisting of 4% DMSO and 7.7% Cremophore EL in phosphate buffered saline (PBS).

#### Histological staining

For the OC-X34 dual stain, free-floating sections were washed followed by 30 min incubation in 50 mM sodium citrate buffer at 80 °C for antigen retrieval. Sections were then washed, blocked with 5% normal horse serum made in 0.1% triton-X 100 PBS for 1 h and finally incubated in anti-OC (1:1000, Millipore) primary antibody overnight at 4 °C [34]. The following morning, the sections were washed, incubated in horse anti-rabbit Dylight 594 (Di-1094 Vector Labs) for 2 h, and washed before mounting on positively charged glass slides. The slides were treated with 100 μM X34 followed by two 5 min destaining steps in 50% ethanol and coverslipped. Fluorescent images were taken using a Nikon Eclipse 90i microscope at 10X magnification. OC-X34 images were analyzed using Nikon NIS elements software and thresholding for the detection of plaques. The ratio between X34 positive (compact plaque) and OC positive areas (protofibular Aβ) was used to determine plaque compaction. Plaques with increased OC / X34 ratio are less compact than plaques with a ratio closer to one. We also assessed the area of OC not associated with X34 positive plaques (non-core bound OC) as a percentage of total detectable OC area (total OC).

A second series of brain tissue was used for 6E10 immunostaining as previously described [3] with some modifications. Antigen retrieval was performed on free-floating sections using 70% formic acid, followed by quenching of endogenous peroxidases with 0.3% hydrogen peroxide. The tissue was incubated in 3% normal goat serum (Vector, USA) then blocked for endogenous avidin and biotin. Sections were incubated in 6E10 biotinylated antibody (1:1000 Biolegend, USA) for 2 h and subsequently developed using the Vector ABC kit and DAB substrate kit (Vector, USA). Sections were mounted onto superfrost plus slides (Fisher Scientific, USA) and coverslipped. Bright-field images were taken using a Nikon Eclipse 90i microscope at 4X magnification.

Thioflavin S (ThioS) staining was performed on a third series of brain sections. Sections were mounted onto slides, washed in PBS, and stained with 0.02% ThioS (Sigma, USA) in PBS for 10 min. Next, sections were differentiated in 50% ethanol for 2 min. After a final wash in PBS, slides were coverslipped. Fluorescent images were taken using a Nikon Eclipse 90i microscope at 4X magnification.

To quantify plaque pathology, two separate regions of interest (ROI) were drawn around the cortex and hippocampus for each section and an image intensity threshold was established to detect the stained plaques compared to the background using NIS Elements software (Nikon Instruments Inc., USA). OC, X34, 6E10, and ThioS staining values were represented as the area of staining normalized to ROI area or percentage of area covered by 6E10 or ThioS stain.

A forth series of brain sections were immunostained with anti-IBA1 antibody (WAKO, USA) and anti-GFAP antibody (Agilent, USA). Free-floating sections were washed, then antigen retrieval performed in sodium citrate buffer at 80 °C for 60 min, blocked in normal donkey serum (Jackson Lab, USA) for 1 h, and finally incubated in IBA1 antibody (1:1000) overnight at 4 °C. Sections were washed and transferred into secondary donkey anti-rabbit Alexa 594 (Invitrogen, USA) for 1 h, before being washed and transferred to GFAP antibody (1:1000) overnight at 4 °C. Again, sections were washed and transferred into secondary donkey anti-rabbit Alexa 488 (Invitrogen, USA) for 1 h, before being washed and mounted onto slides. Slides were stained with X34 as documented for ThioS, followed by DAPI staining, and coverslipped. Fluorescent images of individual plaques were taken using a Nikon Eclipse 90i microscope at 20X magnification. Plaques were chosen with an average area of 300 μm^2^. The number of IBA1 positive microglia and GFAP positive astrocytes were counted in circular radiating regions of interest with a diameter of 10, 20, 40, and 60 μm from the edge of the X34 positive plaque.

A fifth series of brain sections were immunostained with anti-APOE antibody (Invitrogen, USA) and Thiazine Red (TR, Sigma Aldrich). Free-floating sections were washed, blocked in normal donkey serum (Jackson Lab, USA) for 1 h, and incubated in APOE antibody (1:100) overnight at 4 °C. Sections were transferred into secondary donkey anti-rabbit Alexa 488 (Invitrogen, USA) for 1 h, before being washed and mounted onto slides. Mounted slides were stained with 2 μM TR in PBS for 15 min. After a final wash, slides were dried and coverslipped. Fluorescent images of plaques were taken using a Nikon Eclipse 90i microscope at 10X magnification. Staining was defined by threshold analysis using NIS Elements software, and the area of APOE staining associated with TR positive plaque area was assessed.

A sixth series of brain sections were immunostained with anti-LAMP1 antibody (Abcam, USA) and X34. Free-floating sections were washed, blocked in normal goat serum (Jackson Lab, USA) for 1 h, and incubated in LAMP1 antibody (1:500) overnight at 4 °C. Sections were transferred into secondary goat anti-rat Cy5 (Vector, USA) for 2 h, before being washed and mounted onto slides. Mounted slides were stained with X34 as above. Fluorescent images of plaques were taken using a Nikon Eclipse 90i microscope at 10X magnification. Staining was defined by threshold analysis using NIS Elements software, and the area of LAMP1 staining associated with X34 positive plaques was assessed. For all plaque specific imaging, plaques were selected so they were at least 50 μm from the edge of the tissue, and at least 50 μm away from other plaques, with an even representation of all plaque sizes and composition across all groups to account for any bias introduced by differences in plaque stage, composition, or size.

#### In vivo plaque labeling

X04 was administered intraperitoneally (i.p.) at a concentration of 10 mg/kg to mice at either 3.5 or 5.5 months of age and sacrificed after 30 days for the collection of brain tissue for in vivo labeling of dense core amyloid plaques. Tissues used for the X04-TR-IBA1 triple stain allowed for the assessment of plaque growth dynamics and microglia plaque barrier. Free-floating sections were washed, incubated in 0.5 uM TR in PBS for 20 min followed by a final PBS wash. Sections were then incubated in 50 mM sodium citrate buffer for 30 min at 80 °C to perform antigen retrieval, washed, incubated in 5% normal goat serum made in 0.1% triton-X 100 PBS for 1 h, and finally incubated in anti-IBA1 (1:1000, Wako) primary overnight at 4 °C. The following morning the sections were washed, incubated in goat anti-rabbit Dylight 488 (Di-1488 Vector Labs) for 2 h, and washed before mounting on positively charged glass slides. X04-TR-IBA1 triple stained tissues were imaged on all three channels using an Olympus FV1000 confocal microscope at 60x, with 1.5 μm step size. For confocal imaging, plaques were selected if they were at least 50 μm from the edge of the tissue, and at least 50 μm away from other plaques, with an even representation of all plaque sizes and composition across all groups.

To assess the size of β-amyloid plaques at each age group (4.5 and 6.5 months), we analyzed plaque volume using Imaris on an independent set of APP/E3, APP/E3/Trem2^ko^, APP/E4 and APP/E4/Trem2^ko^ mice to extract quantitative data from the high-resolution three-dimensional confocal images. In the 48 h controls, plaques of all sizes and compositions were intentionally imaged in order to account variance when thresholding near detection limits. Greater than 94% of all the plaques imaged in the experimental groups fall within the minimun and maximum range of TR plaque volume analyzed in the 48 h control group. Additionally, when comparing the TR volume to X04 volume in the 48 h control plaques we saw a very high correlation (R^2^ = 0.9579) and no departure from the linear regression line in either the extremely small, or extremely large plaques (see supplemental figure 3). Briefly, images were loaded into the Imaris (v9.3.1) environment and voxels less than 500 intensity were removed from all channels to reduce background noise. Surfaces were then generated for the X04 and TR channels and the volume of each surface created was analyzed. Surfaces were created to assess IBA1 coverage and, using the “surface-surface contact area” XTension, the percent of IBA1 / TR surface contact was calculated. A 1 voxel shell is generated surrounding the TR labeled amyloid plaque and any time IBA1 signal is colocalized with the TR shell it is counted as surface contact. The sum of the colocalized voxels divided by the total surface area of TR generated the percent surface contact. The surface area contacted by microglia is subtracted from the total surface area giving the exposed surface area of each plaque (surface area not covered by microglia). The change in plaque volume was calculated by subtracting the volume of the plaque at the time of sacrifice (TR) from the volume of the plaque at the time of in vivo labeling (X04). In the 48-h control mice, we found no significant difference in the volume of X04 and TR labeling, an average growth volume (TR-X04) near 0 and an average fold change near 1 (TR/X04).

#### Tissue homogenization for ELISA

The frozen cortices were homogenized according to previously published work [35]. Individual cortices were weighed and transferred into a glass Dounce containing the appropriate amount of tissue homogenization buffer (1 M TRIS base, 0.5 M EDTA, and 0.2 M EGTA) and protease inhibitor (Sigma-Aldrich, USA). Cortices were homogenized in 1 mL of tissue homogenization buffer and protease inhibitor per each 100 mg of tissue. Once homogenized, the tissue was spun in a centrifuge at *16,000 rcf f*or 1 h. The supernatant was kept for future use for the determination of soluble Aβ. 70% formic acid was then added to the pellet and sonicated for two fifteen sec intervals before being spun again at *16,000 rcf* for 1 h. The resulting supernatant was kept and used for the determination of insoluble Aβ.

#### Aβ ELISA

Aβ ELISA was performed according to previously published work [35] with modifications. The wells of MaxiSorp plates (Nunc) were coated by adding 100 μl/well of 6E10 antibody (Biolegend, USA) diluted to 5 μg/ml in Coating buffer (0.1 M NaHCO_3_, 0.1 M Na_2_ CO_3_, pH 9.6) and incubated overnight at 4 °C while rocking. The next day, wells were washed with PBS and 200 μL/well of Block Ace Solution (1% Block Ace (Bio Rad, USA) in PBS, 0.05% NaN_3_) was added. Plates were incubated for 4 h at room temperature with rocking to block non-specific binding. Once the Block Ace Solution was removed 50 μl/well of Buffer EC (20 mM sodium phosphate, 2 mM EDTA, 400 mM NaCl, 0.2% BSA, 0.05% CHAPS, 0.4% Block Ace, 0.05% NaN_3_, pH 7.0) was added to the wells to prevent drying while adding samples. 100 μL of standards and samples were added to each well, and high-range samples were diluted with Buffer EC where necessary. For the insoluble Aβ fraction, samples were also neutralized with FA neutralization solution (1 M TRIS base, 0.5 M Na_2_HPO_4_, 0.05% NaN_3_) before dilution. For standards, ranging from 0 to 0.8pM, equal parts of 8 pM stocks of Aβ40 and Aβ42 were used. Once standards and samples were loaded, the plates were incubated overnight at 4 °C with rocking. Plates were washed and 100 μL detection antibody HJ5.1 (1:3300, a gift from John Cirrito) diluted in 0.05%-PBSTween was added to each well and incubated for 90 min. at room temperature with rocking. After washing, 100 μL HRP40 secondary (1:16000, Fisher Scientific, USA) diluted in 1% BSA-PBSTween, was added to each well and incubated for 90 min. at room temperature with rocking. Wells were washed and 100 μL of prepared TMB Substrate/H_2_O_2_ Solution (Thermo Sci., USA) was added. Absorbance was read at 650 nm on a plate reader (Molecular Devices, USA). All samples were run on the same day in duplicates. The concentration of total Aβ in pM was interpolated using linear regression on GraphPad Prism 7.0 and multiplied by the dilution factor for each sample.

Bradford Assay. Protein concentrations were determined according to previously published work [36]. The Bradford assay was used to determine the protein concentration of all samples. Bovine Serum Albumin (BSA, Fisher Scientific, USA) standards ranging from 0 to 100 μg/ml were used. A 40% Bio-Rad Protein Assay Dye Reagent (Bio-Rad, USA) was prepared with a 1:1 volume of diluted samples and absorbance was read at 595 nm. Total Protein (μg/ml) was interpolated using linear regression on GraphPad Prism 7.0 and multiplied by the dilution factor for each sample. To normalize the data, total protein concentration from the Bradford assay (μg/ml) was divided by the pM concentration of total Aβ for each sample from ELISA.

#### Fluorescence in situ hybridization (FISH)

In a separate cohort, mice were perfused, and tissue fixed and sectioned as documented above. RNAscope experiments were performed using the Multiplex Fluorescent Reagent kit v2 (Advanced Cell Diagnostics, USA) following the manufacturer’s recommendations with minor adjustments. Six freshly sectioned tissues per animal were mounted onto superfrost plus slides (Fisher Scientific, USA) within a 0.75″ × 0.75″ square, and baked at 60 °C for 60 min. Slides were incubated in X34 for 10 min. before being dehydrated using a series of ethanol dilution steps, then submerged in target retrieval reagent at 100 °C for 10 min. Protease digestion was performed at 40 °C for 30 min. using Protease III, and probe hybridization was carried out at 40 °C for 2 h. We used probe sets available from ACD for *Clec7a*, *Csf1r*, *Apoe*, and *Tmem119*. Following the amplification steps, the sections were counterstained with DAPI and coverslipped. Imaging was carried out using a Nikon Eclipse 90i microscope at 20X magnification with imaging of individual plaques and analyzed using NIS Elements software (Nikon Instruments Inc., USA). One circular ROI that extends 50 μm from the center of the X-34 positive plaque was drawn, and a threshold established for each probe to determine the area of puncta coverage. Four ROI’s of the same area were randomly selected from areas away from the plaque on the same image and averaged to determine the area of puncta coverage greater than 50 μm from plaque center. *Apoe* FISH analysis was performed on *Tmem119*-positive microglia within the same 50 μm ROI. The nuclei and surrounding area of cells with positive *Tmem119* signal were outlined and identified as microglia. The intensity of *Apoe* FISH signal was normalized to the number of *Tmem119* positive cells.

#### mRNA-seq data

RNA was isolated from the frontal cortex and purified using RNeasy mini kit (Qiagen, Germany). RNA quality was assessed using 2100 Bioanalyzer (Agilent Technologies, USA) and only samples with RIN > 8 were used for library construction. Library generation was performed by Novogene Co. Ltd. and sequenced using an Illumina HiSeq 2500 instrument. Following initial processing and quality control, the sequencing data was aligned to the mouse genome mm10 using Subread/featureCounts (v1.5.3; https://sourceforge.net/projects/subread/files/subread-1.5.3/) with an average read depth of 50 million successfully aligned reads. Statistical analysis was carried out using Rsubread (v1.34.2; https://bioconductor.org/packages/release/bioc/html/Rsubread.html), DEseq2 (1.24.0; https://bioconductor.org/packages/release/bioc/html/DESeq2.html), EdgeR (v3.26.5; https://bioconductor.org/packages/release/bioc/html/edgeR.html), and WGCNA (v1.68; https://cran.r-project.org/web/packages/WGCNA/index.html) all in the R environment (v3.6.0; https://www.r-project.org/). For network analysis using WGCNA, samples were clustered by gene expression profile which enabled the detection of outliers that were removed from the downstream analysis. Modules were generated automatically using a soft thresholding power, β = 10, a minimum module size of 44 genes and a minimum module merge cut height of 0.25. To account for bias introduced by sequencing batch, we implemented empirical Bayes-moderated linear regression which removes variation in the data due to unwanted covariates while preserving variation due to retained covariates. Networks were built using the top 5 genes identified as hub genes from any given module (gene significance > 0.2, and module membership > 0.8). Following hub gene selection, all other connections generated from the top 5 genes were visualized using Cytoscape (v3.7.1). Functional annotation clustering was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID v6.8, https://david.ncifcrf.gov). All GO terms are considered significant if *p* < 0.05 following multiplicity correction using the Benjamini-Hochberg method to control the FDR.

### Quantification and statistical analysis

Sample sizes (n) indicated in the figure legends 1, 5, correspond to the number of biological replicates analyzed. Sample sizes (n) indicated in the figure legend 2, 3 correspond to the number of plaques analyzed from 6 biological replicates. No outliers were removed from the analysis. All researchers were blinded to experimental groups during the analysis. All results are reported as means ± SEM. Data was analyzed by two-way ANOVA with APOE isoform and *Trem2* status as main factors followed by Sidak multiple comparison test. Histology and FISH was analyzed by one-way ANOVA followed by Tukey’s multiple comparison test. Unless otherwise indicated, all statistical analyses were performed in GraphPad Prism (v 8.2.0), or in R (v 3.6.0) and significance was determined as p < 0.05. Number of experiments and statistical information are stated in the corresponding figure legends. In figures, asterisks denote statistical significance marked by * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

### Data and code availability

The RNA-seq expression data has been deposited in the GEO database under the accession number: GSE144125.

## Results

### *Trem2* deficiency worsens cognitive performance, affects plaque compaction, and impacts microglia recruitment in APP/E3 and APP/E4 mice

To determine the impact of *Trem2* deficiency on AD-like phenotype we used APP/PSEN1dE9 mice expressing human *APOE3* or *APOE4* genes (referred to as APP/E3, APP/E3/Trem2^ko^, APP/E4, and APP/E4/Trem2^ko^). For all behavioral and histological analysis we tested the mice at an average age of 6.5 months when amyloid pathology is readily detectable in mice expressing either APOE isoform and we previously have shown significant cognitive differences between APP/E3 and APP/E4 mice [30, 37]. The controls were age and gender-matched non-APP transgenic littermates expressing human *APOE3* or *APOE4* (referred to as E3, E3/Trem2^ko^, E4, and E4/Trem2^ko^) (Fig. 1a). To reveal differences in cognitive behavior, we used novel object recognition and contextual fear conditioning paradigms that demonstrated both factors - *Trem2* deficiency and APOE isoform, significantly affected cognition in APP mice, but not in their non-APP transgenic littermates (Fig. 1b). While *Trem2* deficiency was a significant factor in the behavioral performance, APP/E4 mice performed at the lower limits of both tasks and thus we were unable to observe a significant reduction in their Trem2^ko^ counterparts. The deterioration of memory was hippocampal-based as there was no significant difference during the amygdala-dependent cued phase (Suppl. Fig. 1A-B). There were no changes during the learning phase or novel phase of fear conditioning as well as no significant change in locomotor activity between genotypes (Suppl. Fig. 1C-H).

**Fig. 1:**
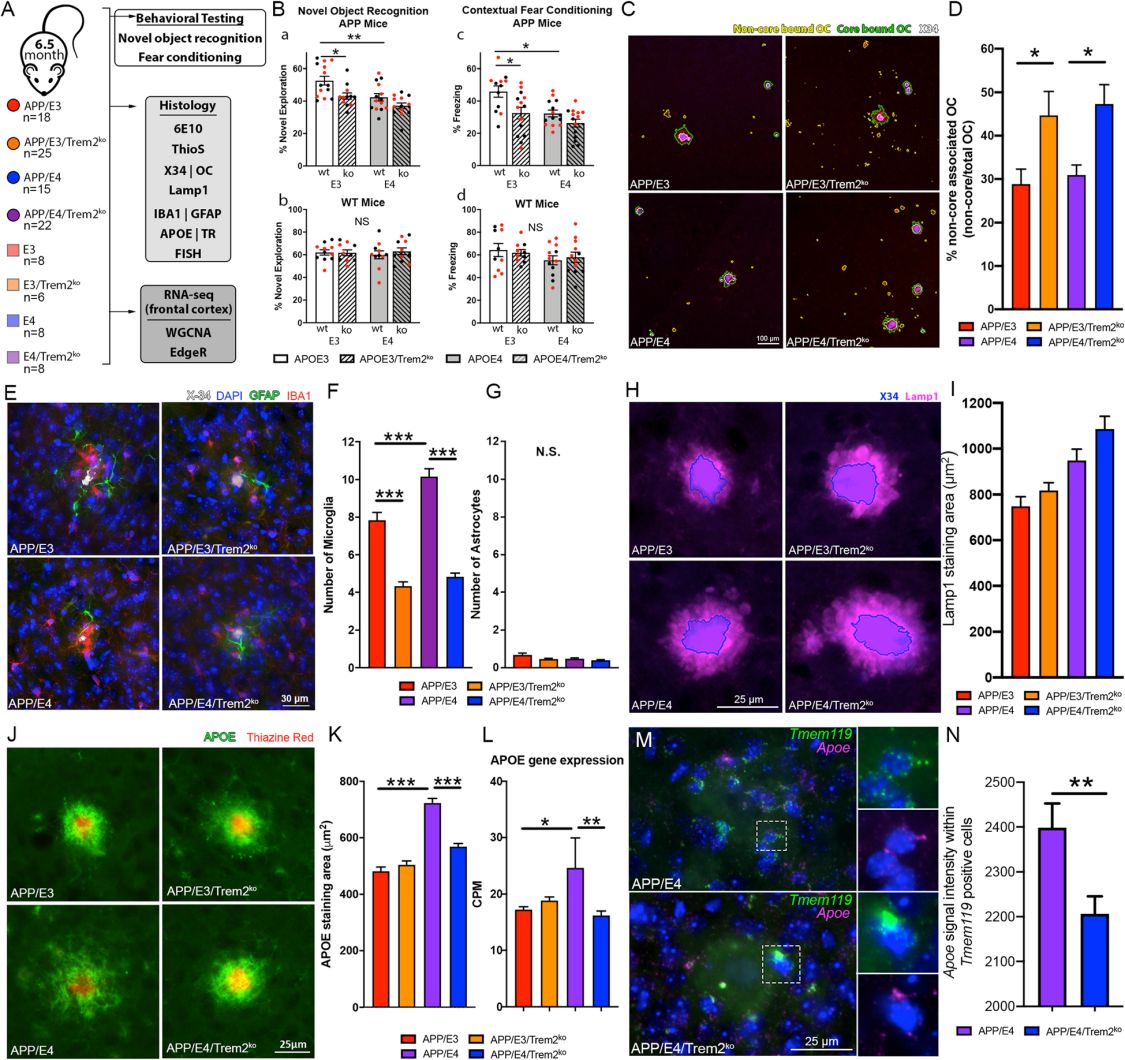
*Trem2* deficiency impacts cognition, plaque compaction, and microglia recruitment in APP/E3 and APP/E4 mice. **a** Schematic timeline showing groups and experimental procedures of 6.5-month-old mice used for behavioral, histological, and transcriptional analysis (Figs. 1, 4, 5, and 6). **b** Novel object recognition (NOR), and Contextual fear conditioning. Analysis by two-way ANOVA showed no interaction between APOE isoform and *Trem2* status and a significant main effect of APOE isoform (F (1, 49) = 13.28, *p* < 0.01) and *Trem2* status (F (1, 49) = 11.06, *p* < 0.01) for NOR (**a**, **b**), and Contextual fear conditioning (**c, d**) APOE isoform effect (F (1, 50) = 11.39, *p* < 0.01) and *Trem2* status (F (1,50) = 10.86, *p* < 0.01). ** *p* < 0.01; * *p* < 0.05, Sidak multiple comparisons test. *n* = 6–14 mice per group. For APP mice *n* = 6–7 mice/genotype/sex (12–14 mice/genotype). For non-APP mice, *n* = 4–7 mice/genotype/sex (8–14 mice/genotype). On the graphs, red symbols indicate female and black symbols indicate male mice. **c** Representative images of X34 and OC labeled amyloid deposits showing core-bound and non-core bound OC. **d** Bar plot depicting the ratio of non-core bound OC to total OC. *n* = 15–26 mice per group. **e** Representative images of glial cells (Iba1+ microglia and GFAP+ astrocytes) recruited to amyloid plaques. **f** Bar plots depicting the number of microglia nuclei within 60 μm of plaque border. **g** Bar plots depicting the number of astrocyte nuclei within 60 μm of plaque border. *n* = 80–120 plaques from 6 mice per group. **h** Representative images of X34 and LAMP1 label showing neuronal dystrophy surrounding amyloid deposits. X34 is shown as a blue region of interest defined by NIS elements thresholding. **i** Bar plot depicting the area of plaque-associated LAMP1 staining. Analysis by two-way ANOVA showed no interaction between APOE isoform and Trem2 status and a significant main effect of APOE isoform (F (1, 476) = 25.41, *p* < 0.0001) and Trem2 status (F (1, 476) = 4.99, *p* < 0.05) for LAMP1 area. Sidak multiple comparison test found no difference in plaque-associated LAMP1 staining area between APP/E3 vs APP/E3/Trem2^ko^ or APP/E4 vs APP/E4/Trem2^ko^. *n* = 120 plaques from 4 mice per group. **j** Representative images of plaque-associated APOE (green) and TR (red) staining to visualize compact amyloid plaques. **k** Bar plots showing the area of APOE staining that surrounds TR positive amyloid plaques. *n* = 874–2719 plaques from 4 to 6 mice per group. **l** Bar plots depicting *Apoe* gene expression as identified by RNA-seq, which closely follows the pattern of plaque-associated APOE protein levels. For histological analyses, one-way ANOVA was used followed by Tukey’s multiple comparison test. **m** Representative images of FISH analyses of gene expression near amyloid plaques (*Tmem119* – green, *Apoe* – Pink, Nuclei – Blue). **n** Bar plot depicting the *Apoe* gene expression within *Tmem119*-positive microglia cells. The intensity of *Apoe* FISH signal was normalized to the number of *Tmem119*-positive microglial cells. *n* = 279–313 microglia per group. Bars represent mean ± SEM, with all red bars = APP/E3, orange = APP/E3/Trem2^ko^, purple = APP/E4, and blue = APP/E4/Trem2^ko^. *** *p* < 0.001; ** *p* < 0.01; * *p* < 0.05; NS = No Signifincace

The examination of total amyloid (6E10, ThioS, X34, and OC staining) in cortex and hippocampus of the same 6.5 month mice assessed for cognitive changes revealed an effect of APOE isoform but no TREM2 effect (Suppl. Fig. 2A-G) - a result that was confirmed by ELISA (Suppl. Fig. 1I-J). To assess the proportion of compact to diffuse plaques we used X34 staining for compact amyloid and OC antibody that binds protofibrilar deposits [34]. As visible from Suppl. Fig. 2I-J, OC/X34 ratio was increased in Trem2^ko^ mice indicating reduced plaque compaction in both APOE isoforms caused by *Trem2* deletion. The assessment of OC outside dense amyloid cores (X34), determined that *Trem2* deletion significantly increased the percent of non-core bound OC (Fig. 1c-d, Suppl. Fig. 2H). Therefore, lack of *Trem2* did not affect total amyloid coverage but reduced plaque compaction and increased the presence of diffuse deposits which have not been sequestered into a dense core amyloid plaque.

To investigate if *Trem2* deficiency affects the number of glial cells recruited to amyloid plaques, brain sections were stained with IBA1 to label activated microglia and GFAP to label astrocytes (Fig. 1e-g). The lack of *Trem2* significantly reduced the number of microglia around the plaques in both APP/E3 and APP/E4 mice (Fig. 1f). Importantly, there was significantly more activated microglia in APP/E4 mice when compared to APP/E3, possibly reflecting the more advanced brain pathology of those mice. However, we did not find any difference between microglia numbers of APP/E3/Trem2^ko^ vs APP/E4/Trem2^ko^ mice suggesting that *Trem2* deletion blocks the conventional microglia response. Interestingly, there were very few astrocytes when compared to the number of microglia and their quantity was not significantly affected by *Trem2* deficiency (Fig. 1g).

To investigate if *Trem2* deficiency affects plaque-associated neuronal dystrophy we used immunostaining for LAMP1, a lysosomal protein enriched in dystrophic neurites [33, 38]. Analysis by two-way ANOVA demonstrated main effects of APOE and *Trem2* deficiency but no significant post hoc effect between Trem2^ko^ mice and their wild-type Trem2 counterparts (Fig. 1h-i).

Next, we determined the impact of *Trem2* deficiency on the level of APOE protein within the vicinity of amyloid plaques. We found that there was significantly more plaque-associated APOE in APP/E4 vs APP/E4/Trem2^ko^ mice, but *Trem2* deficiency did not impact APOE level in APP/E3 mice (Fig. 1j-k). This result correlated to the *Apoe* mRNA expression, as identified by RNA-seq. 

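*Apoe*, the gene of the lipid carrier apolipoprotein E, was read in frontal cortex RNA in CPM, its share of the reads counted in each library. The mice carry human *APOE*, the reads were aligned to the mouse genome, and which part of the transcript the value counts was not tested. It lies on chromosome 7 from 19696244 to 19701310 (GRCm38). In APP/E3 mice *Apoe* was 17.2 ± 1.91 CPM (SD, n = 14) and in APP/E3/Trem2 ko mice 18.9 ± 2.36 (SD, n = 14). In APP/E4 mice it was 24.7 ± 19.8 (SD, n = 14) and in APP/E4/Trem2 ko mice 16.2 ± 3.23 (SD, n = 16). APP/E4/Trem2 ko mice were -8.47 CPM from APP/E4 mice (2-sided permutation test, p = 0.120, adjusted p = 0.160 over 4 comparisons), with 11 of 16 mice below the APP/E4 median. APP/E3/Trem2 ko mice were 1.62 CPM above APP/E3 mice (permutation p = 0.0569, adjusted p = 0.114), and 0.810 CPM above them (permutation p = 0.345) when the libraries with 100 CPM or more of *Ttr*, the transthyretin of choroid plexus, were left out. The log2 fold changes in Trem2 ko mice from limma were 0.12 in the APP/E3 background (adjusted p = 1), -0.32 in APP/E4 (0.201), -0.08 in E3 (0.871) and 0.04 in E4 (0.986). The difference between the APP/E4 and APP/E3 effects of *Trem2* deletion was -0.44 (0.374). The APP/E4 mean rested on E3203, E3333, E3830 with 43.0, 61.7 and 72.4 CPM of *Apoe*, and 1 E4/Trem2 ko mouse, E3740, held 65.6. These 4 libraries also held 66.3 to 132 CPM of *Alb*, the serum protein albumin, against at most 16.5 in the other 84 mice. Without them APP/E4/Trem2 ko mice were 0.903 CPM above APP/E4 mice (permutation p = 0.493). Tests on read counts called *Apoe* in APP/E4/Trem2 ko vs APP/E4, with a log2 fold change of -0.65 and adjusted p = 0.0107 from DESeq2 over all libraries.

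**Figure D1:**
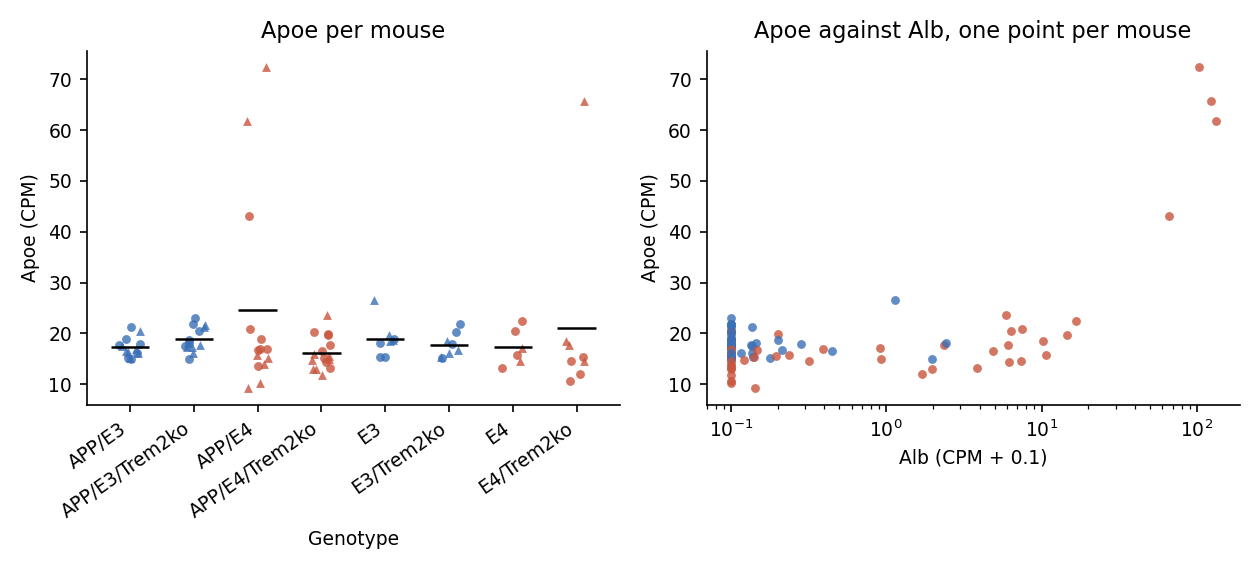
Left, *Apoe* in CPM for each mouse by genotype, with females as circles, males as triangles and the group mean as a line. Right, *Apoe* against *Alb* on a log axis of CPM plus 0.1, with APOE3 mice in blue and APOE4 mice in red; the 4 mice with the highest *Alb* are the 4 with the highest *Apoe*.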

As shown on Fig. 1l, the lack of *Trem2* significantly affected *Apoe* expression level only in APP/E4 and not in APP/E3 mice or in their WT littermates (Suppl. Fig. 5B).

To determine the effect of *Trem2* deletion on *Apoe* expression in microglia, we used fluorescent in situ hybridization (FISH) to compare APP/E4 and APP/E4/Trem2^ko^ mice. Microglia were identified using the microglia-specific marker *Tmem119*. Our data demonstrated that *Apoe* mRNA expression is significantly higher in *Tmem119*-positive microglia surrounding amyloid plaques in APP/E4 vs APP/E4/Trem2^ko^ thus, validating the RNA-seq data (Fig. 1m-n). We conclude that the absence of *Trem2* similarly impairs microglia recruitment to plaques but has a differential effect on plaque-associated APOE protein and mRNA levels in APP/E3 and APP/E4 mice.

### *Trem2* deletion affects plaque growth depending on the stage of amyloid deposition

We showed that *Trem2* deficiency did not affect steady-state amyloid load (Suppl. Fig. 2). Here we evaluated whether the lack of *Trem2* affects the growth rate of individual amyloid plaques and if this correlates to the surrounding microglia barrier. To reveal this, we employed an in vivo labeling technique using the amyloid binding dye X04 followed by postmortem staining with TR [33]. Intraperitoneally injected X04 readily crosses the blood-brain barrier [32] and remains bound to plaques for at least 90 days post injection [33]. We injected the mice with X04 at 5.5 months of age and they were sacrificed 30 days later, followed by TR staining of sectioned tissues (Suppl. Fig. 3). Plaque growth was assessed using high-resolution confocal images in Imaris to generate 3D volumetric renderings of amyloid plaques by subtracting the volume of the plaque at the time of injection (X04 staining) from the volume of the plaque at the time of sacrifice (TR staining). For each individual plaque, IBA1 staining for activated microglia was used to determine the plaque surface area that is not covered by microglia i.e. “exposed” (see Suppl. Fig. 3H for details). As shown on Fig. 2a-b, *Trem2* deficiency significantly increased the growth of amyloid plaques in APP/E3 but not in APP/E4 mice. The examination of exposed plaque surface area follows the same pattern as plaque growth rate and is significantly affected only in APP/E3 mice (Fig. 2c&e). Subsequently, in all genotypes, we identified a very strong correlation between plaque growth rate and the exposed surface area suggesting that with the decrease of microglia barrier plaques grow faster (Fig. 2d). Our data also imply that *Trem2* deficiency may have a higher impact on plaque growth rate at earlier stages of amyloid deposition. Considering that amyloid deposition advances faster in APP/E4 mice and that there is a significant difference between the steady-state load of APP/E4 vs APP/E3 mice (Suppl. Fig. 2), it is possible that TREM2 affects APP/E4 plaque growth rate at an earlier age. To test this, we performed the same experiment in younger mice injected with X04 at 3.5 and sacrificed at 4.5 months (Fig. 3). Interestingly, we found that in the younger group, *Trem2* deficiency significantly increased amyloid plaque growth only in APP/E4 mice in agreement with significantly reduced microglia barrier around the plaques (Fig. 3). At this age, we observed that in contrast to APP/E4, age-matched APP/E3 had very little compact amyloid with almost no detectable X04 deposits in APP/E3/Trem2^ko^ mice that complicated the assessment of amyloid plaque growth in this genotype. Our data indicate that the absence of *Trem2* affects plaque growth depending on the stage of amyloid deposition and at different ages for APP/E3 and APP/E4 mice.

**Fig. 2:**
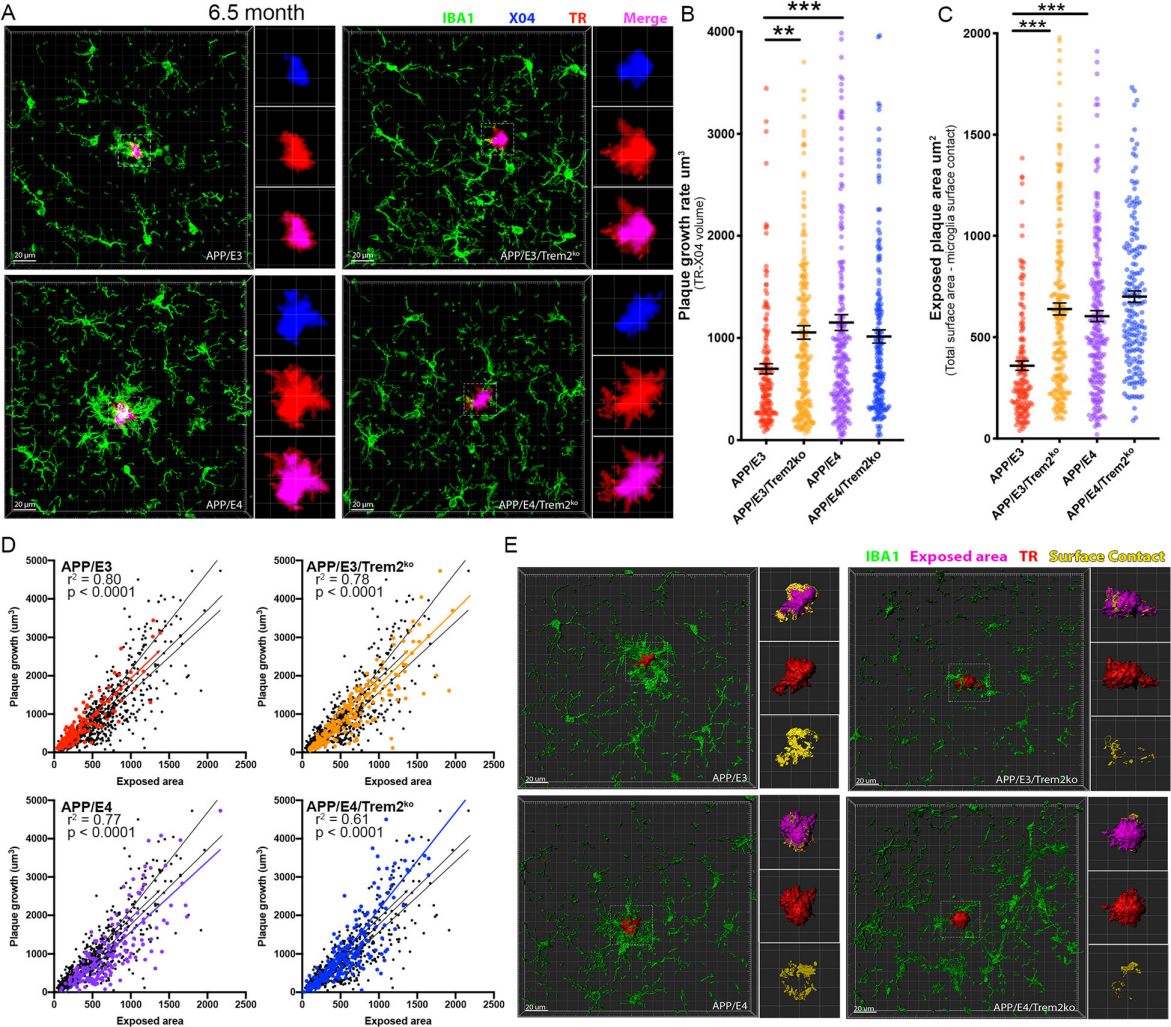
*Trem2* deletion affects plaque growth in correlation with microglia barrier at 6.5 months of age. **a** Representative confocal imaging of an amyloid plaque from the 6.5-month-old groups with IBA1 in green, X04 in blue, TR in red and the merge of X04-TR in pink. *n* = 6 mice/group (3 male and 3 female). APP/E3 *n* = 148, APP/E3/Trem2^ko^*n* = 219, APP/E4 *n* = 219, APP/E4/Trem2^ko^*n* = 180 individual plaques. **b** Quantification of the growth volume in 30 days for individual plaques. **c** The exposed area for each plaque is determined by the area in which microglia processes are not contacting the surface of TR (purple color in panel **e**). **d** Correlation between plaque growth and exposed surface area for each plaque and genotype. **e** Imaris generated 3D volumetric representations of an amyloid plaque from the 6.5-month-old group with IBA1 in green, exposed area in purple, TR in red, and surface contact in yellow. Analysis by one-way ANOVA followed by Tukey’s multiple comparison test. Bars represent mean ± SEM. *** *p* < 0.001; ** *p* < 0.01

**Fig. 3:**
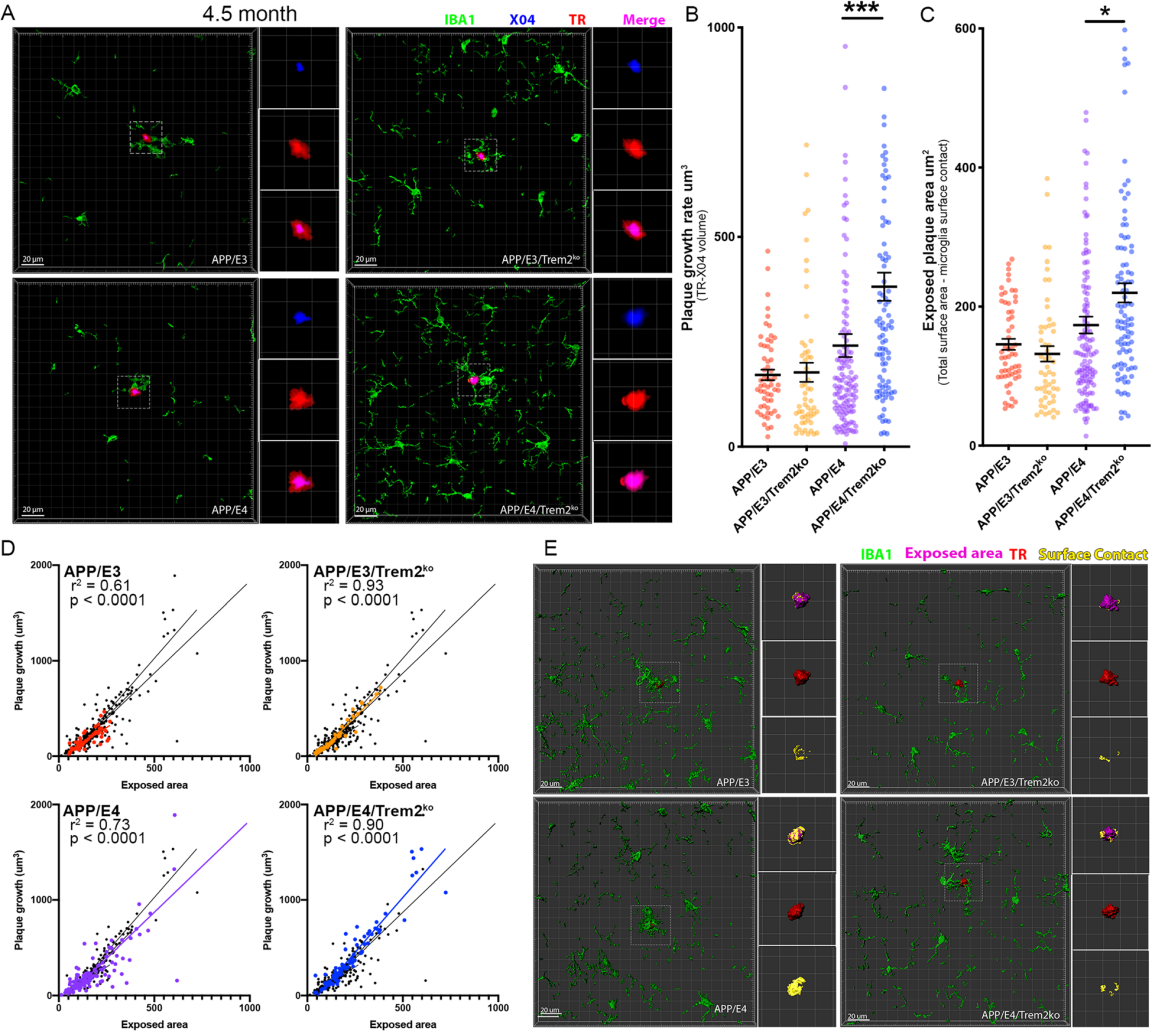
*Trem2* deletion affects microglia barrier and plaque growth at 4.5 months of age. **a** Representative confocal imaging of an amyloid plaque from the 4.5-month-old groups with IBA1 in green, X04 in blue, TR in red and the merge of X04/TR in pink. *n* = 6 mice per group (3 male and 3 female). APP/E3 *n* = 57, APP/E3/Trem2^ko^*n* = 54, APP/E4 *n* = 130, APP/E4/Trem2^ko^*n* = 94 individual plaques. **b** Quantification of the growth volume in 30 days for individual plaques. **c** The exposed area for each plaque is determined by the area in which microglia processes are not contacting the surface of TR (purple color in panel **e**). **d** Correlation between plaque growth and exposed surface area for each plaque and genotype. **e** Imaris generated 3D volumetric representations of an amyloid plaque from the 4.5-month-old group with IBA1 in green, exposed area in purple, TR in red, and surface contact in yellow. Analysis by one-way ANOVA followed by Tukey’s multiple comparison test. Bars represent mean ± SEM. * *p* < 0.05; *** *p* < 0.001

### Lack of *Trem2* significantly affects brain transcriptome in APOE3 or APOE4 mice

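*Trem2*, the microglial receptor deleted in Trem2 ko mice, was lower in all 4 Trem2 ko genotypes. It lies on chromosome 17 from 48346401 to 48352276 (GRCm38). The means were 14.9 ± 2.62 CPM in APP/E3 (SD) against 2.37 ± 0.746 in APP/E3/Trem2 ko, 12.9 ± 3.54 against 2.48 ± 1.06 in the APP/E4 pair, 13.2 ± 1.76 against 1.98 ± 0.804 in the E3 pair and 10.8 ± 4.30 against 2.07 ± 0.424 in the E4 pair. The log2 fold changes were -2.44 (adjusted p = 4.61e-26), -2.21 (4.45e-24), -2.52 (2.93e-19) and -2.05 (4.94e-13). The highest *Trem2* value of a Trem2 ko mouse lay below the lowest of a mouse with *Trem2*. The values come from frontal cortex RNA of 88 mice, 1 library each, at 6.5 months. There were 14 APP/E3, 14 APP/E3/Trem2 ko, 14 APP/E4, 16 APP/E4/Trem2 ko, 8 E3, 8 E3/Trem2 ko, 6 E4 and 8 E4/Trem2 ko mice. Females and males were equal in number except in E4, with 4 females and 2 males. The authors aligned the reads to mm10 with Subread/featureCounts, and their table gives CPM with no further scaling visible. Each library's values are whole multiples of 1 step, which gives the reads counted per library. In M reads these were 49.3 to 60.3 (median 55.2) in APP/E3, 45.2 to 56.7 (median 51.4) in APP/E3/Trem2 ko, 41.3 to 62.1 (median 44.7) in APP/E4 and 41.8 to 95.5 (median 45.7) in APP/E4/Trem2 ko. They were 42.8 to 62.6 (median 50.1) in E3, 50.2 to 57.6 (median 51.9) in E3/Trem2 ko, 43.9 to 48.3 (median 45.5) in E4 and 41.5 to 49.8 (median 45.2) in E4/Trem2 ko. Their mean was 50.3 M reads, and the paper states an average of 50 M aligned reads. Genes with a mean of at least 1 CPM (14086 genes) were compared with limma on the log2 of CPM plus 0.5. The 8 genotypes and sex were terms over all 88 mice, and a gene was called at an adjusted p under 0.05 over all genes tested. A list of genes was tested with camera at a preset correlation, and again with an estimated correlation. The paper corrected for a sequencing batch that the labels used here do not give, so no batch term was fitted. Libraries stood apart within APOE4 mice. Reads of *Krt13*, *Krt4* and *Krt6a*, keratins of stratified epithelium, summed to at least 1 CPM in 31 of 44 APOE4 mice and 0 of 44 APOE3 mice. Without these libraries 4 APP/E4, 6 APP/E4/Trem2 ko, 2 E4 and 1 E4/Trem2 ko mice remained. *Drd2*, a marker of striatal neurons, had group medians from 0.740 CPM (E4/Trem2 ko) to 19.6 (E4). *Ttr*, the transthyretin of choroid plexus, was at 100 CPM or more in 9 libraries: 5 of 14 APP/E3/Trem2 ko, 1 APP/E4, 2 APP/E4/Trem2 ko and 1 E4. Calls that ended without the libraries with keratin reads or with high transthyretin, with a striatal marker covariate, with only the 2 genotypes compared, with GC and length offsets or with tests on the recovered counts (edgeR and DESeq2, the count tests) are named beside the genes. Without the libraries with keratin reads *Trem2* in E4/Trem2 ko vs E4 had a log2 fold change of -1.94 (adjusted p = 0.339), with 2 E4 mice and 1 E4/Trem2 ko mouse left, so that most of the spread comes from the other genotypes. The passages do not judge gene calls in comparisons with E4/Trem2 ko mice by this setting.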

The effect of *Trem2* deficiency on brain transcriptome was examined by mRNA-seq on cortical tissue from all 8 genotypes shown on Fig. 1a at 6.5 months of age. 

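*App*, the amyloid precursor protein gene, and *Prnp*, the prion protein gene whose promoter drives the transgene, were the 2 genes that rose in all 4 comparisons of APP mice with non-APP littermates. The log2 fold change of *App* was 1.17 in APP/E3 vs E3, 1.23 in APP/E4 vs E4, 1.30 in APP/E3/Trem2 ko vs E3/Trem2 ko and 1.19 in APP/E4/Trem2 ko vs E4/Trem2 ko. For *Prnp* the values were 1.39, 1.73, 1.79 and 1.67 in the same order. The highest adjusted p among these 8 values was 2.71e-25. In APP/E3 vs E3 the only other called gene was *Rec8*, a meiotic cohesin subunit, at -1.31 (0.00924). In APP/E4 vs E4 limma called 2 genes higher, *App* and *Prnp*, and 0 lower, with 881 lower at an unadjusted p under 0.05. Other tools called 1 (edgeR) and 2 (DESeq2) genes lower. In APP/E3/Trem2 ko vs E3/Trem2 ko 10 genes rose and 11 fell, and in APP/E4/Trem2 ko vs E4/Trem2 ko 7 rose and 4 fell. With 1 mouse left out the totals were 3 (without D3601) to 91 (without D3833) in the first and 3 (without E3446) to 148 (without E3702) in the second. Between the sexes 14 genes were higher in females and 5 in males over all genotypes. *Xist*, the RNA of X inactivation, had a log2 fold change of 9.01, and the X-linked *Eif2s3x*, *Kdm6a* and *Ddx3x* had 0.57, 0.39 and 0.36. The Y-linked *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had -7.06, -5.79, -5.57 and -5.05, and *Hccs*, an X-linked gene of haem attachment, -0.46. With only the 2 genotypes compared the counts were 3 in APP/E4 vs E4 and 3 in APP/E4/Trem2 ko vs E4/Trem2 ko, and with DESeq2 10, 13, 233 and 156 in the 4 comparisons. *Rec8* in APP/E3 vs E3 lost its call without any 1 of D3514, D3810, D3936 and X0158 (adjusted p up to 0.233).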

First, we used weighted gene co-expression network analysis (WGCNA) to correlate gene expression to four traits - *Trem2* deficiency, APOE isoform, APP transgene/amyloid deposition and sex (Fig. 4a). The top three most significant modules correlated either to *Trem2* deficiency (lightcyan) or APOE isoform (turquoise and lightyellow). The turquoise module negatively correlates with APOE4 isoform and is associated with biological processes such as transport, translation, and mRNA processing and oxidation-reduction (Suppl. Fig. 4, Suppl. Table 1). 

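Genes of oxidative phosphorylation, the mitochondrial respiratory chain and ATP synthase, were lower in APP/E4 than in APP/E3 mice, and fewer of them in the other 3 APOE comparisons. Of 81 measured members, 59 fell in APP/E4 vs APP/E3 and 0 rose (0 higher and 64 lower when adjusted over the list alone). The count was 20 lower in E4 vs E3 (0 higher and 31 lower adjusted over the list alone), 7 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko (2 higher and 12 lower) and 3 in E4/Trem2 ko vs E3/Trem2 ko (0 higher and 1 lower). The list test (camera) gave adjusted p = 1.06e-15, 0.00984, 6.41e-09 and 0.000635, and adjusted p = 0.824, 0.956, 0.741 and 0.814 with an estimated correlation in APP/E4 vs APP/E3, APP/E4/Trem2 ko vs APP/E3/Trem2 ko, E4 vs E3 and E4/Trem2 ko vs E3/Trem2 ko. *Cox8a*, a subunit of cytochrome c oxidase, had log2 fold changes of -0.94, -0.44, -0.71 and -0.43 in the order of these 4 comparisons. Of 75 proteins of the mitochondrial ribosome, 55 fell in APP/E4 vs APP/E3 (0 higher and 60 lower when adjusted over the list alone), 29 in E4 vs E3 (0 higher and 39 lower), 9 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko (1 higher and 12 lower) and 7 in E4/Trem2 ko vs E3/Trem2 ko (0 higher and 16 lower). Its test gave adjusted p = 7.29e-14, 9.03e-05, 9.71e-13 and 1.39e-06, and adjusted p = 0.824, 0.907, 0.507 and 0.724 with an estimated correlation in the order above. *Mrpl53* had -0.61, -0.29 and -0.57 in the first 3 comparisons. Among 36 mRNA splicing factors 18 fell and 1 rose in APP/E4 vs APP/E3 (1 higher and 18 lower adjusted over the list alone; adjusted p = 0.00123, and adjusted p = 0.917 with an estimated correlation). The splicing factor *Sf3b5* had -0.56, -0.46 and -0.58. Among 33 genes of protein transport 16 fell and 3 rose in APP/E4 vs APP/E3 (5 higher and 16 lower adjusted over the list alone; adjusted p = 0.00381, and adjusted p = 0.917 with an estimated correlation). *Tomm6*, part of the mitochondrial import pore, had -0.76 in APP/E4 vs APP/E3 and -0.58 in E4 vs E3. Proteins of the cytosolic ribosome did not share this direction. Of 76, 7 rose and 7 fell in APP/E4 vs APP/E3 (4 higher and 5 lower adjusted over the list alone), and 24 rose and 2 fell in APP/E4/Trem2 ko vs APP/E3/Trem2 ko (39 higher and 4 lower). Its test in APP/E4/Trem2 ko vs APP/E3/Trem2 ko gave adjusted p = 1.08e-15, and adjusted p = 0.633 with an estimated correlation. Across genes, which are not independent replicates, the log2 fold change in APP/E4 vs APP/E3 rose with transcript length (Spearman rho = 0.53). *Rn45s*, the precursor of ribosomal RNA, had medians of 6289 CPM in APP/E4 and 1276 in APP/E3. With GC and length offsets 6 genes of oxidative phosphorylation rose and 30 fell in APP/E4 vs APP/E3, and 33 cytosolic ribosomal proteins rose and 2 fell. Without the libraries with keratin reads 27 oxidative phosphorylation genes fell in APP/E4 vs APP/E3, and the median in APP/E4/Trem2 ko vs APP/E3/Trem2 ko turned to 0.08. The calls of *Cox8a*, *Mrpl53*, *Sf3b5* and *Tomm6* in E4 vs E3, and of *Cox8a* and *Mrpl53* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, ended without these libraries, and with only the 2 genotypes compared *Mrpl53* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko and *Cox8a* in E4/Trem2 ko vs E3/Trem2 ko, the latter also with TMM scaling, without the libraries with high albumin and with the count tests. With the libraries high in transthyretin left out 1 oxidative phosphorylation gene and 1 mitochondrial ribosomal protein fell and 3 cytosolic ribosomal proteins rose in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, where the calls of *Cox8a*, *Mrpl53* and *Sf3b5* ended. *Cox8a* in E4/Trem2 ko vs E3/Trem2 ko lost its call without any 1 of D3834, D3887, D3893, D3940, D3941, D3942, E3261, E3446, E3740 and E3823 (adjusted p up to 0.143). *Sf3b5* in E4 vs E3 lost its call without E3473 (adjusted p = 0.0501).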

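Keratins, the intermediate filament proteins of epithelia, were among the genes with the largest increases in APOE4 mice. *Krt13* rose in APP/E4 vs APP/E3 (log2 fold change 2.61, standard error 0.54, adjusted p = 7.99e-05), in APP/E4/Trem2 ko vs APP/E3/Trem2 ko (2.71), in E4 vs E3 (2.95) and in E4/Trem2 ko vs E3/Trem2 ko (3.56). It lies on chromosome 11 from 100117327 to 100121566 (GRCm38) and averaged 5.88 ± 6.19 CPM in APP/E4 mice (SD, n = 14) and 0.00139 ± 0.00521 in APP/E3 mice (SD, n = 14). *Krt6a* had 2.41, 1.92, 2.49 and 2.70 in the same order. *Krt14* rose by 2.50 in APP/E4 vs APP/E3 and 2.47 in E4 vs E3, and *Krt4* by 1.98 and 2.62 in the Trem2 ko comparisons. Of 13 markers of stratified epithelium 8, 6, 6 and 6 rose in the 4 comparisons and none fell (8 higher and 0 lower, 6 higher and 0 lower, 6 higher and 0 lower and 7 higher and 1 lower when adjusted over the list alone). The list test gave adjusted p = 8.65e-06, 0.000887, 2.66e-05 and 3.86e-06, and adjusted p = 0.421, 0.633, 0.507 and 0.176 with an estimated correlation. In APP/E4/Trem2 ko vs APP/E3/Trem2 ko the list's median was -0.03 while its test pointed up. *Mb*, muscle myoglobin, moved with the keratins, at 1.46, 1.08, 1.56 and 1.95. Immune genes showed smaller differences. Of 30 genes of microglia and macrophages 5 rose in APP/E4 vs APP/E3 and none fell (3 higher and 0 lower adjusted over the list alone; adjusted p = 0.00529, and adjusted p = 0.936 with an estimated correlation), with 0, 1 (*Vsir*) and 0 higher in the other 3 comparisons. Of 15 interferon response genes *Ifit1* rose (0.54, 0.0211) and *Ifitm3* fell (-0.53, 0.00456) in APP/E4 vs APP/E3 (1 higher and 1 lower adjusted over the list alone; adjusted p = 0.214). Of 15 antigen presentation genes 3 fell in APP/E4 vs APP/E3 and none rose (0 higher and 3 lower adjusted over the list alone; adjusted p = 0.875). They were *H2-D1* (-0.43), *B2m*, the light chain of class I molecules (-0.31), and *H2-DMa* (-0.41). The keratin sum was at most 0.247 CPM in APOE3 mice and had a median of 17.6 in the APOE4 mice with keratin reads. Without those libraries, which were picked by 3 of the keratins, *Krt13* had 0.07 and 0.03 and *Mb* 0.14 and -0.10 in APP/E4 vs APP/E3 and APP/E4/Trem2 ko vs APP/E3/Trem2 ko, and in these and E4 vs E3 of the calls of *Krt13*, *Krt6a*, *Krt14*, *Krt4*, *Mb*, *Ifit1*, *Ifitm3*, *B2m* and *H2-DMa* none was left. *Ifitm3*, *B2m* and *H2-DMa* were not called in APP/E4 vs APP/E3 with GC and length offsets, and *Mb* was not called in E4 vs E3 with only the 2 genotypes compared or in APP/E4/Trem2 ko vs APP/E3/Trem2 ko with a pseudocount of 1 or without the libraries with high transthyretin. *Vsir* in E4 vs E3 lost its call without any 1 of D3866, D3936, E3459, E3473, E3855 and X0158 (adjusted p up to 0.0964). *Krt13* in E4 vs E3 lost its call without any 1 of E3471 and E3473 (adjusted p up to 0.0529). *Mb* was not called in APP/E4/Trem2 ko vs APP/E3/Trem2 ko without any 1 of D3885, D3965, E3319, E3322 and E3703 (adjusted p up to 0.0621). *Mb* in E4 vs E3 lost its call without any 1 of E3357 and E3473 (adjusted p up to 0.130). *Ifit1* in APP/E4 vs APP/E3 lost its call without E3177 (adjusted p = 0.0539).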

The lightyellow module positively correlates with APOE4 isoform and biological processes associated with it are related to intermediate filament organization, immune system process, and innate immune response (Suppl. Fig. 4, Suppl. Table 1). In addition to lightyellow, another APOE isoform-specific module (darkturquoise see Suppl. Table 1) was positively associated with APOE4 isoform and represented GO terms such as acute-phase response, cholesterol efflux, and response to cytokines. 

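Of 5 acute-phase genes, made in inflammation, 1 rose in APP/E4 vs APP/E3 and 1 in E4 vs E3, in both cases *Serpina3n*, a serine protease inhibitor of reactive astrocytes. The counts were the same when adjusted over the list alone. *Lbp*, the lipopolysaccharide-binding protein, fell in APP/E4/Trem2 ko vs APP/E3/Trem2 ko (log2 fold change -0.98, adjusted p = 0.0453), and no acute-phase gene passed in E4/Trem2 ko vs E3/Trem2 ko. The list tests gave adjusted p = 0.525 in APP/E4 vs APP/E3 and adjusted p = 0.298 in E4 vs E3. Of 18 genes of cholesterol efflux and lipid transport 3 rose and 5 fell in APP/E4 vs APP/E3 (3 higher and 5 lower adjusted over the list alone; adjusted p = 0.587). *Lpl*, lipoprotein lipase, and *Abcg1*, a cholesterol exporter, were among those that rose. *Clu*, the lipid-binding chaperone clusterin (-0.31, adjusted p = 0.00144), and *Nr1h2*, the oxysterol receptor LXR beta (-0.31, 0.00119), fell. *Clu* also fell in E4/Trem2 ko vs E3/Trem2 ko (-0.37, 0.0264). In the other comparisons 0, 1 and 0 members rose and 0, 0 and 1 fell in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, E4 vs E3 and E4/Trem2 ko vs E3/Trem2 ko. The calls ended with only the 2 genotypes compared for *Lbp* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, without the libraries with keratin reads for *Lbp* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, *Clu* and *Abcg1* in APP/E4 vs APP/E3 and *Serpina3n* in E4 vs E3 and with GC and length offsets for *Lbp* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, *Clu* and *Nr1h2* in APP/E4 vs APP/E3 and *Clu* in E4/Trem2 ko vs E3/Trem2 ko. Further calls ended without the libraries with high albumin for *Lbp* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, without the libraries with high transthyretin for *Lbp* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko and with a pseudocount of 0.1 for *Lbp* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko. *Serpina3n* in E4 vs E3 lost its call without E3473 (adjusted p = 0.0881). *Lbp* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko lost its call without any 1 of D3884, D3885, D3891, D3939, E3319, E3322, E3408, E3450, E3616, E3702, E3705, E3738 and X0152 (adjusted p up to 0.103). *Clu* was not called in E4/Trem2 ko vs E3/Trem2 ko without any 1 of D3893, E3261, E3266 and E3446 (adjusted p up to 0.0942).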

Interestingly, this module contained *Apoe* and several members of *Serpina* family that were previously reported by us [39] and others [40] to be increased in an APOE4 dependent manner.

**Fig. 4:**
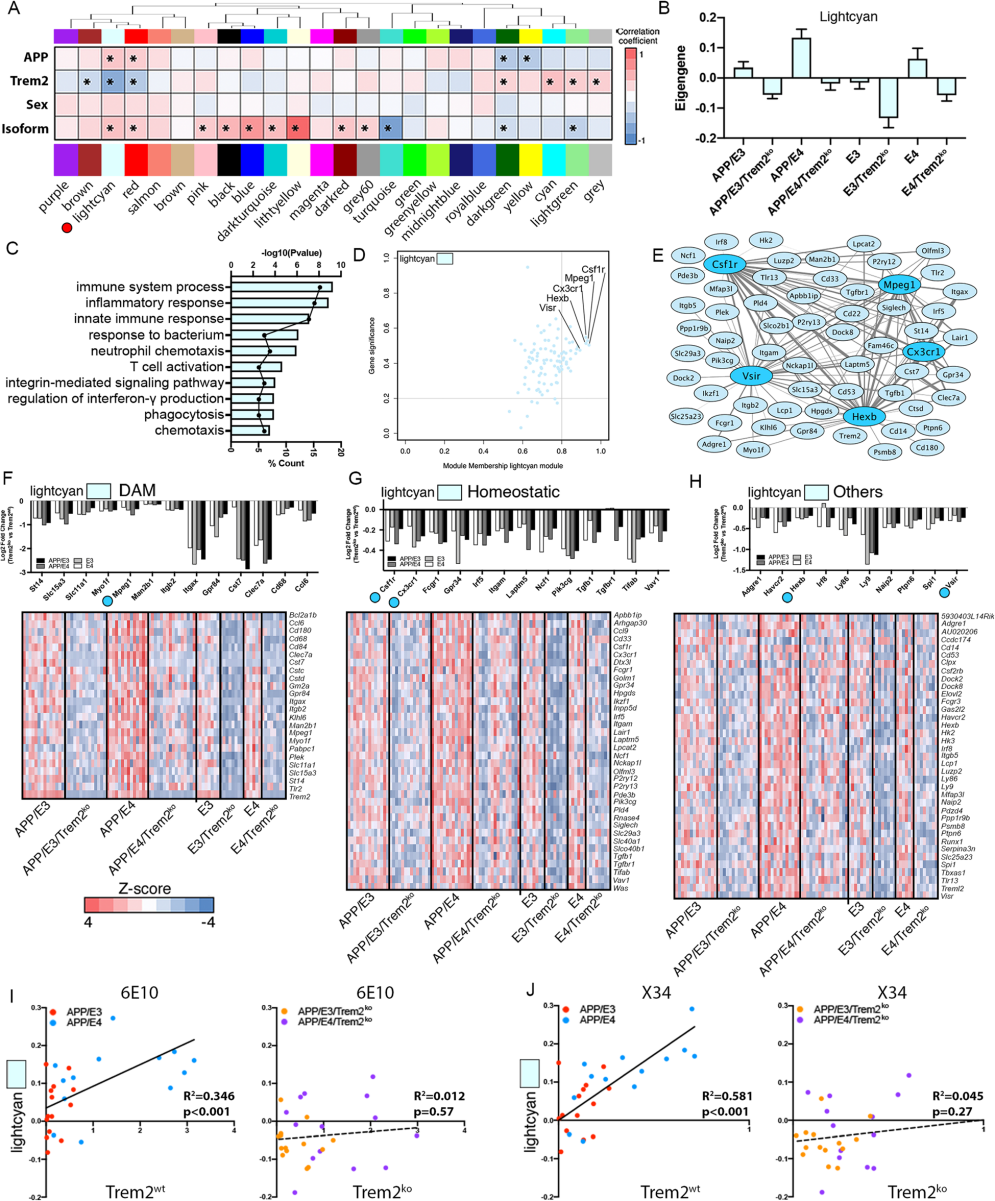
Lack of *Trem2* significantly affects brain transcriptome of mice expressing human APOE3 or APOE4. Gene expression profiling was performed by RNA-seq on tissue from the frontal cortex of the same 6–7 months old mice shown on Fig. 1a. **a** WGCNA was used to identify correlations between gene expression and four traits: APOE isoform, sex, *Trem2* genotype, and human APP transgene. The relationship table shows the correlation between the module eigengene (row) traits (column). Red denotes a positive correlation and blue a negative correlation, with * denoting a significant correlation (* *p* < 0.05). Trem2 signature module is marked with a red circle. **b** Bar plots show the aggregated module eigengene for each genotype in the modules of interest. **c** GO term bar plots indicate the -log10P value for each term. The associated point in the center of each bar represents the percent of submitted genes found in each GO term. **d** Scatterplot depicts the MM vs GS plot for genes in the lightcyan module relating to the *Trem2* genotype, with hub genes defined as MM > 0.8 and GS > 0.2. **e** The network generated from all connections within the module from the top 5 hub genes (indicated by darker blue color). Characterization of the lightcyan module with fold change bar plots and heatmaps for disease associated microglial genes (DAM) (**f**), homeostatic (**g**) microglia genes and genes outside these two categories (others) (**h**). Heatmaps depict the Z-score for genes downregulated in Trem2^ko^ mice from the lightcyan module. n: E3/Trem2^ko^ = 8; E4/Trem2^ko^ = 8; E3 = 8; E4 = 6; APP/E3/Trem2^ko^ = 14; APP/E4/Trem2^ko^ = 16; APP/E3 = 14; APP/E4 = 14; (equal number males and females**). i-j** Integration of co-expressed gene network of interest to amyloid deposition. The expression profile of lightcyan was used to identify correlations between gene expression patterns in each of the four APP groups to the percent coverage of 6E10 (**i**), and percent coverage of X34 (**j**). Correlation between histological data and RNA-seq data is done with Pearson r correlation

The lightcyan module was highly and negatively correlated to *Trem2* status in all genotypes regardless of amyloid deposition or APOE isoform, indicating a decreased expression of these genes in all Trem2^ko^ mice (Fig. 4b). This module represented processes such as immune response, innate immune response, inflammatory response, integrin-mediated signaling pathway, phagocytosis, and chemotaxis (Fig. 4c, Suppl. Table 1). 

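Microglial genes that the paper names from the lightcyan module, such as *Csf1r*, *Cd68* and *P2ry13*, were lower together in Trem2 ko mice of all 4 backgrounds. A score for each mouse, the first principal component of 17 of these genes over all mice, held 61.1% of their variance, and every gene had a positive weight. Its mean was 0.43 ± 0.73 (SD, n = 14) in APP/E3 and -0.52 ± 0.46 in APP/E3/Trem2 ko (n = 14), and 1.04 ± 1.00 in APP/E4 (n = 14) and -0.03 ± 1.02 in APP/E4/Trem2 ko (n = 16). In the non-APP mice it was 0.00 ± 0.61 in E3, -1.37 ± 0.86 in E3/Trem2 ko, 0.53 ± 0.70 in E4 and -0.64 ± 0.50 in E4/Trem2 ko. The score fell by 0.94 in APP/E3/Trem2 ko mice (2-sided permutation test, p = 0.000310, adjusted p = 0.00124 over 4 comparisons), with 13 of 14 mice below the APP/E3 median. It fell by 1.07 in APP/E4/Trem2 ko mice (permutation p and adjusted p = 0.00721), with 14 of 16 mice below the APP/E4 median. The fall was 1.37 in E3/Trem2 ko mice (exact permutation test, p = 0.00311, adjusted p = 0.00622; 7 of 8 mice) and 1.17 in E4/Trem2 ko mice (exact permutation test, p = 0.00533, adjusted p = 0.00710; 8 of 8). The study chose these genes on the same mice, so they are not independent evidence of the direction. With a score from 26 homeostatic microglial genes in their place the difference in APP/E4/Trem2 ko mice was -0.59 (permutation p = 0.161), and without the libraries with keratin reads it was -0.55 (exact permutation p = 0.495, 6 mice against 4). Striatal markers also differed in the non-APP mice. *Drd2* had medians of 19.6 CPM in E4 and 0.740 in E4/Trem2 ko, and striatal neuron genes were negative in E3/Trem2 ko vs E3. There the tissue sampled is not separated from genotype.

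**Figure D2:**
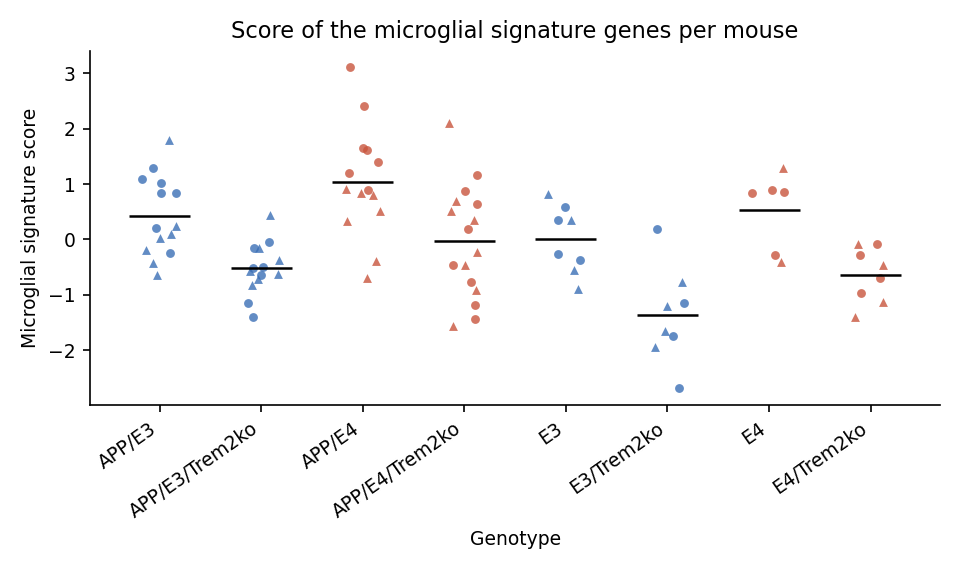
Score of the 17 signature genes for each mouse by genotype, without units. Circles are females, triangles are males, lines are group means, and APOE3 mice are blue and APOE4 mice red; each Trem2 ko group's mean lies below that of its counterpart.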

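Genes of microglia and macrophages were lower in Trem2 ko mice as a group. Of 30 such genes 0, 12, 3 and 0 fell in the APP/E3, APP/E4, E3 and E4 backgrounds and none rose (12, 16, 13 and 9 fell when adjusted over the list alone), with median log2 fold changes of -0.19, -0.25, -0.26 and -0.27. The list test (camera) gave adjusted p = 9.35e-21, 2.22e-14, 4.22e-09 and 1.5e-15, and adjusted p = 0.0349, 0.169, 0.254 and 0.160 with an estimated correlation in this order. Members such as *Mpeg1*, *Vsir*, *Spi1*, *Runx1*, *Itgam*, *Adgre1* and *Fcgr1* are lightcyan genes that the study chose on these mice, so the list is not independent evidence. The lists below hold such genes too, among them *Itgam* and *Cx3cr1*. The libraries with high transthyretin include 5 of 14 APP/E3/Trem2 ko mice, and without them the test in APP/E3/Trem2 ko vs APP/E3 gave adjusted p = 2.43e-09, and adjusted p = 0.495 with an estimated correlation. In APP/E4/Trem2 ko vs APP/E4 *Irf8*, a transcription factor of myeloid cells, had -0.38, and *Laptm5*, a lysosomal membrane protein of immune cells, -0.33. In E3/Trem2 ko vs E3 *Aif1*, the microglial marker IBA1, had -0.66 (adjusted p = 0.0219) and *Ly86*, a partner of a toll-like receptor homolog, -0.62 (0.0277). Of 13 complement genes 2, 2, 3 and 0 fell (4, 3, 4 and 4 adjusted over the list alone; adjusted p = 3.41e-05, 0.00717, 0.000603 and 0.00196, and adjusted p = 0.126, 0.354, 0.254 and 0.240 with an estimated correlation), among them *C3*, the central component, in APP/E4/Trem2 ko vs APP/E4 (-0.80, 0.0389). Of 23 phagocytosis genes 0, 2, 3 and 0 fell (1, 5, 6 and 1 adjusted over the list alone; adjusted p = 7.91e-06, 0.00301, 0.00104 and 0.000249, and adjusted p = 0.131, 0.354, 0.427 and 0.231 with an estimated correlation). *Vav1*, an exchange factor of blood cells, fell in APP/E4/Trem2 ko vs APP/E4 (-0.25), and *Elmo1* (-0.41) and *Pld4* (-0.39), which act in engulfment and in lysosomes, fell in E3/Trem2 ko vs E3. Of 12 chemotaxis genes 0, 3, 1 and 0 fell (3, 5, 5 and 1 adjusted over the list alone; adjusted p = 8.07e-05, 0.000121, 0.000603 and 0.000509, and adjusted p = 0.131, 0.247, 0.254 and 0.197 with an estimated correlation). The chemokine *Ccl6* of this list fell in APP/E4/Trem2 ko vs APP/E4 (-0.52), while *Cx3cl1*, the neuronal ligand of the fractalkine receptor, rose (0.14, 0.0435). *Tgfbr1*, a receptor of TGF beta that is not in this list, also fell there (-0.24). With only the 2 genotypes compared 2, without the libraries with keratin reads 2, and without the libraries with high transthyretin 4, of the microglia and macrophage genes fell in APP/E4/Trem2 ko vs APP/E4. *Drd2*, a striatal marker, had medians of 19.6 CPM in E4 and 0.740 in E4/Trem2 ko, and striatal neuron genes were negative in E3/Trem2 ko vs E3. In these comparisons the tissue sampled is not separated from genotype. With a striatal marker covariate 1 of the microglia and macrophage genes fell in E3/Trem2 ko vs E3. These calls ended with only the 2 genotypes compared for *Irf8*, *C3*, *Vav1*, *Ccl6*, *Tgfbr1* and *Cx3cl1* in APP/E4/Trem2 ko vs APP/E4 and *Pld4* in E3/Trem2 ko vs E3, without the libraries with keratin reads for *Laptm5*, *C3*, *Vav1*, *Ccl6* and *Tgfbr1* in APP/E4/Trem2 ko vs APP/E4, with only the APOE4 libraries that hold keratin reads for *Irf8*, *C3*, *Vav1*, *Ccl6*, *Tgfbr1* and *Cx3cl1* in APP/E4/Trem2 ko vs APP/E4, with GC and length offsets for *C3*, *Tgfbr1* and *Cx3cl1* in APP/E4/Trem2 ko vs APP/E4 and *Pld4* in E3/Trem2 ko vs E3 and with a striatal marker covariate for *Ly86*, *Elmo1* and *Pld4* in E3/Trem2 ko vs E3. Others ended without the libraries with high albumin for *C3* and *Cx3cl1* in APP/E4/Trem2 ko vs APP/E4, without the libraries with high transthyretin for *C3*, *Vav1*, *Tgfbr1* and *Cx3cl1* in APP/E4/Trem2 ko vs APP/E4, with TMM scaling for *Cx3cl1* in APP/E4/Trem2 ko vs APP/E4, with a pseudocount of 0.1 for *C3* in APP/E4/Trem2 ko vs APP/E4 and with the count tests for *Cx3cl1* in APP/E4/Trem2 ko vs APP/E4. *Aif1* in E3/Trem2 ko vs E3 lost its call without D3810 (adjusted p = 0.0585). *Ly86* was not called in E3/Trem2 ko vs E3 without any 1 of D3502, D3810, D3834, D3887, D3940 and X0158 (adjusted p up to 0.0661). *C3* in APP/E4/Trem2 ko vs APP/E4 lost its call without any 1 of E3203, E3333, E3475, E3616, E3705, E3738, E3820, E3830, E4127 and E4132 (adjusted p up to 0.117). *Elmo1* was not called in E3/Trem2 ko vs E3 without any 1 of D3502, D3887, D3893 and X0158 (adjusted p up to 0.0778). *Pld4* in E3/Trem2 ko vs E3 lost its call without any 1 of D3502, D3514, D3722, D3810, D3811, D3834, D3887, D3893, D3940, D3971 and X0158 (adjusted p up to 0.116). *Tgfbr1* was not called in APP/E4/Trem2 ko vs APP/E4 without any 1 of E3177, E3356, E3475, E3703, E3705, E3738 and E3820 (adjusted p up to 0.0870). *Cx3cl1* in APP/E4/Trem2 ko vs APP/E4 lost its call without any 1 of E3177, E3179, E3203, E3325, E3450, E3451, E3475, E3616, E3702, E3703, E3705, E3738, E3777, E4127 and E4132 (adjusted p up to 0.135).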

The top hub genes (i.e. the most interconnected genes) in lightcyan module were *Csf1r*, *Mpeg1*, *Cx3cr1*, *Hexb,* and *Vsir* and were used to generate a representative network (Fig. 4d-e). This module is highly enriched in microglial-specific genes (48 out of 99 genes are microglia specific genes), indicating a strong impact of *Trem2* deficiency on microglial gene expression. 

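The 4 hub genes given here had negative log2 fold changes in the 4 Trem2 ko comparisons, and each passed the test in at least 1 of them. In the order APP/E3, APP/E4, E3 and E4, *Csf1r*, the receptor microglia need to survive, had -0.17, -0.29, -0.18 and -0.31 (adjusted p = 0.633, 0.00525, 0.260 and 0.630). It lies on chromosome 18 from 61105572 to 61131139 (GRCm38). *Mpeg1*, a pore-forming protein of phagocytes, had -0.33, -0.55, -0.40 and -0.28 (0.244, 0.000482, 0.0904 and 0.807). *Cx3cr1*, the fractalkine receptor, had -0.24, -0.27, -0.39 and -0.16 (0.377, 0.0203, 0.0428 and 0.868). *Vsir*, an immune checkpoint protein, had -0.22, -0.28, -0.20 and -0.32 (0.225, 0.00588, 0.217 and 0.603). Standard errors of *Csf1r* were 0.07, 0.07, 0.10 and 0.10. *Mpeg1* averaged 54.8 ± 14.4 CPM in APP/E4 mice (SD, n = 14) and 37.2 ± 10.3 in APP/E4/Trem2 ko mice (SD, n = 16). The difference between the APP/E4 and the APP/E3 effect was -0.11 for *Csf1r* (adjusted p = 0.634) and -0.22 for *Mpeg1* (0.491). *Mpeg1* in E3/Trem2 ko vs E3 was called by surrogate variables (adjusted p = 0.0302). Under other settings calls ended with only the 2 genotypes compared for *Csf1r*, *Cx3cr1* and *Vsir* in APP/E4/Trem2 ko vs APP/E4 and *Cx3cr1* in E3/Trem2 ko vs E3, without the libraries with keratin reads for *Csf1r*, *Mpeg1* and *Cx3cr1* in APP/E4/Trem2 ko vs APP/E4 and *Cx3cr1* in E3/Trem2 ko vs E3 and with only the APOE4 libraries that hold keratin reads for *Cx3cr1* and *Vsir* in APP/E4/Trem2 ko vs APP/E4. Calls also ended with a striatal marker covariate for *Cx3cr1* in E3/Trem2 ko vs E3, without the libraries with high transthyretin for *Cx3cr1* and *Vsir* in APP/E4/Trem2 ko vs APP/E4 and with some or all of the count tests for *Cx3cr1* in E3/Trem2 ko vs E3. *Cx3cr1* in APP/E4/Trem2 ko vs APP/E4 lost its call without E3177 (adjusted p = 0.0508). *Cx3cr1* was not called in E3/Trem2 ko vs E3 without any 1 of D3502, D3514, D3722, D3810, D3811, D3834, D3887, D3893, D3940, D3941 and X0158 (adjusted p up to 0.111).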

As shown on the heat maps in Fig. 4f-h, the gene list of the lightcyan module is comprised of 26 DAM genes (such as *Clec7a*, *Cst7*, *Cd68*, *Itgax*/CD11c, *Mpeg1*), 36 homeostatic genes (*P2ry12*, *P2ry13*, *Cx3cr1*, *Itgam*/CD11b, *Tgfb1*), and a group of 37 genes (*Spi1*/PU.1, *Runx1*, *Treml2*, *Vsir*) not associated with DAM or homeostatic microglia. These genes are downregulated in Trem2^ko^ mice in all of the four respective genotypes and represent the common signature of *Trem2* deficiency. 

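Of 17 lightcyan genes that the paper's text names and the table holds, all had negative log2 fold changes in each of the 4 Trem2 ko comparisons. In APP/E3 0 passed the test, 8 in APP/E4, 3 in E3 and 0 in E4 (10, 11, 10 and 4 when adjusted over the list alone), and no gene passed in all 4. The list test gave adjusted p = 2.14e-17, 1.7e-11, 8.87e-08 and 1.1e-10, and adjusted p = 0.0327, 0.169, 0.254 and 0.160 with an estimated correlation. In APP/E3/Trem2 ko vs APP/E3 it gave adjusted p = 3.24e-11, and adjusted p = 0.436 with an estimated correlation, when the libraries with high transthyretin were left out. The study chose the list on these mice, so it is not independent evidence. *Cd68*, a lysosomal protein of phagocytes, had -0.25, -0.24, -0.52 and -0.54 in the order APP/E3, APP/E4, E3 and E4 (adjusted p = 0.680, 0.114, 0.0330 and 0.325). The purinergic receptors *P2ry13* and *P2ry12* had -0.22, -0.21, -0.67 and -0.31 and -0.24, -0.12, -0.38 and -0.16, with adjusted p = 0.0151 and 0.0979 in E3. *Itgam*, the integrin CD11b, had -0.19, -0.30, -0.20 and -0.22, and *Tgfb1*, a cytokine of microglial identity, -0.20, -0.31, -0.13 and -0.26, with adjusted p = 0.0165 and 0.0274 in APP/E4. The transcription factors *Spi1* (PU.1) and *Runx1* had -0.26, -0.15, -0.34 and -0.47 and -0.19, -0.35, -0.08 and -0.21, with no adjusted p below 0.0652 (*Runx1* in APP/E4). *Clec7a*, *Cst7*, *Itgax* and *Treml2* were not analysed here. Of 26 homeostatic microglial genes 0, 5, 3 and 0 fell (0, 5, 10 and 3 adjusted over the list alone; adjusted p = 2.09e-07, 4.22e-05, 0.000209 and 2.35e-05, and adjusted p = 0.173, 0.354, 0.525 and 0.292 with an estimated correlation). Of 29 disease-associated microglial genes, which include genes other than those of the module, 0, 2, 1 and 0 fell and 0, 1, 0 and 0 rose (0, 2, 1 and 1 lower adjusted over the list alone). The disease-associated list gave adjusted p = 0.0592, 0.535, 0.246 and 0.222, and its median in APP/E4/Trem2 ko vs APP/E4 was 0.06 while its test pointed down. *Cd68* in APP/E4/Trem2 ko vs APP/E4 was called by GC and length offsets and the count tests (lowest adjusted p = 0.00494), *Runx1* in APP/E4/Trem2 ko vs APP/E4 was called by surrogate variables, TMM scaling and the count tests (lowest adjusted p = 0.0198) and *P2ry12* in E3/Trem2 ko vs E3 was called by a fit with only the APOE4 libraries that hold keratin reads (adjusted p = 0.0424). Calls were lost with only the 2 genotypes compared for *Itgam* and *Tgfb1* in APP/E4/Trem2 ko vs APP/E4, without the libraries with keratin reads for *Itgam* in APP/E4/Trem2 ko vs APP/E4 and with only the APOE4 libraries that hold keratin reads for *Tgfb1* in APP/E4/Trem2 ko vs APP/E4. They also ended with a striatal marker covariate for *Cd68* in E3/Trem2 ko vs E3, without the libraries with high albumin for *Tgfb1* in APP/E4/Trem2 ko vs APP/E4 and without the libraries with high transthyretin for *Itgam* and *Tgfb1* in APP/E4/Trem2 ko vs APP/E4. *Cd68* in E3/Trem2 ko vs E3 lost its call without any 1 of D3502, D3810, D3811, D3834, D3887, D3893, D3941 and X0158 (adjusted p up to 0.0897). *P2ry13* in E3/Trem2 ko vs E3 lost its call without D3887 (adjusted p = 0.0596). *Tgfb1* in APP/E4/Trem2 ko vs APP/E4 lost its call without any 1 of E3356, E4127 and E4132 (adjusted p up to 0.0745).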

Interestingly, two important DAM genes, *Apoe* [17, 19] and *Tyrobp* [17], were not present in this module. The reason *Apoe* was missing from the Trem2 signature list of genes is that as shown on Fig. 1l, it was upregulated only in APP/E4 mice vs APP/E3 in response to the higher level of amyloid pathology in these mice (also see Suppl. Fig. 5B, Suppl. Table 3). 

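*Tyrobp* encodes DAP12, the adaptor through which the TREM2 receptor signals. It lies on chromosome 7 from 30413782 to 30417582 (GRCm38). Its mean was 9.99 ± 2.58 CPM (SD, n = 14) in APP/E3, 7.80 ± 1.26 (n = 14) in APP/E3/Trem2 ko, 9.58 ± 1.55 (n = 8) in E3 and 6.51 ± 1.30 (n = 8) in E3/Trem2 ko mice. With *Trem2* deleted the log2 fold change was -0.32 in the APP/E3 background (standard error 0.17, adjusted p = 0.904) and -0.53 in E3 (standard error 0.22, adjusted p = 0.149). In the APOE4 backgrounds it was 0.22 in APP/E4 (0.384) and -0.23 in E4 (0.915). The difference between the APP/E4 and APP/E3 effects was 0.54 (0.237), and between the E4 and E3 effects 0.30 (0.878). With only the 2 genotypes compared *Tyrobp* was called in E3/Trem2 ko vs E3 (adjusted p = 0.0329).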

*Tyrobp* was uniquely downregulated only in APP/E3/Trem2^ko^ vs APPE3 mice as well as in E3/Trem2^ko^ vs E3 mice (Suppl. Table 2). Furthermore, *Tyrobp* (a member of turquoise module) had a higher expression level in APP/E3 and E3 mice vs their APOE4 counterparts (see Fig. 5g, Suppl. Table 3).

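*Tyrobp* was lower in APP/E4 than in APP/E3 mice, with a log2 fold change of -0.72 (standard error 0.17, adjusted p = 0.000458), and lower in E4 than in E3 mice, with -0.78 (standard error 0.24, adjusted p = 0.0312). Its mean was 6.25 ± 2.90 CPM (SD, n = 14) in APP/E4 and 5.84 ± 2.90 (SD, n = 6) in E4 mice. In the Trem2 ko comparisons the values were -0.18 (0.574) for APP and -0.48 (0.171) for non-APP mice. The call in APP/E4 vs APP/E3 ended without the libraries with keratin reads (-0.61, adjusted p = 0.0614), and that in E4 vs E3 without those libraries, with only the 2 genotypes compared, with GC and length offsets and with the count tests. *Tyrobp* in E4 vs E3 lost its call without any 1 of D3514, D3810, E3459, E3471, E3473 and E3679 (adjusted p up to 0.161).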

**Fig. 5:**
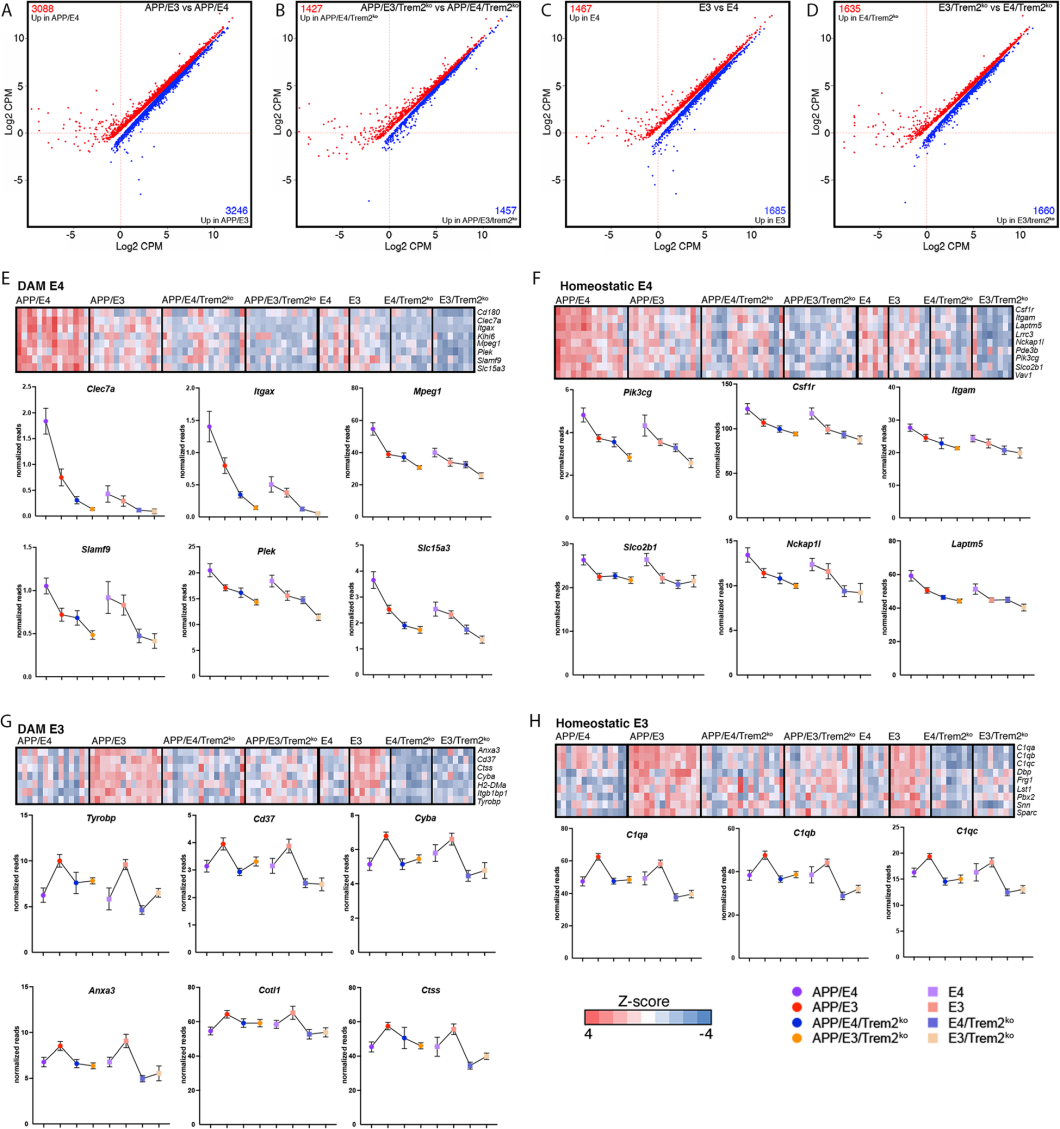
APOE isoform-specific effect on gene expression. RNA-seq data shown in Fig. 4 were analyzed using edgeR to identify differentially expressed genes between APOE isoforms. Scatterplots depict differentially expressed genes between APP/E3 vs APP/E4 (**a**), APP/E3/Trem2^ko^ vs APP/E4/Trem2^ko^ (**b**) E3 vs E4 (**c**), and E3/Trem2^ko^ vs E4/Trem2^ko^ mice (**d**). Shown are genes at *p* < 0.05 cutoff. Heatmaps and line patterning graphs of DAM and homeostatic microglia genes that are upregulated in either APOE4 (**e-f**) or in APOE3 mice (**g-h**) mice in a *Trem2* and APOE-isoform dependent manner. Genes of interest are marked with colored circles and shown as line patterning

To associate the Trem2 signature to the phenotype of the APP mice, we correlated the gene expression levels of the lightcyan module to amyloid deposition. As shown in Fig. 4i-j, percent coverage of 6E10 and X34 in the mice expressing wild-type *Trem2* correlated significantly and positively to the lightcyan module indicating that this module, enriched in microglial-specific genes, represents the transcriptional response to increasing amyloid deposition. In contrast, there was no significant correlation in APP/E3/Trem2^ko^ or APP/E4/Trem2^ko^ mice between amyloid deposition and lightcyan module eigengene expression, demonstrating that as deposition increases in Trem2 deficient APP mice, there is no corresponding increase of microglial gene expression suggesting that *Trem2* deletion blocks the normal response of microglia to the increased pathology.

### APOE isoform-specific effect on gene expression

Since we found a significant APOE isoform-specific effect (Fig. 4a, Suppl. Fig. 4, and Suppl. Table 1), we determined differentially expressed genes that are characteristic for each genotype by comparing brain transcriptome of APP/E4 vs APP/E3 mice, E4 vs E3 mice as well as their respective Trem2^ko^ counterparts (Fig. 5a-d, Suppl. Table 3). 

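More genes differed between APP/E4 and APP/E3 mice than in the other comparisons of APOE isoform or of *Trem2* deletion. In APP/E4 vs APP/E3 1530 genes were higher and 3199 lower. With *Trem2* deleted, APP/E4/Trem2 ko vs APP/E3/Trem2 ko, 203 were higher and 425 lower. In E4 vs E3 the counts were 242 and 846, and in E4/Trem2 ko vs E3/Trem2 ko 216 and 659. For *Trem2* deletion the counts were 29 higher and 16 lower in APP/E3, 1588 and 356 in APP/E4, 178 and 233 in E3 and 10 and 4 in E4. The mice of each comparison were also split in 100 ways, the real one included. In APP/E4/Trem2 ko vs APP/E3/Trem2 ko 5 splits gave as many genes as the real one, with up to 2208 genes, so chance cannot be excluded for that count. In APP/E4/Trem2 ko vs APP/E4 2 did, with up to 2161, and 100 splits are too few to decide. At an unadjusted p under 0.05, the threshold of Fig. 5, 5984 genes differed in APP/E4 vs APP/E3, 2725 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, 3096 in E4 vs E3 and 3222 in E4/Trem2 ko vs E3/Trem2 ko. *Fyn*, a tyrosine kinase of neurons and glia, was higher in APP/E4 than in APP/E3 mice (log2 fold change 0.79, adjusted p = 1.6e-15), and *Alkbh6*, an oxygenase gene on chromosome 7, lower (-0.67, 4.69e-11). *Gfap*, the intermediate filament of astrocytes (0.54), *C4b*, a complement component (0.56), and *Lpl*, lipoprotein lipase, were also higher, and *Sparc*, a matrix protein of glia and vessels (-0.69), lower. Of the genes called in APP/E4 vs APP/E3, 67.6% were lower, and 52.6% with TMM scaling and 50.1% with GC and length offsets. In APP/E4/Trem2 ko vs APP/E3/Trem2 ko, E4 vs E3 and E4/Trem2 ko vs E3/Trem2 ko the lower share was 67.7%, 77.8% and 75.3%, and with TMM scaling 58.4%, 56.9% and 54.6%. Without the libraries with keratin reads 2244 genes were called in APP/E4 vs APP/E3, 802 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, 10 in E4 vs E3 and 7 in E4/Trem2 ko vs E3/Trem2 ko, with 2 E4 mice and 1 E4/Trem2 ko mouse left. With only the 2 genotypes compared the counts were 155 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, 408 in E4 vs E3 and 75 in APP/E4/Trem2 ko vs APP/E4, where 98 were called with only the APOE4 libraries that hold keratin reads. Leaving out the libraries with high transthyretin gave 173 genes in APP/E4/Trem2 ko vs APP/E4, 80 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko and 21 in APP/E3/Trem2 ko vs APP/E3. Leaving out 1 mouse gave 1089 (without E3203) to 2496 (without E3322) in APP/E4/Trem2 ko vs APP/E4, 41 (without D3887) to 1004 (without D3833) in E3/Trem2 ko vs E3, 413 (without D3939) to 1050 (without E3738) in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, 288 (without E3473) to 1666 (without E3357) in E4 vs E3 and 333 (without D3893) to 1190 (without D3833) in E4/Trem2 ko vs E3/Trem2 ko. The calls in APP/E4 vs APP/E3 ended without the libraries with keratin reads for *C4b* and *Sparc* and with only the APOE4 libraries that hold keratin reads for *Gfap* and *C4b*. Further calls ended without the libraries with high transthyretin for *Gfap*. *Gfap* in APP/E4 vs APP/E3 lost its call without any 1 of D3641, D3755, E3203, E3327, E3475 and E3777 (adjusted p up to 0.0725).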

We observed more than twice as many differentially expressed genes when comparing APP/E4 vs APP/E3 mice (Fig. 5a) than in APP/E4/Trem2^ko^ vs APP/E3/Trem2^ko^ mice (Fig. 5b). Finding a high number of differentially expressed genes in brain transcriptomes of APP/E4 vs APP/E3 mice is expected because it reflects the difference in amyloid pathology that elicits a stronger response in APP/E4 than in APP/E3 mice. However, a reduced number of differentially expressed genes in APP/E4/Trem2^ko^ vs APP/E3/Trem2^ko^ mice, at approximately the same level of neurodegeneration as in the wild-type *Trem2* mice, suggests that *Trem2* deficiency impairs the normal response to the disease progression and “blunts” the differences between the transcriptomes.

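Few genes differed in the effect of APOE isoform between mice with and without *Trem2* when the difference itself was tested. In APP mice 33 genes had a higher and 19 a lower log2 fold change in APP/E4/Trem2 ko vs APP/E3/Trem2 ko than in APP/E4 vs APP/E3, and in non-APP mice 2 and 0 (limma). *Rpl11*, a protein of the cytosolic ribosome, differed by 0.86 (adjusted p = 0.0377). *Pon2*, a mitochondrial lactonase, differed by 0.87, *Tdp1*, a DNA repair enzyme, by 0.85, and *Ddit3*, a transcription factor of the stress response, by 0.41 (0.0378). *Rec8* differed by -1.73, and *Odc1*, the first enzyme of polyamine synthesis, by -0.33 (0.0178). In non-APP mice the called genes were *Gm20186* (2.64) and *Umad1* (0.46). No gene was lower by limma in non-APP mice, where 479 were lower at an unadjusted p under 0.05, and edgeR and DESeq2 called 1 and 5 lower. Of 81 genes of oxidative phosphorylation 1 passed and 79 had a positive difference (36 higher and 0 lower when adjusted over the list alone; adjusted p = 6.85e-18, and adjusted p = 0.653 with an estimated correlation). Across genes the difference fell with transcript length in APP mice (Spearman rho = -0.44). With DESeq2 117 genes differed in APP mice, with surrogate variables 99, without the libraries with keratin reads 534 and without the libraries with high transthyretin 18. Leaving out 1 mouse gave 26 (without D3563) to 290 (without E3327) in APP mice and 1 (without D3502) to 3 (without D3887) in non-APP mice. From the smaller number of genes in APP/E4/Trem2 ko vs APP/E3/Trem2 ko at a like level of neurodegeneration, the paper proposes that loss of *Trem2* weakens the normal response to advancing disease and lessens the transcriptome differences. The calls ended with only the 2 genotypes compared for *Rpl11* in the APOE by Trem2 interaction in APP mice and *Umad1* in the APOE by Trem2 interaction in non-APP mice, without the libraries with keratin reads for *Ddit3* in the APOE by Trem2 interaction in APP mice, with only the APOE4 libraries that hold keratin reads for *Rpl11*, *Ddit3* and *Odc1* in the APOE by Trem2 interaction in APP mice and *Umad1* in the APOE by Trem2 interaction in non-APP mice and with GC and length offsets for *Rpl11* and *Ddit3* in the APOE by Trem2 interaction in APP mice and *Umad1* in the APOE by Trem2 interaction in non-APP mice. Others ended without the libraries with high albumin for *Ddit3* in the APOE by Trem2 interaction in APP mice, without the libraries with high transthyretin for *Rpl11*, *Ddit3* and *Odc1* in the APOE by Trem2 interaction in APP mice and with TMM scaling for *Umad1* in the APOE by Trem2 interaction in non-APP mice. *Rpl11* in the APOE by Trem2 interaction in APP mice lost its call without any 1 of D3562, D3563, D3569, D3639, D3706, D3884, D3891, E3203, E3310 and E3475 (adjusted p up to 0.0622). *Ddit3* was not called in the APOE by Trem2 interaction in APP mice without any 1 of D3562, D3563, D3569, D3599, D3601, D3706, D3723, D3884, D3891, D3938, E3203, E3310, E3451, E3475, E3705, E3738 and E4127 (adjusted p up to 0.0752). *Umad1* in the APOE by Trem2 interaction in non-APP mice lost its call without any 1 of D3502, D3514, D3722, D3833, D3866, D3893, D3936, D3942, E3445, E3446, E3459, E3473, E3741, E3742, E3855 and X0158 (adjusted p up to 0.133).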

We next searched for DAM and homeostatic genes that are significantly affected in Trem2 and APOE isoform-dependent manner in APP mice. Figure 5e-f shows heatmaps of DAM and homeostatic genes that have a higher expression level in APP/E4 vs APP/E3 mice and are affected by *Trem2* deficiency. As shown on the line patterning graphs (Fig. 5e-f) some of these, such as DAM genes *Clec7a*, *Itgax,* and *Mpeg1* or homeostatic *Pik3cg* gene, are part of the Trem2 signature and are downregulated in all Trem2^ko^ mice. However, they still retain a higher level of expression in APP/E4/Trem2^ko^ vs APP/E3/Trem2^ko^ as in APP/E4 vs APP/E3 mice, suggesting that these genes respond, at least to a degree, to the more advanced level of neurodegeneration in APP/E4 mice even as *Trem2* is absent. 

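*Mpeg1* and *Pik3cg*, a catalytic subunit of an immune phosphoinositide kinase, were higher in APP/E4 than in APP/E3 mice. *Mpeg1* had a log2 fold change of 0.46 (standard error 0.11, adjusted p = 0.000438) and *Pik3cg* 0.31 (standard error 0.11, adjusted p = 0.0228). The values in APP/E4/Trem2 ko vs APP/E3/Trem2 ko were 0.24 (0.172) and 0.27 (0.120). With *Trem2* deleted *Pik3cg* had -0.39 in the APP/E4 background (0.0103). In non-APP mice *Mpeg1* had 0.22 in E4 vs E3 (0.431) and 0.34 in E4/Trem2 ko vs E3/Trem2 ko (0.127), and *Pik3cg* had 0.22 (0.443) and 0.31 (0.178). For *Pik3cg* the difference between the Trem2 ko and wild-type effect of APOE isoform in APP mice was -0.04 (0.943). *Mpeg1* in E4/Trem2 ko vs E3/Trem2 ko was called by surrogate variables (adjusted p = 0.0318) and *Pik3cg* in E4/Trem2 ko vs E3/Trem2 ko was called by surrogate variables (adjusted p = 0.0417). These calls ended with only the 2 genotypes compared for *Pik3cg* in APP/E4/Trem2 ko vs APP/E4, without the libraries with keratin reads for *Pik3cg* in APP/E4 vs APP/E3 and *Pik3cg* in APP/E4/Trem2 ko vs APP/E4 and with only the APOE4 libraries that hold keratin reads for *Pik3cg* in APP/E4/Trem2 ko vs APP/E4. Calls also ended with GC and length offsets for *Pik3cg* in APP/E4 vs APP/E3 and without the libraries with high transthyretin for *Pik3cg* in APP/E4/Trem2 ko vs APP/E4. *Pik3cg* in APP/E4 vs APP/E3 lost its call without E3177 (adjusted p = 0.0587).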

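*Slc15a3*, a lysosomal peptide transporter, *Csf1r* and *Laptm5* rose in APP/E4 vs APP/E3. Their log2 fold changes were 0.42 (adjusted p = 0.00317), 0.19 (0.0391) and 0.21 (0.0152). *Itgam* and *Nckap1l*, an actin regulator of blood cells, had 0.17 (0.153) and 0.21 (0.0876). None of the 5 passed in APP/E4/Trem2 ko vs APP/E3/Trem2 ko: *Slc15a3* had 0.10 (0.660), *Csf1r* 0.07 (0.605), *Laptm5* 0.07 (0.621), *Itgam* 0.05 (0.787) and *Nckap1l* 0.09 (0.658). The differences between these comparisons were -0.32 for *Slc15a3* (0.330), -0.14 for *Laptm5* (0.509), -0.11 for *Itgam* (0.724) and -0.12 for *Nckap1l* (0.717). With *Trem2* deleted *Slc15a3* fell in APP/E4 (-0.76, 2.76e-06) and E3 mice (-0.62, 0.0225), and *Nckap1l* in APP/E4 mice (-0.30, 0.0258). *Slc15a3* averaged 3.65 ± 1.21 CPM in APP/E4 (SD, n = 14), 2.53 ± 0.604 in APP/E3 (n = 14), 1.90 ± 0.490 in APP/E4/Trem2 ko (n = 16) and 1.73 ± 0.482 in APP/E3/Trem2 ko mice (n = 14). The APP/E4 mice are shared by APP/E4 vs APP/E3 and APP/E4/Trem2 ko vs APP/E4. *Itgam* in APP/E4 vs APP/E3 was called by surrogate variables (adjusted p = 0.0155) and *Nckap1l* in APP/E4 vs APP/E3 was called by surrogate variables, TMM scaling and the count tests (lowest adjusted p = 0.0230). Under other settings calls ended with only the 2 genotypes compared for *Nckap1l* in APP/E4/Trem2 ko vs APP/E4, without the libraries with keratin reads for *Slc15a3*, *Csf1r* and *Laptm5* in APP/E4 vs APP/E3 and *Nckap1l* in APP/E4/Trem2 ko vs APP/E4 and with only the APOE4 libraries that hold keratin reads for *Nckap1l* in APP/E4/Trem2 ko vs APP/E4. They also ended with a striatal marker covariate for *Slc15a3* in E3/Trem2 ko vs E3 and without the libraries with high transthyretin for *Nckap1l* in APP/E4/Trem2 ko vs APP/E4. *Csf1r* in APP/E4 vs APP/E3 lost its call without any 1 of D3562, D3569, D3641, D3645, D3755, D3930, E3177, E3200, E3203, E3333, E3356 and E3777 (adjusted p up to 0.0950). *Slc15a3* was not called in E3/Trem2 ko vs E3 without any 1 of D3887 and X0158 (adjusted p up to 0.0730). *Nckap1l* in APP/E4/Trem2 ko vs APP/E4 lost its call without any 1 of E3177 and E3738 (adjusted p up to 0.0586).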

Another group of DAM genes (*Slc15a3*) and homeostatic genes (*Csf1r, Itgam/*Cd11b*, Laptm5,* and *Nckap1l*) had a significantly higher expression in APP/E4 vs APP/E3 mice but this difference disappeared between their Trem2^ko^ counterparts, suggesting an increased dependence on the presence of *Trem2*. Similarly, we identified *Trem2*-dependent genes with significantly higher expression in APP/E3 vs APP/E4 mice that failed to elicit the same response when *Trem2* was deleted. A few examples are shown on Fig. 5g-h: DAM associated (*Tyrobp, Cd37, Cyba,* and *Ctss*) and homeostatic genes (*C1qa, C1qb,* and *C1qc*).

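All 6 of the other genes named for APP/E3 mice were lower in APP/E4. *C1qa*, *C1qb* and *C1qc*, the chains of complement C1q, had log2 fold changes of -0.42 (adjusted p = 8.79e-05), -0.26 (0.0211) and -0.33 (0.00258) in APP/E4 vs APP/E3. *Cd37*, a tetraspanin of immune cells, had -0.30 (0.0160), *Cyba*, a subunit of the phagocyte oxidase, -0.40 (0.00137), and *Ctss*, a lysosomal protease, -0.37 (0.0140). Their values in APP/E4/Trem2 ko vs APP/E3/Trem2 ko were -0.03, -0.04, -0.08, -0.15, -0.10 and 0.04 in the same order, with no adjusted p below 0.413. In E4 vs E3 they were -0.27, -0.19, -0.23, -0.27, -0.21 and -0.33, with no adjusted p below 0.189. The differences between the APP comparisons with and without *Trem2* were 0.40 for *C1qa* (0.0994), 0.30 for *Cyba* (0.283) and 0.41 for *Ctss* (0.214). *C1qa* averaged 62.5 ± 7.60 CPM in APP/E3 and 47.3 ± 10.5 in APP/E4 mice (SD, n = 14 each). With GC and length offsets none of the 6 was called in APP/E4 vs APP/E3, and *C1qb* turned to 0.04 (adjusted p = 0.778). Other settings ended calls without the libraries with keratin reads for *Cd37*, *Ctss* and *C1qb*; with only the APOE4 libraries that hold keratin reads for *Cd37*; without the libraries with high albumin for *Cd37*, *Ctss* and *C1qb*; with TMM scaling for *C1qb*; with some or all of the count tests for *Ctss* and *C1qb*. *C1qb* in APP/E4 vs APP/E3 lost its call without E3830 (adjusted p = 0.0517).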

In addition, we also identified APOE isoform-specific genes that were not associated with *Trem2* deficiency or amyloid pathology (Suppl. Fig. 5A, Suppl. Table 3). 

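*Abcg1*, a cholesterol exporter, rose in APP/E4 vs APP/E3 (log2 fold change 0.29, standard error 0.08, adjusted p = 0.00302) and in E4 vs E3 (0.41, 0.0187). In APP/E4/Trem2 ko vs APP/E3/Trem2 ko it had 0.06 (0.739) and in E4/Trem2 ko vs E3/Trem2 ko 0.12 (0.520). *Picalm*, a clathrin assembly protein linked to Alzheimer's disease risk, rose in APP/E4 vs APP/E3 (0.37, 1.51e-07), APP/E4/Trem2 ko vs APP/E3/Trem2 ko (0.18, 0.0269) and E4 vs E3 (0.35, 0.00273), with 0.08 (0.536) in E4/Trem2 ko vs E3/Trem2 ko. With *Serpina3n*, a serine protease inhibitor, and *Ptprh*, a receptor-type tyrosine phosphatase, they form a list of 4 genes. Of these 4, 2, 4 and 1 rose in APP/E4 vs APP/E3, APP/E4/Trem2 ko vs APP/E3/Trem2 ko, E4 vs E3 and E4/Trem2 ko vs E3/Trem2 ko and none fell (4, 3, 4 and 2 adjusted over the list alone). The study names them from these mice, so the count is not independent evidence. The list tests gave adjusted p = 7.38e-07, 8.19e-06, 4.94e-09 and 3.19e-05, and adjusted p = 1.86e-05, 8.39e-05, 5.36e-07 and 0.000578 with an estimated correlation. *Serpina3h*, *Serpina3k* and *Serpina3m* were not analysed here. Calls were lost with only the 2 genotypes compared for *Picalm* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, without the libraries with keratin reads for *Abcg1* in APP/E4 vs APP/E3 and *Abcg1* and *Picalm* in E4 vs E3 and with only the APOE4 libraries that hold keratin reads for *Picalm* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko. Further calls ended with GC and length offsets for *Picalm* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko and without the libraries with high transthyretin for *Picalm* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko. *Abcg1* in E4 vs E3 lost its call without any 1 of E3459, E3473 and E3679 (adjusted p up to 0.0827). *Picalm* was not called in APP/E4/Trem2 ko vs APP/E3/Trem2 ko without any 1 of D3601, D3700 and E3467 (adjusted p up to 0.0562).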

Among the genes upregulated in APOE4 mice were several members of *Serpina3* family (*Serpina3h*, *Serpina3k*, *Serpina3m*, *Serpina3n*), as well as *Ptprh*, *Abcg1*, and *Picalm* which have all previously been reported by us [39] and others [40]. 

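*Ptprh* rose in all 4 APOE comparisons. Its log2 fold change was 1.95 in APP/E4 vs APP/E3 (standard error 0.17, adjusted p = 1.6e-15), 1.74 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko (2.62e-13), 2.09 in E4 vs E3 (2.57e-09) and 2.29 in E4/Trem2 ko vs E3/Trem2 ko (2.86e-12). It averaged 0.214 ± 0.155 CPM in APP/E3 and 2.31 ± 0.745 in APP/E4 mice (SD, n = 14 each). The 0.5 CPM added before the log reduces the fold change of a gene this low. The paper gives 3.46 in APP/E4 vs APP/E3, and the count tests came within 1 standard error of that. *Serpina3n*, which lies on chromosome 12 from 104406646 to 104414334 (GRCm38), rose in APP/E4 vs APP/E3 (1.41, standard error 0.22, adjusted p = 6.08e-07) and E4 vs E3 (1.15, 0.0163). It had 0.54 (0.131) in APP/E4/Trem2 ko vs APP/E3/Trem2 ko and 0.68 (0.140) in E4/Trem2 ko vs E3/Trem2 ko. *Serpina3n* averaged 13.2 ± 4.34 CPM in APP/E3 and 38.5 ± 19.3 in APP/E4 mice (SD, n = 14 each). In all, 97 genes were called in the same direction in all 4 comparisons, 28 higher and 69 lower in APOE4 mice. Of the 94 with a GRCm38 position, 17 lie on chromosome 7, which also holds *Apoe*. *Ptprh* lies on chromosome 7 from 4548608 to 4604041. Within the same stretch of chromosome 7 are *Mboat7*, a lipid acyltransferase (start 3677789), *Rps9* (start 3703954), *Rdh13*, a mitochondrial retinol dehydrogenase (start 4425665), *Eps8l1*, an actin regulator (start 4460638), and *Rpl28* (end 4794547). *Eps8l1* rose by 2.95, 2.66, 2.45 and 2.62 in the 4 comparisons, and the ribosomal protein gene *Rps9* by 0.47, 0.61, 0.48 and 0.38. *Rdh13* had -0.57, -0.43, -0.62 and -0.73, and *Rpl28* -0.78, -0.98, -0.69 and -0.78. *Serpina3n* was called in E4/Trem2 ko vs E3/Trem2 ko with DESeq2 (0.95, adjusted p = 0.0372). Its call in E4 vs E3 ended without the libraries with keratin reads (adjusted p = 0.445), which leave 2 E4 mice, while *Ptprh* in E4 vs E3 had 2.13 (0.00362), with most of the spread taken from the other genotypes. *Serpina3n* in E4 vs E3 lost its call without E3473 (adjusted p = 0.0881). The calls of *Rps9*, *Rdh13* and *Rpl28* in E4 vs E3 also ended with those 2 mice. E4/Trem2 ko vs E3/Trem2 ko was not judged in this way because 1 E4/Trem2 ko mouse is left. The call of *Rpl28* in E4 vs E3 also ended with GC and length offsets. *Rps9* in E4/Trem2 ko vs E3/Trem2 ko lost its call without any 1 of D3887, D3940, D3941, E3261, E3266, E3446, E3741 and E3823 (adjusted p up to 0.0789).

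**Figure D3:**
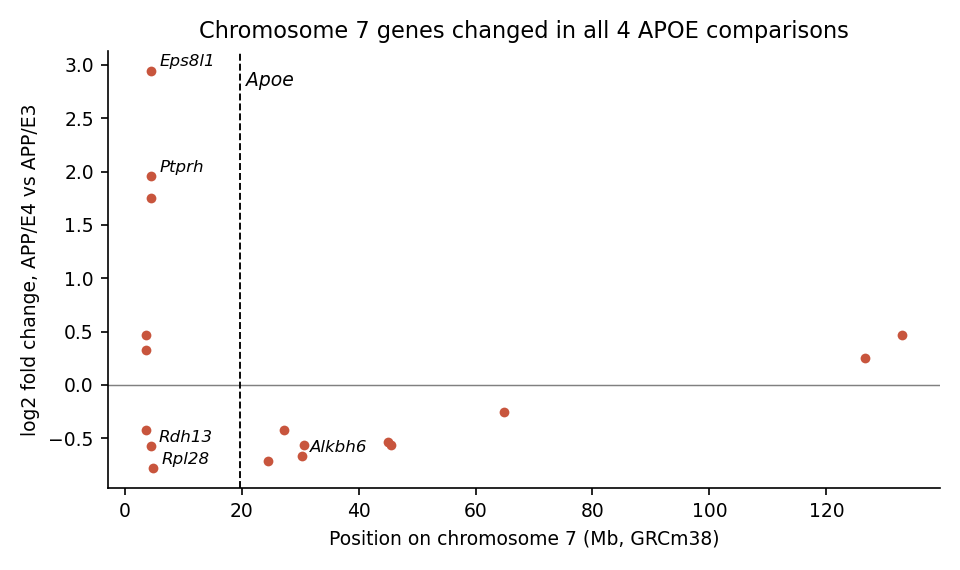
Log2 fold change in APP/E4 vs APP/E3 against position on chromosome 7 (Mb, GRCm38) for the 17 genes of chromosome 7 called in all 4 APOE comparisons. Each point is a gene and the dashed line marks *Apoe*; *Eps8l1* and *Ptprh*, the highest points, lie near the start of the chromosome.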

All of *Serpina3* genes and *Ptprh* were upregulated and statistically significant in every E4 vs E3 comparison (APP/E3 vs APP/E4, APP/E3/Trem2^ko^ vs APP/E4/Trem2^ko^, E3 vs E4, and E3/Trem2^ko^ vs E4/Trem2^ko^) confirming that they were neither TREM2 nor amyloid dependent but strictly APOE isoform dependent.

### FISH identifies alterations in microglial gene expression within the plaque microenvironment as a result of *Trem2* deficiency and APOE isoform

Our next goal was to validate RNA-seq data and characterized the spatial distribution of expressed mRNAs of three genes in relation to compact amyloid plaques at 6.5 months of age. We chose three genes that are part of Trem2 signature– two significantly affected homeostatic genes (*Tmem119* and *Csf1r*), and one significantly affected DAM gene (*Clec7a*) (Fig. 6). We selected these genes because *Tmem119* is a microglia-specific gene and *Csf1r* was the most connected hub gene in the network (Fig. 4e) and *Clec7a* was the top down-regulated gene in all Trem2 deficient mice. We performed FISH using RNAscope probes, coupled with histological detection of X34 positive Aβ plaques. We found that in the microenvironment surrounding plaques (< 50 μm), mRNA expression of all three genes was significantly decreased in both APP/E3/Trem2^ko^ and APP/E4/Trem2^ko^ mice when compared to their wild-type *Trem2* counterparts (Fig. 6b-d). In confirmation to RNA-seq results, *Csf1r* and *Clec7a* expression was also significantly higher in APP/E4 vs APP/E3 mice and the expression of *Tmem119* was not affected in APOE isoform-specific manner. This suggests that in addition to being *Trem2* dependent, *Csf1r* and *Clec7a* are also affected by APOE isoform as shown above on Fig. 5e-f. In contrast, there was no difference in gene expression of any of the analyzed genes away from the plaques (> than 50 μm away). The most probable explanation for the spatial difference in gene expression between Trem2^ko^ and wild-type Trem2 mice is the significant reduction in microglia recruitment around plaques in Trem2 deficient mice (Fig. 1f). We then compared the magnitude of the effect seen in the RNA-seq and FISH data using Z-scores to normalize each dataset to comparable levels. The FISH data collected within 50 μm of plaque center parallels the expression profile seen by RNA-seq (Fig. 6e-g). Thus, this experiment validated RNA-seq result confirming TREM2 and APOE isoform-specific effects on gene expression.

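In frontal cortex RNA of the 4 APP genotypes, *Csf1r* averaged 107 ± 14.7 CPM in APP/E3 (SD, n = 14), 94.3 ± 7.96 in APP/E3/Trem2 ko (n = 14), 122 ± 21.5 in APP/E4 (n = 14) and 99.8 ± 14.2 in APP/E4/Trem2 ko mice (n = 16). *Tmem119*, a microglial membrane protein on chromosome 5 from 113793729 to 113800396 (GRCm38), averaged 30.7 ± 4.11, 26.1 ± 3.74, 27.8 ± 5.77 and 24.0 ± 2.40 in the same order. With *Trem2* deleted the log2 fold change of *Tmem119* was -0.23 in APP/E3 (adjusted p = 0.308) and -0.19 in APP/E4 (0.0904). Between APP/E4 and APP/E3 mice it was -0.16 (0.111). *Clec7a* and the in situ hybridization signal were not analysed here. The RNA is of frontal cortex tissue taken as a whole and does not separate areas near plaques from those away from them. With the count tests *Tmem119* was called in APP/E4/Trem2 ko vs APP/E4 (-0.26, adjusted p = 0.0207 from DESeq2).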

**Fig. 6:**
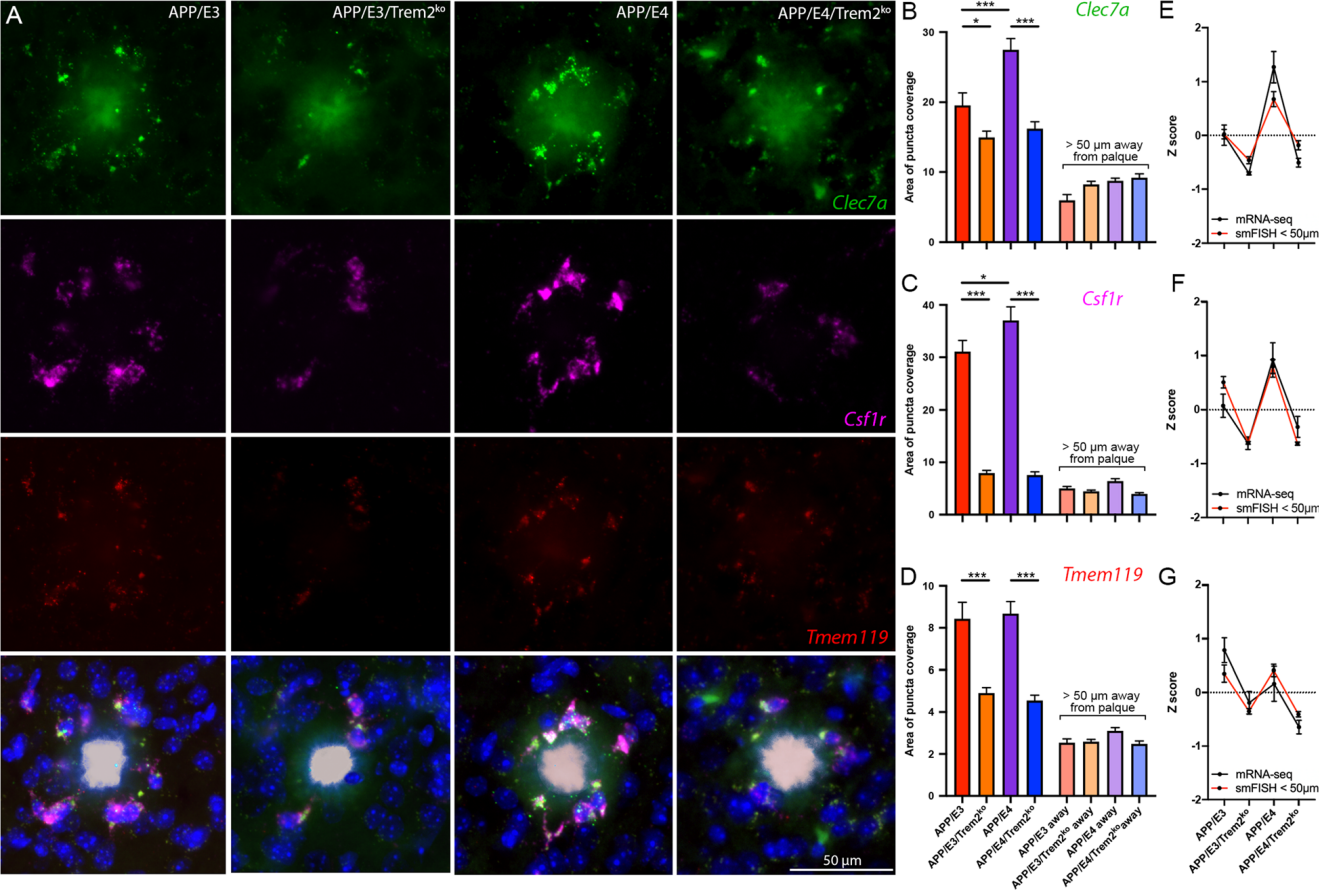
FISH identifies alterations in gene expression within plaque microenvironment as a result of *Trem2* deficiency. **a** Representative images of FISH analyses of microglia gene expression near amyloid plaques at 6.5 months of age (*Tmem119* – red, *Csf1r* – Pink, *Clec7a* – Green, Nuclei – Blue, Amyloid plaque - White). The area occupied by the puncta was quantified adjacent to plaques (< 50 μm) as well as away from plaques (> 50 μm) for APP/E3, APP/E3/Trem2^ko^, APP/E4, and APP/E4/Trem2^ko^ mice. Bar plots showing the area of puncta coverage adjacent to and away from plaques, and line patterning depicting the Z-score of RNA-seq data and FISH data together for *Clec7a* DAM marker (**b** & **e**), *Csf1r* homeostatic microglia marker (**c** & **f**), and *Tmem119* homeostatic microglia marker (**d** & **g**). FISH analysis by one-way ANOVA followed by Tukey’s multiple comparison test. *n* = 4 mice per group (equal males and females), an average of 86 plaques analyzed per genotype, bars represent mean ± SEM, and *** *p* < 0.001; * *p* < 0.05 using Tukey’s multiple comparison testing.

## Discussion

In the present study, we investigated the effect of *Trem2* deletion on the phenotype of APP transgenic mice expressing human APOE3 or APOE4 isoforms. We show that the absence of *Trem2* exacerbated cognitive impairments in APP transgenic mice but not in their non-APP littermates. Examination of the behavioral data showed that APP/E4 mice performed at the lower limit in these tasks and we were unable to observe a significant reduction in their Trem2^ko^ counterparts. The behavioral data demonstrate that APOE isoform impacts memory significantly more than Trem2 status, which is not surprising considering the higher impact of APOE isoform compared to TREM2 variants on the risk of late-onset AD [1, 2, 5–8]. These data are consistent with previous studies showing that increased human *TREM2* gene dosage in 5XFAD mice improved contextual fear conditioning memory [41]. In contrast, another study using the same AD model (5XFAD mice) has shown no impact of *Trem2* deficiency on spatial learning [26]. The observed diminished cognitive performance could be associated with the lack of microglial barrier around plaques and increased neuronal dystrophy observed in the TREM2 deficient mice. This is in agreement with previous data that showed *Trem2* haplodeficiency diminished the plaque-associated microglial barrier resulting in severe neuronal dystrophy [42].

The examination of amyloid plaque load revealed that while APOE isoform was a significant factor, *Trem2* deletion resulted in no change in steady-state plaque level in either APOE genotype at 6.5 months of age. This is an age where APP/E3 mice are characteristic of early Aβ pathology and APP/E4 mice exhibit a more advanced stage. Many of the studies aimed at better understanding the link between TREM2 function and AD have focused on amyloid plaque pathology however, with conflicting results. Using different AD models (5xFAD), *Trem2* deletion was shown to increase Aβ pathology during the very advanced stages of plaque pathology in a region-specific manner [9, 26]. Other studies demonstrated that *Trem2* deletion reduced plaque load early but increased it later with the disease progression [22, 41]. Conversely, amyloid PET imaging of the same AD model (APPPS-21) revealed that *Trem2* knockout resulted in accelerated fibrillar amyloid early, which equalized during the later stages of pathogenesis [24]. Our study is unique in that we utilized AD model mice expressing human APOE isoforms. We identified significant differences in the ratio of compact plaques to the protofibular halo amyloid staining, indicating a *Trem2* mediated effect on plaque compaction in agreement with previous reports [9, 23].

There are several aspects of TREM2 function that could explain a decreased ability of Trem2^ko^ microglia to perform their function. The loss of TREM2 cell-surface signaling may lead to a diminished capacity of microglia to recognize Aβ followed by a decreased uptake. Furthermore, the reduced numbers of microglia around amyloid plaques suggest that microglial chemotaxis was inhibited in APP expressing / Trem2^ko^ mice, thus restricting microglia movement towards Aβ, or any other damage in surrounding areas. As a consequence, the rate of plaque growth strongly correlated to the significant reduction of microglia barrier around the plaques (Figs. 2 and 3). Our transcriptomic data support this hypothesis, demonstrating a downregulation of genes associated with both phagocytosis and chemotaxis in Trem2^ko^ versus wild-type Trem2 mice (Fig. 4).

The novelty of our study is that we tested the effect of APOE isoform as an additional factor that could interact with *Trem2* to contribute to neurodegeneration. Previously, it was shown that, following microglial depletion, microglia derived APOE protein is reduced in Trem2^ko^ mice [24]. Here we have examined *Trem2* effect in an APOE isoform-dependent and amyloid-dependent manner by directly comparing age-matched APP/E3 and APP/E4 mice that are at different stages of amyloid pathology. We observed a difference in the number of microglia but not astrocytes (Fig. 1e-g), as well as APOE protein surrounding plaques between APP/E3 and APP/E4 mice that was not recapitulated in their Trem2^ko^ counterparts (Fig. 1j-k). Similar pattern of *Apoe* mRNA expression was detected by RNA-seq in APP and their WT littermates, confirming that *Apoe,* as a DAM gene [17], responds to the differences in the amyloid pathology in APP/E4 vs APP/E3 mice (Fig. 1l and Suppl. Fig. 5B). Furthermore, our results suggest the effect of *Trem2* deletion on *Apoe* expression is apparent only in APP mice and depends on the amyloid deposition. APOE is secreted mainly by astrocytes and less by microglia, but since *Trem2* is microglia-specific gene, it is reasonable to expect that *Trem2* deletion will directly affect *Apoe* expression in microglia. In order to identify microglia, we used the microglia-specific gene *Tmem119* [43, 44]. It should be noted that *Tmem119* is a homeostatic gene and in our study its expression was decreased by *Trem2* deficiency. However, as in previous studies [43, 44] we used it only as a marker to label microglia without assessing its expression. Our results using in situ hybridization confirmed that microglial *Apoe* depends on *Trem2* presence and is decreased in APP/E4/Trem2^ko^ microglia vs APP/E4 counterparts (Fig. 1m-n).

Our data also indicate that the effect of *Trem2* deficiency on plaque growth is stronger at earlier stages of amyloid deposition when plaques are smaller. Considering that APP/E4 mice show earlier onset of amyloid pathology, the TREM2 effect on plaque growth in mice expressing this isoform is observed in mice younger than their APOE3 counterparts. A possible explanation for the observed APOE isoform effects is the difference in their abilities to transport lipids and cholesterol [45] that can impact APOE receptor-binding properties. Recently, we reported a significant difference in brain phospholipid content of APOE2, E3, and E4 in AD patients [46] and APOE4-containing lipoproteins were shown to be less lipidated than APOE3 [47]. Thus, APOE4 may impede Aβ phagocytosis via reduced affinity for receptor binding (including TREM2 receptor), or changes in proteolytic degradation of Aβ (reviewed in [3, 48]).

There is an apparent inconsistency between the role of TREM2 in plaque growth, albeit at different ages for APP/E3 and APP/E4, and its lack of effect on steady-state amyloid load in APP/Trem2^ko^ mice. This could be explained by the balance between Aβ clearance mechanisms at different phases of amyloid pathology, i.e. microglia phagocytosis vs efflux via the BBB. At the earlier stages of amyloid deposition, the prevailing Aβ species in brain interstitial fluid are monomers and low molecular weight oligomers that are easily cleared out of the brain by efflux via BBB with half-life 1.5 h [30, 49]. In contrast, with the progression of the pathology, there is an increase of high molecular weight Aβ oligomers [50] leading to the increase of Aβ half-life in interstitial fluid [49, 51]. Thus, in mice with significant amyloid pathology, the faster BBB clearance mechanism is impeded and defects in microglia-mediated clearance mechanisms result in an increase of its deposition into plaques (Suppl. Fig. 6).

The lightcyan module represents the Trem2 signature which is enriched for microglial-specific genes indicating that *Trem2* deficiency has a robust effect on microglial gene expression. Because of the limitations of bulk RNA-seq data, this conclusion needs to be confirmed by single cell RNA-seq data. The main hubs of lightcyan module network are *Csf1r*, *Mpeg1*, *Cx3cr1*, *Hexb* and *Visr*. Previously, few of these genes such as *Cx3cr1*, *Hexb*, *P2ry12*, *P2ry13*, and *Siglech* were classified as *Trem2* dependent [17]. However, as part of the Trem2 signature, we also identified a group of genes which had never before been linked to *Trem2* deficiency, including *Spi1*/PU.1 [52], *Adgre1* [53]*, Ctsc* [54], *Fcgr1* [55], *Cd68* [56]*,* and the hub gene *Visr* [57]*.* These genes are enriched in immune cells [58] and follow similar expression patterns in microglia expressing either APOE isoform. 

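*Adgre1*, the macrophage marker F4/80, *Ctsc*, a lysosomal protease, and *Fcgr1*, a high-affinity antibody receptor, had negative or near-zero log2 fold changes in Trem2 ko mice and none was called by limma. In the order APP/E3, APP/E4, E3 and E4, *Adgre1* had -0.22, -0.21, -0.43 and -0.27 (adjusted p = 0.925, 0.200, 0.0886 and 0.828), *Ctsc* -0.11, -0.06, -0.29 and -0.36 (1, 0.775, 0.224 and 0.742) and *Fcgr1* -0.27, -0.23, -0.20 and -0.22 (0.368, 0.0794, 0.344 and 0.843). The differences between the APP/E4 and APP/E3 effects were 0.00, 0.05 and 0.04, with no adjusted p below 0.910. *Fcgr1* averaged 4.43 ± 1.23 CPM in APP/E4 (SD, n = 14) and 3.61 ± 0.660 in APP/E4/Trem2 ko mice (SD, n = 16). The count tests, TMM scaling, GC and length offsets and surrogate variables each called *Fcgr1* in APP/E4/Trem2 ko vs APP/E4 (DESeq2 -0.34, adjusted p = 0.0133). *Adgre1* in E3/Trem2 ko vs E3 was called by surrogate variables (adjusted p = 0.0317).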

Our topmost downregulated genes in Trem2^ko^ mice in all four sets of comparisons were *Clec7a* and *Itgax*. Both, *Clec7a* and *Itgax* have been previously identified as drivers of a “primed” microglia phenotype associated with neurodegeneration and aging [59]. 

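The receptor kinase *Axl*, the growth factor *Csf1* and *Spp1*, the secreted protein osteopontin, had log2 fold changes of either sign in Trem2 ko mice. In the order APP/E3, APP/E4, E3 and E4, *Axl* had -0.07, 0.00, 0.06 and 0.05 (adjusted p = 1, 0.981, 0.736 and 0.969). *Csf1* had -0.04, -0.05, 0.00 and 0.05 (1, 0.684, 0.986 and 0.969) and *Spp1* 0.22, 0.41, -0.11 and -0.17 (1, 0.238, 0.873 and 0.969). Their standard errors lay between 0.07 and 0.34.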

We found no change in a few genes, previously found downregulated in Trem2^ko^ mice, namely *Axl, Csf1,* and *Spp1* [19, 26, 41, 60]. It should be noted that the Trem2 signature as identified in this study, incorporates only the genes that are commonly affected by *Trem2* deficiency in APP as well in their WT littermates. DAM genes that respond mainly to the increased neurodegeneration such as *Apoe* and *Lpl* were not identified as part of the common Trem2 signature. Both *Apoe* and *Lpl* were upregulated only in APP/E4 mice vs APP/E3 in response to the higher level of amyloid pathology seen in these mice (Suppl. Table 3).

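*Lpl*, lipoprotein lipase, was higher in APP/E4 than in APP/E3 mice, with a log2 fold change of 0.73 (standard error 0.16, adjusted p = 0.000177). It averaged 27.9 ± 9.81 CPM in APP/E4 and 16.3 ± 4.52 in APP/E3 mice (SD, n = 14 each), and lies on chromosome 8 from 68880555 to 68906932 (GRCm38). *Lpl* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko had a log2 fold change of 0.36 (0.155), in E4 vs E3 0.27 (0.528) and in E4/Trem2 ko vs E3/Trem2 ko 0.33 (0.352). For *Apoe* the value in APP/E4 vs APP/E3 was 0.22 (0.357), with a difference of 7.43 CPM (2-sided permutation test, p = 0.216). In APP/E4/Trem2 ko vs APP/E3/Trem2 ko *Apoe* had -0.23 (0.480) and -2.66 CPM (permutation p = 0.0170, adjusted p = 0.0682). The difference of *Apoe* in APP/E4 vs APP/E3 was 0.0584 CPM between medians (permutation p = 0.997) and -1.95 CPM without 3 APP/E4 libraries high in albumin reads (p = 0.0838). The count tests called *Apoe* in APP/E4 vs APP/E3 (DESeq2 0.56, adjusted p = 0.0136), as did GC and length offsets. *Lpl* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko was called by a fit with only the APOE4 libraries that hold keratin reads (adjusted p = 0.0344).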

Interestingly, *Tyrobp* implicated in the TREM2 checkpoint [17] was downregulated in Trem2^ko^ mice in an APOE isoform-specific manner in both APP/E3 mice and in their WT non-APP littermates (see Fig. 5g). The most probable reason is that we are exploring an effect of *Trem2* deletion in mice expressing human *APOE* instead of mouse *Apoe* and as mentioned above the differences in APOE3 and APOE4 lipidation could affect receptor binding and signal transduction pathways reflecting on brain transcriptome. In addition to *Tyrobp*, we identified as uniquely upregulated in APP/E3 vs APP/E3/Trem2^ko^ mice, i.e. in an APOE3-*Trem2* dependent manner, several genes involved in the C1q complement cascade. 

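*C1qa* and *C1qb* fell in APP/E3/Trem2 ko mice, and all 3 C1q chains fell in E3/Trem2 ko mice. In the order APP/E3, APP/E4, E3 and E4, *C1qa* had -0.37, 0.02, -0.55 and -0.36 (adjusted p = 0.0230, 0.886, 0.00639 and 0.630), *C1qb* -0.37, -0.16, -0.47 and -0.34 (0.0367, 0.234, 0.0269 and 0.687) and *C1qc* -0.30, -0.05, -0.46 and -0.38 (0.166, 0.759, 0.0259 and 0.630). *C1qa* lies on chromosome 4 from 136895916 to 136898844 (GRCm38), and *C1qb* averaged 19.4 ± 2.11 CPM in APP/E3 and 15.0 ± 2.90 in APP/E3/Trem2 ko mice (SD, n = 14 each). The difference between the APP/E4 and APP/E3 effects was 0.22 for *C1qb* (0.419) and 0.25 for *C1qc* (0.328). With GC and length offsets *C1qb* was called in APP/E4/Trem2 ko vs APP/E4 (-0.32, adjusted p = 0.0112). *C1qc* in APP/E3/Trem2 ko vs APP/E3 was called by GC and length offsets (adjusted p = 0.0432). The calls ended with a striatal marker covariate for *C1qb* and *C1qc* in E3/Trem2 ko vs E3 and without the libraries with high transthyretin for *C1qa* and *C1qb* in APP/E3/Trem2 ko vs APP/E3. *C1qa* in APP/E3/Trem2 ko vs APP/E3 lost its call without any 1 of D3627 and D3884 (adjusted p up to 0.0719). *C1qb* was not called in APP/E3/Trem2 ko vs APP/E3 without any 1 of D3562, D3627, D3643, D3645, D3663, D3706, D3720, D3721, D3723, D3742, D3884, D3891 and D3965 (adjusted p up to 0.116). *C1qb* in E3/Trem2 ko vs E3 lost its call without any 1 of D3502, D3810 and D3887 (adjusted p up to 0.0689). *C1qc* was not called in E3/Trem2 ko vs E3 without any 1 of D3502, D3810 and D3887 (adjusted p up to 0.0666).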

*Tyrobp* has been previously regarded as a regulator of genes involved in the complement pathway [61, 62], and is part of a predicted protein-protein interaction network along with *C1qa*, *C1qb*, *C1qc,* and *Ctss* [63].

We have previously shown an APOE4 isoform-specific increase of several *Serpina3* genes and *Ptprh* in human APOE targeted replacement mice [39]. In the current study, we confirmed that four members of *Serpina3* family (*Serpina3h*, *Serpina3k*, *Serpina3m*, *Serpina3n*), as well as *Ptprh,* are increased in both APP/E4 vs APP/E3 mice and their non-transgenic littermates (E4 vs E3) suggesting that their expression was not affected by amyloid deposition. We also established that the expression of the *Serpina3* genes was not affected by *Trem2* deficiency (see Suppl. Table 3). 

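*Serpina3n* fell in APP/E4/Trem2 ko mice, with a log2 fold change of -1.23 vs APP/E4 (standard error 0.21, adjusted p = 0.000124). It averaged 15.6 ± 6.99 CPM in APP/E4/Trem2 ko (SD, n = 16) and 10.8 ± 5.49 in APP/E3/Trem2 ko mice (SD, n = 14). In the other Trem2 ko comparisons the values were -0.36 in APP/E3 (1), -0.77 in E3 (0.116) and -1.24 in E4 (0.125). The difference between the APP/E4 and APP/E3 effects was -0.87 (0.148). The call ended without the libraries with keratin reads (-0.94, adjusted p = 0.0729), and *Serpina3n* was called in E3/Trem2 ko vs E3 with only the 2 genotypes compared (adjusted p = 0.0310). The paper's Suppl. Table 2 also lists *Serpina3n* as lower in APP/E4/Trem2 ko (-1.35), E3/Trem2 ko (-0.80) and E4/Trem2 ko mice (-1.15).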

Recently, Zhao et al. [40] demonstrated a transcriptional upregulation of several genes from *Serpina3* family in the same APOE4 vs APOE3 mice. They also reported that the expression level of *SERPINA3* (human ortholog of *Serpina3n*) is higher in APOE4 carriers vs non-carriers, but is not significantly different when adjusted by AD status [40]. Interestingly, in a recent study examining the effect of APOE isoform on the transcriptome in human AD cortex (right inferior parietal lobule), we found that the expression of *SERPINA3*, as well as *PTPRH,* was significantly higher in APOE2 carriers vs APOE4 carriers [46]. The APOE isoform-dependent effect on the expression of members of this gene family in human and mouse warrants further research.

## Conclusion

In conclusion, the results of this study provide insight into the complex effect of TREM2 on phenotype, and brain transcriptomes in mice expressing human APOE isoforms. We show that the absence of *Trem2* exacerbated cognitive impairments in APP transgenic mice but not in their WT littermates. *Trem2* deletion significantly reduced microglia barrier around the plaques in correlation with the increased plaque growth rate. The differences in expression levels identified a Trem2 signature - a cluster of highly connected immune response genes, commonly downregulated as a result of *Trem2* deletion and regardless of the APOE isoform. Surprisingly, the lack of TREM2 significantly decreased *Apoe* mRNA expression in APP/E4 but not in APP/E3 mice a result that was confirmed by APOE protein analysis. Future studies are needed to better understand the role of TREM2 through the normal aging and in microglial response to neuronal injury and amyloid deposition.

## Supplementary information

**Additional file 1: Supplemental Figure 1** (supplemental to Fig. 1). No significant differences in locomotor activity, learning during novel object recognition and fear conditioning, and Aβ ELISA, as a result of *Trem2* deletion. Cued fear conditioning in APP mice (A & B) and all behavioral analysis for wild-type controls showed no significant effect of APOE or *Trem2*. There was no significant difference in percent freezing during the novel phase (C & D) or learning phase (E & F) of the contextual-cued fear conditioning (CCFC) for all experimental groups assessed. There was also no significant difference in total distance (m) traveled during the Open Field phase of NOR in APP/E3, APP/E4, APP/E3/Trem2^ko^, and APP/E4/Trem2^ko^ mice (G) or wild-type controls (H). *n* = 6–14 mice per group. For APP mice *n* = 6–7 mice/genotype/sex (12–14 mice/genotype). For non-APP mice, *n* = 4–7 mice/genotype/sex (8–14 mice/genotype). Analysis of cortical soluble Aβ (I) and cortical insoluble Aβ (J) ELISA levels by two-way ANOVA did not show an interaction between main factors: APOE and *Trem2*. There was a main effect of APOE isoform but not *Trem2* status. Sidak multiple comparisons test showed statistical significance between APP/E3 and APP/E4 mice. *n* = 14–22 mice per group (equal males and females). On the graphs, colored symbols indicate female and black symbols male mice.

**Additional file 2: Supplemental Figure 2** (supplemental to Fig. 1). The absence of *Trem2* similarly impacts plaque diffusivity but has no effect on steady-state amyloid load. (A) Representative images of 6E10 anti-Aβ immunostaining showing both diffuse and compact plaques (4X magnification). (B) Representative images of ThioS staining showing compact plaques (4X magnification). (C) 6E10-positive plaques were analyzed by two-way ANOVA showing no interaction between *Trem2* and APOE as factors. There was a significant main effect of APOE isoform (*p* < 0.0001), but no effect of *Trem2* deficiency. Sidak multiple comparisons test shows no significant differences between APP/E3 and APP/E3/Trem2^ko^ or between APP/E4 and APP/E4/Trem2^ko^ mice. *n* = 22–30 mice per group (equal males and females). (D) ThioS staining confirmed 6E10 staining results with no significant main effect of *Trem2* status or interaction. (E) Representative images of X34 and OC staining showing both diffuse and compact plaques (4X magnification). (F-G) X34 and OC staining confirmed 6E10 and ThioS staining results with no significant main effect of *Trem2* status or interaction for either X34 or OC. Sidak multiple comparisons test showed a statistical significance between APP/E3 and APP/E4 mice (*p* < 0.05). *n* = 14–16 mice per group (equal males and females). Colored dots represent female mice. (H) A visual depiction of what is counted as core-bound OC, total OC, and non-core bound OC used to generate data in Fig. 1d. (I) Representative images of individual X34 and OC labeled amyloid deposits. (J) Analysis of the OC/X34 ratio. *n* = 896–1569 plaques from 8 mice per group (equal male and female). For all histological analyses, one-way ANOVA was used followed by Tukey’s multiple comparison test. Bars represent mean ± SEM. *** *p* < 0.001; ** *p* < 0.01; * *p* < 0.05; NS, not significant.

**Additional file 3: Supplemental Figure 3** (supplemental to Fig. 2. In vivo plaque labeling using X04. (A) Schematic timeline of in vivo plaque labeling using an injection of X04 30 days prior to tissue harvesting. (B) Analysis of the plaques imaged from mice injected at 5.5 months and sacrificed 48 h later shows no difference in the volume of X04 and TR (*n* = 110 plaques). (C) Plotting TR against X04 shows minimal deviation from the expected 1:1 ratio (R^2^ = 0.9579), a growth volume near 0, and FC near 1. (D) Scatterplot wherein red dots denote the plaque growth rate in the 48-h control plaques (right axis), and the TR volume on the X axis. Black dots represent the entire experimental dataset binned by plaque size, with 94% of the plaques falling within the grey shaded box of the min and max values analyzed in the 48-h control plaques. (E) Representative confocal imaging of an amyloid plaque 48 h following X04 injection with IBA1 in green, X04 in blue, TR in red and the X04-TR merge in pink. Quantification of the volume of X04, TR and growth rate (TR-X04) in 4.5-month-old mice (F) and 6.5-month-old mice (G). (H) Representative images depicting how analysis metrics were derived. Confocal images were loaded into Imaris and 3D renderings generated for X04 and TR to calculate the volume. Plaque growth rate was calculated by subtracting the volume of the plaque at the time of in vivo labeling (X04, blue) from the volume of the plaque at the time of sacrifice (TR, red). 3D renderings were created to assess IBA1 (green) colocalization with the surface of the TR plaque. The plaque surface area contacted by microglia (yellow) is subtracted from the total surface area (grey) to quantify the exposed surface area of each plaque (purple, the surface area not covered by microglia). Analysis by one-way ANOVA followed by Tukey’s multiple comparison test. Bars represent mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Additional file 4: Supplemental Figure 4** (supplemental to Fig. 4). WGCNA identifies patterns of gene expression characteristic to each of the eight experimental groups. (A) WGCNA was used to identify correlations between gene expression and each of the 8 genotypes: APP/E3, APP/E3/Trem2^ko^, APP/E4, APP/E4/Trem2^ko^ and their corresponding non-APP counterparts (E3, E3/Trem2^ko^, E4, E4/Trem2^ko^). Numbers on the heatmap represent Pearson correlation and *p*-value in parenthesis. Modules of interest are marked with red circles. (B) The dendrogram visualizes the relative similarity between identified modules, with modules that appear close to each other having a more similar expression profile. Heatmap of the Pearson correlation coefficient between each module. (C) Gene expression heatmap and bar plots for each animal from turquoise – correlates positively to all APOE3 mice, as well as a network generated from top 3 hub genes (D) and GO term bar plots indicate the -log10P value for each term. The associated point in the center of each bar represents the percent of submitted genes found in each GO term (E). (F-H) Heatmap, bar plots, network, and GO terms for the lightyellow module – correlates positively to all APOE4 mice.

**Additional file 5: Supplemental Figure 5** (supplemental to Fig. 5). The expression of *Serpina3* family is higher in APOE4 than in APOE3 mice and cell type specific differentially expressed genes. (A) Bar plots of *Serpina3h*, *Serpina3k*, *Serpina3m*, and *Serpina3n* from the same 6.5-month-old WT and APP mice as shown on Figs. 4 and 5. (B) Bar plots depicting the average *Apoe* gene expression in APOE3 and APOE4 mice as identified by RNA-seq and statistics generated using edgeR.

**Additional file 6: Supplemental Figure 6.** Suggested model, illustrating the impact of *Trem2* deletion on the phenotype and transcriptome in APP/E3 and APP/E4 mice. (A) Lack of *Trem2* does not impact steady state amyloid deposition, impacts plaque growth, reduces microglia reactivity and worsens behavior in APP/E3/Trem2^ko^ and APP/E4/Trem2^ko^ mice as compared to their *Trem2*-expressing counterparts. Arrows are relative to their Trem2-expressing counterparts. (B) Differential effects of *Trem2* deficiency on microglia transcriptome in the same mice. a) Topmost affected Trem2 signature genes; b-c) Examples of Trem2-APOE dependent genes with expression higher in APP/E4 mice (b) or APP/E3 mice (c). (C) A graphical hypothesis regarding the importance of microglia barrier on the accumulation of Aβ and plaque dynamics. (a) and (c), In the early stage of amyloid deposition low molecular weight Aβ species are prevailing in interstitial fluid and are cleared mainly via efflux through the blood-brain barrier. (b) and (d), In the later stages of amyloid deposition, high molecular weight Aβ oligomers accumulate in interstitial fluid that impedes Aβ efflux via blood-brain barrier and microglia phagocytosis becomes a major component of Aβ removal. We hypothesize that there is increased reliance on functional *Trem2* on Aβ clearance in the late stages of amyloid pathology.

**Additional file 7: Supplemental Table 1**. WGCNA.

**Additional file 8: Supplemental Table 2**. Trem2-GO terms.

**Additional file 9: Supplemental-Table 3.** APOE-Isoform-GO terms.

## Data Availability

The RNA-seq expression data has been deposited in the GEO database under the accession number: GSE144125.

## Abbreviations

Aβ: Amyloid β
BBB: Brain Blood Barrier
CCFC: Contextual and Cued Fear Conditioning
DAM: Disease-associated microglia
FISH: Fluorescent in situ hybridization
GWAS: Genome-wide association studies
LOAD: Late-onset Alzheimer’s disease
NOR: Novel object recognition
TR: Thiazine red
WGCNA: Weighted gene co-expression network analysis
X34: Methoxy-X34
X04: Methoxy-X04

How the deposited data were processed for this re-analysis (not part of the article)

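Cortical RNA from 88 mice of 8 genotypes was sequenced, 1 library per mouse. The genotypes combine human APOE3 or APOE4, the APP transgenes and wild-type or deleted *Trem2*, with 14 APP/E3, 14 APP/E3/Trem2 ko, 14 APP/E4, 16 APP/E4/Trem2 ko, 8 E3, 8 E3/Trem2 ko, 6 E4 and 8 E4/Trem2 ko mice. The paper gives an age of 6.5 months. Females and males are equal in number in 7 genotypes, and E4 has 4 females and 2 males.

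According to the paper the authors aligned the reads to mm10, counted them per gene with Subread and featureCounts and tested genes with edgeR and DESeq2. The table used here holds one value per gene and mouse in CPM, the reads of a gene scaled to the reads of its library, which the authors made from counts per gene. The gene annotation and the filter on genes are not stated. It has 14497 entries, of which 46 repeat another entry and were removed, leaving 14451 genes, each above 1 CPM in at least 20 mice (27 genes in exactly 20). The values of a mouse sum to between 991576 and 994034. In every mouse all values are whole multiples of 1 step within 0.01 of a read, so whole reads per gene were recovered for the tests that need counts. A stricter rule that looks at the lowest values alone shows this step for only 23 of the 88 mice, so the recovered reads rest on the wider test in the others. They come to 41.3 to 95.5 M reads per mouse (median 49.8, mean 50.3), and 1 read is 0.0105 to 0.0242 CPM. The paper names a sequencing batch, which the labels used here do not give, so it was not modelled.

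The design set before the data were examined assumed counts and named the edgeR quasi-likelihood test. Since the values are CPM, the tests reported here use limma 3.58.1 (R 4.3.3) on log2(CPM + 0.5), with trend and robust moderation, for the 14086 genes with a mean of at least 1 CPM. One model with the 8 genotypes and sex was fitted to all 88 mice, and 15 comparisons were taken from it: 4 of Trem2 ko mice with their counterparts, 4 of APOE4 with APOE3, 4 of APP with non-APP mice, 2 interactions of APOE with *Trem2*, and females with males. Adjusted p-values are Benjamini-Hochberg over the genes tested in a comparison, and a gene is called at an adjusted p under 0.05. Counts at the thresholds of the paper use unadjusted p under 0.05 and a log2 fold change beyond 0.3 and are set only beside its values.

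The 37 gene lists of brain cell types, neighbouring tissues and cellular processes were fixed before the data were examined, and contain neither *Trem2* nor *Apoe*. Suppl. Tables 2 and 3 of the paper had been seen by then. The microglial lists share genes with those that the paper names from these mice. The lists were tested with camera in limma, with a preset correlation between genes of 0.01 and with an estimated correlation, adjusted over the lists in each comparison. Members past the threshold were counted with p adjusted over all genes and over the list alone. The genes named in the text are every gene that the paper names, for each comparison the 10 higher and 10 lower with the smallest p among those called with a log2 fold change of at least 0.3 in size, up to 4 members of each list with the smallest p, and the 10 with the smallest p in each interaction. The values in Suppl. Tables 2 and 3 had been seen when this rule was written, and a gene that the text singles out from outside it was chosen after its values were seen. Positions on GRCm38 were found for 14340 genes (99.2%), and length and GC content for 14250 (98.6%).

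The signature score is the first principal component of the 17 measured lightcyan genes named in the paper, each centred over all mice but unscaled. It and *Apoe* in CPM were compared between pairs of genotypes with 2-sided permutation tests on the difference of means, exact where both groups have fewer than 10 mice and with 100000 resamples otherwise (smallest p 1e-05). Network analysis was not repeated. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for these tests.

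Alternatives set before the data were examined were edgeR 4.0.16 with RLE normalization and its likelihood ratio test, DESeq2 1.42.0, no filter on low values, no sex covariate, a model of the compared genotypes only, 2 surrogate variables from sva 3.50.0, offsets from a loess of each library on length and GC content (span 0.3), and each mouse left out in turn for the genes that the paper names and *Apoe*. The score was also computed as a mean of z-scores and from homeostatic microglial genes, and *Apoe* was compared by medians. The count tests used recovered reads, and each leave-one-out model was refitted in limma. Alternatives chosen after seeing the data were edgeR with TMM on recovered reads (the quasi-likelihood test that the design had named for counts), TMM scaling of the CPM, pseudocounts of 0.1 and 1, a covariate of striatal markers, and counts and the other genes with each mouse left out. Further ones left out libraries whose *Krt13*, *Krt4* and *Krt6a* sum to at least 1 CPM, used only APOE4 libraries that hold them, or left out the libraries with *Alb* at 20 CPM or more, or those with *Ttr* at 100 CPM or more.

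The labels were checked against the genes they name. *Trem2* reached at most 4.65 CPM in Trem2 ko mice and at least 7.18 in the others. *App* was at least 3562 in APP mice and at most 2677 in non-APP mice, and *Prnp* at least 2075 and at most 1159. *Xist* was at least 223 in females and at most 1.29 in males. *Ddx3y* was at least 40.2 in males and at most 0.339 in females. No 2 libraries held the same values (lowest chi-square per degree of freedom 11.8). The method was tested on simulated data with the same groups, with 100 genes changed 1.5-fold and 100 changed 2-fold. Of genes changed 1.5-fold it recovered 84% in APP/E3/Trem2 ko vs APP/E3, 88% in APP/E4/Trem2 ko vs APP/E4, 66% in E3/Trem2 ko vs E3, 61% in E4/Trem2 ko vs E4 and 82% in APP/E4 vs APP/E3, and of genes changed 2-fold 96%, 97%, 90%, 93% and 98%. No changed gene was called in the wrong direction, and 5, 11, 7, 7 and 16 unchanged genes were called. The simulated counts were drawn independently for each gene and hold no structure shared between libraries. Other splits of the real mice called up to 2208 genes, so these rates do not carry over to the real libraries. The plaque, cell imaging and behaviour data of the paper were not analysed here, and results for a few single genes are not reported here.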

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

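The 3 tests of *Apoe* below, and the comparisons without the libraries high in albumin or in transthyretin reads, were chosen after the values had been seen.

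In 3 APP/E4 libraries (E3203, E3333 and E3830) and the E4/Trem2 ko library E3740 *Apoe* lay 27.2, 45.8, 56.6 and 49.8 CPM above the mean of the other 40 APOE4 libraries, and the same 4 had the highest *Alb*. A mouse *Apoe* allele kept in these mice would raise *Apoe* above its line on *Alb*, and the residuals were 2.32, -4.48, 17.6 and 2.69 CPM, against at most 6.51 in the other libraries, but the line was fitted to libraries with far less *Alb* and extended to these 4, so this explanation stays open. Higher *Apoe* in APP/E4 mice in general stays open too: the other 11 APP/E4 mice, left after those with the highest *Apoe* were taken out, differed from APP/E3 by -1.95 CPM (permutation p = 0.0844). RNA from liver in these libraries may explain the shared excess and stays open, because 0 of 7 other listed liver transcripts stayed below 1 CPM in every APOE3 library and none could be tested. In the other 40 APOE4 mice *Apoe* was higher where *Alb* was higher (Pearson r = 0.513, permutation p = 0.000690; Spearman rho = 0.440, permutation p = 0.00529; r = 0.375 without the 2 farthest mice).

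In 16 tests for an outlying mouse, on *Trem2*, *Apoe*, *App* and the signature score in the 4 non-APP genotypes, 2 found a mouse far from the others, and chance alone gives about 1 in 20. *Apoe* was 65.6 CPM in the E4/Trem2 ko mouse E3740, where the next was 18.4, and 26.6 in the E3 mouse D3810, where the next was 19.8. The effect of *Trem2* deletion differed between APOE4 and APOE3 for 52 genes in APP mice and 2 in non-APP mice. For the 4 measured genes of *Serpina3n*, *Ptprh*, *Abcg1* and *Picalm* that difference had a median of -0.225 in APP mice (0 higher and 0 lower called, 0 and 2 adjusted over the list alone; adjusted p = 0.00342, and adjusted p = 0.0296 with an estimated correlation). The study chose these 4 on the same mice, so they are not independent evidence.

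Choroid plexus genes, which the paper does not discuss, had a median log2 fold change of 1.30 in APP/E3/Trem2 ko vs APP/E3 (0 of 6 called in limma, 5 adjusted over the list alone; adjusted p = 3.29e-10, and adjusted p = 0.0327 with an estimated correlation). The higher values came from part of the group: *Ttr* was 283, 2875, 1758, 1334 and 2187 CPM in D3627, D3884, D3885, D3891 and D3939, and at most 40.7 in the other 9 APP/E3/Trem2 ko mice and 25.0 in APP/E3 mice. Of the 6 genes 0 were called without the libraries with high transthyretin, as with all libraries, and the median was 0.141 (0 lower, list test adjusted p = 0.633, and adjusted p = 0.906 with an estimated correlation). Those libraries were picked by *Ttr*, a member of this list, so the fall of its median and test is no separate evidence. Cholesterol synthesis genes had a median of 0.239 in APP/E4 vs E4 (0 of 18 called in limma, 9 adjusted over the list alone; adjusted p = 4.41e-19, and adjusted p = 0.0111 with an estimated correlation, or 0.0177 without the libraries with high transthyretin). Keratin transcripts of stratified epithelium (*Krt13*, *Krt4* and *Krt6a* together at 1 CPM or more) were present in 31 of 44 APOE4 libraries and 0 of 44 APOE3 libraries, whose highest sum was 0.247 CPM.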

How the results depend on the processing

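The settings that add a striatal covariate, TMM scaling, other pseudocounts or edgeR on recovered reads, that select libraries by keratin, albumin or transthyretin reads, or that leave 1 mouse out of a count or, for genes that the paper does not name, of a gene were chosen after the data were seen. The others were set before. The edgeR test on recovered reads is the one that the design had named for counts, in whose place limma was used. The number of genes called was 45 in APP/E3/Trem2 ko vs APP/E3, 1944 in APP/E4/Trem2 ko vs APP/E4, 411 in E3/Trem2 ko vs E3, 14 in E4/Trem2 ko vs E4, 4729 in APP/E4 vs APP/E3, 628 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, 1088 in E4 vs E3, 875 in E4/Trem2 ko vs E3/Trem2 ko, 3 in APP/E3 vs E3, 2 in APP/E4 vs E4, 21 in APP/E3/Trem2 ko vs E3/Trem2 ko, 11 in APP/E4/Trem2 ko vs E4/Trem2 ko, 52 in the APOE by Trem2 interaction in APP mice, 2 in the APOE by Trem2 interaction in non-APP mice and 19 in females vs males. Of 118 counts under settings chosen before, 82 stayed within 1.5 times of these, and of 165 under later ones 111 did. For 430 pairs of gene and comparison chosen for the text, 7452 of 8062 values kept their side of the threshold, where a value uncalled in both fits could change sign. Of the others, 95 gained a call, 8 changed sign with a call in at least 1 of the 2 fits and the rest lost a call. With 1 mouse left out, the lowest and the highest value both counted as a loss where leaving out any 1 mouse ended the call. No filter on low values, no sex covariate, TMM scaling and either pseudocount moved no count by more than 1.5 times. The counts at the paper's thresholds, 8981 over 8 comparisons, ranged from 6808 with GC and length offsets to 10817 without the libraries with keratin reads.

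With surrogate variables the count was 105 in APP/E3/Trem2 ko vs APP/E3, 950 in E3/Trem2 ko vs E3, 1101 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, 210 in APP/E3/Trem2 ko vs E3/Trem2 ko, 4 in APP/E4/Trem2 ko vs E4/Trem2 ko and 99 in the APOE by Trem2 interaction in APP mice. With GC and length offsets it was 717 in APP/E4/Trem2 ko vs APP/E4, 7 in APP/E4/Trem2 ko vs E4/Trem2 ko and 4 in the APOE by Trem2 interaction in non-APP mice, and *C1qb* in APP/E4 vs APP/E3 turned to 0.039. DESeq2 gave 89 in APP/E3/Trem2 ko vs APP/E3, 718 in E3/Trem2 ko vs E3, 44 in E4/Trem2 ko vs E4, 10 in APP/E3 vs E3, 13 in APP/E4 vs E4, 233 in APP/E3/Trem2 ko vs E3/Trem2 ko, 156 in APP/E4/Trem2 ko vs E4/Trem2 ko, 117 in the APOE by Trem2 interaction in APP mice and 11 in the APOE by Trem2 interaction in non-APP mice. The likelihood ratio test gave 78 in APP/E3/Trem2 ko vs APP/E3, 34 in E4/Trem2 ko vs E4, 8 in APP/E3 vs E3, 13 in APP/E4 vs E4, 161 in APP/E3/Trem2 ko vs E3/Trem2 ko, 35 in APP/E4/Trem2 ko vs E4/Trem2 ko, 98 in the APOE by Trem2 interaction in APP mice and 8 in the APOE by Trem2 interaction in non-APP mice. RLE normalization gave 22 in E4/Trem2 ko vs E4, 4 in APP/E4 vs E4, 57 in APP/E3/Trem2 ko vs E3/Trem2 ko and 4 in the APOE by Trem2 interaction in non-APP mice. edgeR on recovered reads gave 22 in E4/Trem2 ko vs E4, 50 in APP/E3/Trem2 ko vs E3/Trem2 ko and 4 in the APOE by Trem2 interaction in non-APP mice. With a striatal marker covariate the count was 71 in E3/Trem2 ko vs E3, 8 in E4/Trem2 ko vs E4, 47 in APP/E3/Trem2 ko vs E3/Trem2 ko, 6 in APP/E4/Trem2 ko vs E4/Trem2 ko and 100 in the APOE by Trem2 interaction in APP mice. For these the cause was not tested.

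Other settings use fewer mice, so that the spread and the power change with them, and beyond that the cause was not tested. With only the groups compared the count was 75 in APP/E4/Trem2 ko vs APP/E4, 4 in E4/Trem2 ko vs E4, 155 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, 408 in E4 vs E3, 12 in APP/E3/Trem2 ko vs E3/Trem2 ko and 3 in APP/E4/Trem2 ko vs E4/Trem2 ko. With only the APOE4 libraries that hold keratin reads it was 98 in APP/E4/Trem2 ko vs APP/E4, 872 in E3/Trem2 ko vs E3, 1265 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, 1619 in E4/Trem2 ko vs E3/Trem2 ko, 92 in APP/E3/Trem2 ko vs E3/Trem2 ko, 6 in APP/E4/Trem2 ko vs E4/Trem2 ko, 20 in the APOE by Trem2 interaction in APP mice and 1 in the APOE by Trem2 interaction in non-APP mice. Without the libraries with high albumin it was 922 in APP/E4/Trem2 ko vs APP/E4, 336 in E4/Trem2 ko vs E3/Trem2 ko, 13 in APP/E3/Trem2 ko vs E3/Trem2 ko, 4 in APP/E4/Trem2 ko vs E4/Trem2 ko, 31 in the APOE by Trem2 interaction in APP mice and 4 in the APOE by Trem2 interaction in non-APP mice. Without the libraries with high transthyretin it was 21 in APP/E3/Trem2 ko vs APP/E3, 173 in APP/E4/Trem2 ko vs APP/E4, 80 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, 68 in APP/E3/Trem2 ko vs E3/Trem2 ko and 18 in the APOE by Trem2 interaction in APP mice. Without the libraries with keratin reads it was 237 in E3/Trem2 ko vs E3, 2 in E4/Trem2 ko vs E4, 2244 in APP/E4 vs APP/E3, 10 in E4 vs E3, 7 in E4/Trem2 ko vs E3/Trem2 ko, 5 in APP/E4 vs E4, 12 in APP/E3/Trem2 ko vs E3/Trem2 ko, 2 in APP/E4/Trem2 ko vs E4/Trem2 ko and 534 in the APOE by Trem2 interaction in APP mice. That setting picks libraries by *Krt13*, *Krt4* and *Krt6a* and leaves 1 E4/Trem2 ko mouse, assumed to vary like the other groups, so it is no test of these keratins or of comparisons with E4/Trem2 ko mice. It gave the opposite sign for *Krt6a* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko (-0.022) and E4/Trem2 ko vs E3/Trem2 ko (-0.012), *Krt13* in E4/Trem2 ko vs E3/Trem2 ko (-0.019), *Mb* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko (-0.10) and E4/Trem2 ko vs E3/Trem2 ko (-0.40), *Ttn* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko (-0.096) and *Cox8a* in E4/Trem2 ko vs E3/Trem2 ko (0.061).

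Leaving out 1 mouse at a time gave 33 to 61 genes in APP/E3/Trem2 ko vs APP/E3, 4126 to 4997 in APP/E4 vs APP/E3 and 18 to 23 in females vs males, within 1.5 times of the main counts. Counts moved further without these mice. APP/E4/Trem2 ko vs APP/E4 (1089 to 2496): E3203 1089, E3475 1113, E4127 1293. E3/Trem2 ko vs E3 (41 to 1004): D3887 41, D3502 65, X0158 93, D3893 122, D3722 138, D3810 139, D3834 146, D3941 196, D3940 199, D3811 227, D3936 654, D3866 740, D3833 1004. E4/Trem2 ko vs E4 (9 to 18): E3459, E3446 9. APP/E4/Trem2 ko vs APP/E3/Trem2 ko (413 to 1050): D3939 413, D3885 418, D3938 993, E3738 1050. E4 vs E3 (288 to 1666): E3473 288, E3459 523, D3810 592, E3471 621, E3357 1666. E4/Trem2 ko vs E3/Trem2 ko (333 to 1190): D3893 333, E3740 358, D3887 361, D3940 414, E3446 434, E3261 505, E3266 529. APP/E3 vs E3 (2 to 8): D3722 8. APP/E4 vs E4 (2 to 4): E3177, E3855 4. APP/E3/Trem2 ko vs E3/Trem2 ko (3 to 91): D3601 3, D3887 4, D3707 7, D3940 8, D3834 9, D3700 10, D3599, D3663, D3893 11, D3884 37, D3965 40, D3891 41, D3942 50, D3938, D3890 69, D3833 91. APP/E4/Trem2 ko vs E4/Trem2 ko (3 to 148): E3446 3, E3740, E3823 4, E3820, E3325, E3451 5, E4127, E3261, E3741 6, E3742 7, E3738 17, E3616 20, E3445 26, E3322 29, E3408 52, E3450 66, E3702 148. APOE by Trem2 interaction in APP mice (26 to 290): D3563 26, E3203, E3475 27, D3884 28, D3706 29, D3641 30, D3569, E3310, E4127 31, D3562, D3890, D3891 32, D3723, D3938, E3738 34, E3333 84, E3319 85, E3200 92, E3467 104, E3702 107, E3322 233, E3327 290. APOE by Trem2 interaction in non-APP mice (1 to 3): D3502, D3514, D3722, X0158, D3866, D3936, D3833, D3893, D3942, E3459, E3473, E3855, E3445, E3446, E3741 and E3742 1 each.

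Of the list tests, 212 passed with the preset correlation and 9 with an estimated one, which allows members of a list to move together. The signature score in APP/E4/Trem2 ko vs APP/E4 no longer passed with the homeostatic microglia list (-0.59) or without the libraries with keratin reads (-0.55). Its other values stayed past the threshold, from -1.40 to -0.70. Without those libraries E4 keeps 2 mice and E4/Trem2 ko 1, so no score test was made there. *Apoe* is judged here by the unadjusted permutation p. In APP/E3/Trem2 ko vs APP/E3 it was under 0.05 with medians (1.32 CPM, p = 0.0486, adjusted p = 0.0972) and without any 1 of D3599 (1.92), D3601 (1.83), D3663 (1.74), D3700 (1.74), D3639 (1.75), D3720 (1.93) and D3563 (1.86), over a range of 1.30 (without D3939) to 1.93 CPM (without D3720). In APP/E4/Trem2 ko vs APP/E3/Trem2 ko it was no longer under 0.05 without the libraries with high transthyretin (-1.88 CPM, p = 0.133). With medians and with each mouse left out the comparisons other than APP/E3/Trem2 ko vs APP/E3 kept their side of that p, and none of the 4 had an adjusted p under 0.05 with means or medians.

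No paired analysis was possible because each mouse number belongs to 1 genotype. Depth limits genes far below the filter of 1 CPM, since 1 read is at most 0.0242 CPM. Every setting chosen before the data were examined gave a value, except that sex cannot be left out of females vs males and that comparison has no smaller set of groups.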

Differences from the paper's values

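Values of the paper are from Suppl. Tables 2 and 3, which give genes at unadjusted p under 0.05 with a log2 fold change beyond 0.3, and counts are compared at those thresholds. The sheet for E4/Trem2 ko vs E3/Trem2 ko is held only in part and was not compared. Of 96 pairs of gene and comparison with a value in both, 0 had the opposite sign in limma, 11 differed by more than 1 standard error and 77 were larger in the paper. *Apoe* in Fig. 1l, read by eye, matches in all 4 APP genotypes.

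Counts differed by more than 1.5 times as follows. Each came within 1.5 times with RLE normalization, DESeq2 and the likelihood ratio test, and of the other alternatives set before the data were examined only with those in brackets. Genes higher in APP/E3/Trem2 ko vs APP/E3 numbered 122 here and 208 in the paper (also with surrogate variables). Genes lower in APP/E3/Trem2 ko vs APP/E3 numbered 78 here and 183 in the paper, or the paper's 133 of the genes tested here (also with surrogate variables). Genes lower in APP/E4/Trem2 ko vs APP/E4 numbered 166 here and 394 in the paper (also with GC and length offsets), or the paper's 338 of the genes tested here (also with GC and length offsets). Genes lower in E4/Trem2 ko vs E4 numbered 360 here and 583 in the paper (also with no sex covariate and only the groups compared). Genes higher in APP/E4 vs APP/E3 numbered 572 here and 1170 in the paper, or the paper's 1020 of the genes tested here (also with surrogate variables and GC and length offsets). Genes higher in APP/E4/Trem2 ko vs APP/E3/Trem2 ko numbered 226 here and 467 in the paper, or the paper's 345 of the genes tested here (also with no filter on low values and GC and length offsets). Genes higher in E4 vs E3 numbered 427 here and 712 in the paper (also with surrogate variables and GC and length offsets).

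Log2 fold changes that differed by more than 1 standard error came within it under the same 3 alternatives, and otherwise only under those in brackets. They were *Ptprh* in APP/E3/Trem2 ko vs APP/E3 0.28 here and the paper's 1.11, *Ptprh* in APP/E4 vs APP/E3 1.95 here and the paper's 3.46, *Ptprh* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko 1.74 here and the paper's 2.42 and *Ptprh* in E4 vs E3 2.09 here and the paper's 3.33. For the other genes they were *Apoe* in APP/E4/Trem2 ko vs APP/E4 -0.32 here and the paper's -0.66, *Runx1* in APP/E4/Trem2 ko vs APP/E4 -0.35 here and the paper's -0.58, *Slc15a3* in APP/E4/Trem2 ko vs APP/E4 -0.76 here and the paper's -0.99, *Fcgr1* in APP/E4/Trem2 ko vs APP/E4 -0.23 here and the paper's -0.34 (also with only the groups compared, surrogate variables and GC and length offsets), *Apoe* in APP/E4 vs APP/E3 0.22 here and the paper's 0.56 (also with GC and length offsets), *Runx1* in APP/E4 vs APP/E3 0.24 here and the paper's 0.41 and *Slc15a3* in APP/E4 vs APP/E3 0.42 here and the paper's 0.58. RLE normalization, DESeq2 and the likelihood ratio test left 48, 44 and 46 of the 96 listed pairs uncalled, and limma 49.

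edgeR on recovered reads is the test that the design had named for counts, added as a setting after seeing the values. It came within reach of all 11 fold changes and 11 counts and left 48 of the paper's 96 listed pairs uncalled, 4 of them called in limma. TMM scaling of the CPM, chosen after seeing the values, did so for 7 counts and for *Fcgr1* in APP/E4/Trem2 ko vs APP/E4 and *Runx1* and *Slc15a3* in APP/E4 vs APP/E3, and left 47 uncalled, 0 of them called in limma. A pseudocount of 0.1, chosen after seeing the values, did so for 2 counts and 7 fold changes (*Runx1* and *Slc15a3* in both comparisons, *Fcgr1*, and *Ptprh* in APP/E4/Trem2 ko vs APP/E3/Trem2 ko and E4 vs E3) and left 49 uncalled, 0 of them called in limma. Leaving out the libraries with keratin reads, chosen after seeing the values, did so for 5 counts and *Runx1* in APP/E4/Trem2 ko vs APP/E4 and APP/E4 vs APP/E3 and left 71 uncalled, 22 of them called in limma. Keeping only the APOE4 libraries that hold keratin reads, chosen after seeing the values, did so for 1 count and *Fcgr1* in APP/E4/Trem2 ko vs APP/E4 and *Apoe* and *Slc15a3* in APP/E4 vs APP/E3 and left 52 uncalled, 6 of them called in limma. Leaving out the libraries with high albumin, chosen after seeing the values, did so for *Fcgr1* in APP/E4/Trem2 ko vs APP/E4 and left 53 uncalled, 4 of them called in limma. Leaving out the libraries with high transthyretin, chosen after seeing the values, did so for 1 count (genes lower in E4/Trem2 ko vs E4) and left 59 uncalled, 10 of them called in limma.

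Of the listed pairs, 49 were not called here at an adjusted p under 0.05. Of these, DESeq2 called *Slc15a3* in APP/E3/Trem2 ko vs APP/E3, *Apoe*, *Cd68*, *Runx1* and *Fcgr1* in APP/E4/Trem2 ko vs APP/E4 and *Apoe* in APP/E4 vs APP/E3. The likelihood ratio test and RLE normalization called *Apoe*, *Cd68*, *Runx1* and *Fcgr1* in APP/E4/Trem2 ko vs APP/E4 and *Apoe* in APP/E4 vs APP/E3. Surrogate variables called *Runx1* and *Fcgr1* in APP/E4/Trem2 ko vs APP/E4 and *Mpeg1*, *Pik3cg*, *Ctss* and *Adgre1* in E3/Trem2 ko vs E3, GC and length offsets *C1qc* in APP/E3/Trem2 ko vs APP/E3, *Cd68* and *Fcgr1* in APP/E4/Trem2 ko vs APP/E4, *Pik3cg* in E3/Trem2 ko vs E3 and *Apoe* in APP/E4 vs APP/E3, and a model of only the groups compared *Tyrobp*, *Ctss* and *Serpina3n* in E3/Trem2 ko vs E3. Settings chosen after seeing the values also called some: edgeR on recovered reads the same pairs as RLE normalization (48 uncalled, 4 of them called in limma), TMM scaling *Runx1* and *Fcgr1* in APP/E4/Trem2 ko vs APP/E4 (47 uncalled, 0 of them called in limma), and only the APOE4 libraries that hold keratin reads *P2ry12*, *Ctss* and *Siglech* in E3/Trem2 ko vs E3 (52 uncalled, 6 of them called in limma). With 1 mouse left out *Runx1* and *Fcgr1* were called in APP/E4/Trem2 ko vs APP/E4, *Mpeg1* and *P2ry12* in E3/Trem2 ko vs E3 and *Serpina3n* in E4/Trem2 ko vs E4.

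The paper states that the lightcyan genes were lower in all 4 Trem2 ko comparisons. All 17 measured here had negative log2 fold changes in each, but 0, 8, 3 and 0 passed in limma in the order APP/E3, APP/E4, E3 and E4, with 10, 11, 10 and 4 when adjusted over the list alone. It gives *Mpeg1* and *Pik3cg* as lower in all Trem2 ko mice. They were -0.33, -0.55, -0.40 and -0.28 and -0.36, -0.39, -0.41 and -0.32 in that order, called only in APP/E4/Trem2 ko vs APP/E4 in limma, and also in E3/Trem2 ko vs E3 with surrogate variables. It gives both as higher in APP/E4/Trem2 ko than in APP/E3/Trem2 ko mice, where *Mpeg1* had 0.24 (adjusted p = 0.172) and *Pik3cg* 0.27 (0.120). *Itgam* and *Nckap1l* are given as higher in APP/E4 than in APP/E3 mice, and here had 0.17 (0.153) and 0.21 (0.0876). Surrogate variables called both, and the count tests and TMM scaling (the latter and edgeR on recovered reads chosen after seeing the values, leaving 47 and 48 of the listed pairs uncalled, 0 and 4 of them called in limma) called *Nckap1l*.

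The paper gives *Tyrobp* as lower in APP/E3/Trem2 ko and E3/Trem2 ko mice. It had -0.32 (0.904) and -0.53 (0.149), and was called in the second only with only the groups compared (adjusted p = 0.0329, against 0.0586 or more in the other settings). It gives the C1q genes as lower in APP/E3/Trem2 ko mice. *C1qa* and *C1qb* were called there, *C1qc* only with GC and length offsets, and the 2 calls ended without the libraries with high transthyretin, a setting chosen after seeing the values that left 59 of the listed pairs uncalled, 10 of them called in limma. *C1qa* in APP/E3/Trem2 ko vs APP/E3 lost its call without any 1 of D3627 and D3884 (adjusted p up to 0.0719). *C1qb* was not called in APP/E3/Trem2 ko vs APP/E3 without any 1 of D3562, D3627, D3643, D3645, D3663, D3706, D3720, D3721, D3723, D3742, D3884, D3891 and D3965 (adjusted p up to 0.116). It gives the *Serpina3* genes as higher in every APOE4 vs APOE3 comparison. *Serpina3n* had 0.54 (0.131) in APP/E4/Trem2 ko vs APP/E3/Trem2 ko and 0.68 (0.140) in E4/Trem2 ko vs E3/Trem2 ko, the second called by DESeq2 and the likelihood ratio test, while *Ptprh* was called in all 4. It gives the *Serpina3* genes as not affected by *Trem2*, and *Serpina3n* fell in APP/E4/Trem2 ko vs APP/E4 (-1.23, 0.000124). The paper's own Suppl. Table 2 also lists *Serpina3n* as lower there (-1.35), in E3/Trem2 ko vs E3 (-0.80) and in E4/Trem2 ko vs E4 (-1.15). So its sentence differs from its table, and these values are near those here. The call here ended without the libraries with keratin reads.

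*Apoe* is given as lower in APP/E4/Trem2 ko than in APP/E4 mice, from RNA-seq, APOE protein at plaques and in situ hybridization in microglia. The last 2 were not analysed here. In the RNA-seq the mean difference was -8.47 CPM (permutation p = 0.120). It was 0.903 CPM without the libraries high in albumin, which in these groups are the 3 APP/E4 libraries with the most *Apoe*. DESeq2, the likelihood ratio test, RLE normalization and edgeR on recovered reads called *Apoe* there over all libraries. The legend of Fig. 4 gives equal numbers of males and females, and the labels give 4 female and 2 male E4 mice.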

Other observations

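Genes of the respiratory chain and of protein synthesis were higher in APP/E4/Trem2 ko than in APP/E4 mice. Of the oxidative phosphorylation genes 49 of 81 rose (66 adjusted over the list alone; median 0.25; adjusted p = 6.32e-20, and adjusted p = 0.296 with an estimated correlation), of the mitochondrial ribosomal proteins 42 of 75 rose (56 adjusted over the list alone; median 0.20; adjusted p = 1.75e-17, and adjusted p = 0.273 with an estimated correlation), and of the cytosolic ribosomal proteins 16 of 76 rose (19 adjusted over the list alone; median 0.25; adjusted p = 2.17e-06, and adjusted p = 0.521 with an estimated correlation). *Cox5a*, a subunit of cytochrome oxidase, had a log2 fold change of 0.40 (adjusted p = 0.000456), *Uqcr10* of complex III 0.49 (0.000890) and *Mrps11* 0.42 (0.00308). The APP/E4 mice are also one side of APP/E4 vs APP/E3, so the 2 comparisons are not independent. Across genes, which are not independent replicates, the log2 fold change had a Spearman rho of -0.487 with transcript length, and *Rn45s*, the precursor of ribosomal RNA, had a median of 6289 CPM in APP/E4 and 4104 in APP/E4/Trem2 ko mice, so a difference in the RNA or the libraries is not separated from genotype. Of the oxidative phosphorylation genes 34 were called with TMM scaling, 15 with GC and length offsets, 3 with only the groups compared, 2 with only the APOE4 libraries that hold keratin reads and 6 without the 3 libraries of these 2 genotypes with high transthyretin, where 3 mitochondrial and 1 cytosolic ribosomal protein genes were called. These calls ended with only the 2 genotypes compared for *Mrps11* and with only the APOE4 libraries that hold keratin reads for *Cox5a* and *Mrps11*. Others ended without the libraries with high transthyretin for *Mrps11*.

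Activity and stress genes were higher in E3/Trem2 ko than in E3 mice. Of the immediate early genes 3 of 15 rose (13 adjusted over the list alone; median 1.18; adjusted p = 4.22e-09, and adjusted p = 0.254 with an estimated correlation), of the glucocorticoid response genes 4 of 14 rose (8 adjusted over the list alone; median 0.56; adjusted p = 3.82e-07, and adjusted p = 0.254 with an estimated correlation), and of the stress response genes 4 of 15 rose (7 adjusted over the list alone; median 0.27; adjusted p = 2.6e-07, and adjusted p = 0.209 with an estimated correlation). *Fosb* had 1.49 (adjusted p = 0.0219), *Atf3* 1.01 (0.0441), *Tsc22d3* 0.91 (0.0413) and *Atf4* 0.87 (0.00442). In the same comparison 14 of 14 striatal neuron genes were negative (median -1.24; 0 called, 0 adjusted over the list alone; adjusted p = 0.000301, and adjusted p = 0.685 with an estimated correlation) and 14 of 14 oligodendrocyte genes positive (median 0.48; 0 called, 0 adjusted over the list alone; adjusted p = 3.1e-05, and adjusted p = 0.564 with an estimated correlation), so the tissue sampled is not separated from genotype. With a striatal marker covariate 0 immediate early, 1 glucocorticoid and 2 stress response genes were called. In E4/Trem2 ko vs E3/Trem2 ko, which shares the E3/Trem2 ko mice, of the glucocorticoid response genes 9 of 14 fell (12 adjusted over the list alone; median -0.74; adjusted p = 2.23e-08, and adjusted p = 0.176 with an estimated correlation), with *Tsc22d3* at -1.25 (0.00244), *Ddit4* at -0.86 (0.00321) and *Mt1* at -0.69 (0.0137). Of the oligodendrocyte genes 5 of 14 rose (11 adjusted over the list alone; median 0.73; adjusted p = 1.05e-09, and adjusted p = 0.507 with an estimated correlation) in E4 vs E3, with *Ermn* at 0.97 (0.0214). *Drd2*, a striatal marker, had a median of 19.6 CPM in E4 and 1.24 in E3, and with a striatal marker covariate 5 of the oligodendrocyte genes were called. Under other settings calls ended with only the 2 genotypes compared for *Atf3* and *Tsc22d3* in E3/Trem2 ko vs E3 and *Ermn* in E4 vs E3, without the libraries with keratin reads for *Atf3* and *Tsc22d3* in E3/Trem2 ko vs E3 and *Ermn* in E4 vs E3, with only the APOE4 libraries that hold keratin reads for *Ermn* in E4 vs E3 and with a striatal marker covariate for *Fosb*, *Atf3* and *Tsc22d3* in E3/Trem2 ko vs E3. Calls also ended without the libraries with high transthyretin for *Ermn* in E4 vs E3, with a pseudocount of 0.1 for *Atf3* in E3/Trem2 ko vs E3 and with some or all of the count tests for *Atf3* in E3/Trem2 ko vs E3. *Fosb* in E3/Trem2 ko vs E3 lost its call without any 1 of D3502, D3722 and D3887 (adjusted p up to 0.0644). *Atf3* was not called in E3/Trem2 ko vs E3 without any 1 of D3502, D3514, D3722, D3811, D3834, D3887, D3893, D3936, D3942 and X0158 (adjusted p up to 0.0998). *Tsc22d3* in E3/Trem2 ko vs E3 lost its call without any 1 of D3502, D3514, D3722, D3810, D3811, D3834, D3887, D3893, D3940, D3941 and X0158 (adjusted p up to 0.129). *Mt1* in E4/Trem2 ko vs E3/Trem2 ko lost its call without D3893 (adjusted p = 0.0554). *Ermn* in E4 vs E3 lost its call without any 1 of D3810, D3811 and E3679 (adjusted p up to 0.0809).

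The test of mixed or mislabelled sexes, that of keratin reads and the test of neighbouring genes without the keratins below, and the share of lower genes with 1 mouse left out, were chosen after the values had been seen. The 4 measured Y-linked genes *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* summed to 212 ± 17.3 CPM in 21 APOE4 males and 100.4 ± 8.61 in 22 APOE3 males (SD). Their X-linked partners were in excess in APOE3 males by 3.91 CPM (upper 95% bound 29.8, against 56.0 for 0.5 times the gap), and 0 mice had *Xist* or *Ddx3y* against their label. Within APOE4 males the sum had a Spearman rho of 0.139 with depth (permutation p = 0.548; Pearson r = 0.391, permutation p = 0.0856; r = -0.0292 without the 2 farthest), and 9 of 9 APOE4 males at the depths of APOE3 males lay above every APOE3 male. Of 137 genes tested in limma within 10 Mb of *Trem2*, 0 were called in at least 2 of the 4 Trem2 ko comparisons (99th percentile of other windows 2.92%). Of all 14086 genes tested only 59 met this, so 0 is a likely count for any such window. The test therefore says little about variants carried with the *Trem2* deletion.

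The 97 genes called in all 4 APOE4 vs APOE3 comparisons lay close together. Of those with a position, 35.1% had another within 1 Mb, and the highest of 10000 random draws of as many genes was 34.0% (mean 13.7%). Transcript length or GC content as the whole cause is argued against, since 57.7% stayed called in all 4 with GC and length offsets. Without 6 keratin genes, which follow the libraries with keratin reads, the share was 30.7%, and 3 random draws were as high (highest 31.8%). Variants or a strain background carried with the APOE lines may explain the other neighbours but stay open, since the share no longer exceeds every draw and every APOE4 mouse carries the APOE4 line.

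More genes were lower than higher in APP/E4 vs APP/E3 (3199 and 1530). A single library as the cause is argued against by 4126 or more genes called with any 1 mouse left out, of which at least 66.1% were lower. The scaling of the CPM (52.6% of called genes lower with TMM factors) and transcript length or GC content (3321 called with offsets, 50.1% lower) cannot be told apart from a real shift, because both settings centre the fold changes, and the number of genes called with offsets, set beforehand as evidence against the second, says nothing of the balance. Libraries prepared or sequenced together, with keratin reads as a mark, cannot be told apart from isoform: across genes, which are not independent replicates, the keratin difference within APP/E4/Trem2 ko mice had a Spearman rho of 0.278 with APP/E4 vs APP/E3 and 0.122 with transcript length, and every APOE3 library lacks the mark. A biological effect of APOE isoform stays open and was not tested apart from these.

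For each comparison 100 splits of its mice into groups of the same sizes, the real one included, were tested the same way. Chance can be excluded where the real count and the highest of the other splits were 45 and 2 in APP/E3/Trem2 ko vs APP/E3, 411 and 300 in E3/Trem2 ko vs E3, 14 and 7 in E4/Trem2 ko vs E4, 4729 and 1069 in APP/E4 vs APP/E3, 1088 and 1000 in E4 vs E3, 875 and 265 in E4/Trem2 ko vs E3/Trem2 ko, 3 and 2 in APP/E3 vs E3, 21 and 3 in APP/E3/Trem2 ko vs E3/Trem2 ko, 52 and 2 in the APOE by Trem2 interaction in APP mice, 19 and 1 in females vs males; in these 1 of the 100 splits, the real one, gave as many genes. With 1 mouse left out the real count came down to the highest of the other splits or below it in E3/Trem2 ko vs E3 (41 without D3887), E4 vs E3 (288 without E3473), APP/E3 vs E3 (2 without D3514) and APP/E3/Trem2 ko vs E3/Trem2 ko (3 without D3601). There the result holds only for the full set of mice, and 2 of the 3 genes in APP/E3 vs E3 are *App* and *Prnp*, which mark the transgene. With 1944 and 2161 in APP/E4/Trem2 ko vs APP/E4 and 2 and 38 in the APOE by Trem2 interaction in non-APP mice, 2 and 3 splits gave as many genes, the real one included, and 100 splits are too few to decide. Chance cannot be excluded for 628 and 2208 in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, 2 and 597 in APP/E4 vs E4, 11 and 1922 in APP/E4/Trem2 ko vs E4/Trem2 ko, where 5, 10 and 13 splits did. Splits of the mice in APP/E4/Trem2 ko vs APP/E3/Trem2 ko, APP/E4 vs E4, APP/E4/Trem2 ko vs E4/Trem2 ko and the APOE by Trem2 interaction in non-APP mice called several times the real count, which points to a structure of the samples other than genotype and sex.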
